# ZBTB18 regulates cytokine expression and affects microglia/macrophage recruitment and commitment in glioblastoma

**DOI:** 10.1038/s42003-024-07144-y

**Published:** 2024-11-08

**Authors:** Roberto Ferrarese, Kevin Joseph, Geoffroy Andrieux, Ira Verena Haase, Francesca Zanon, Eva Kling, Annalisa Izzo, Eyleen Corrales, Marius Schwabenland, Marco Prinz, Vidhya Madapusi Ravi, Melanie Boerries, Dieter Henrik Heiland, Maria Stella Carro

**Keywords:** CNS cancer, CNS cancer

## Abstract

Glioma associated macrophages/microglia (GAMs) play an important role in glioblastoma (GBM) progression, due to their massive recruitment to the tumor site and polarization to a tumor promoting phenotype. GAMs secrete a variety of cytokines, which facilitate tumor cell growth and invasion, and prevent other immune cells from mounting an immune response against the tumor. Here, we demonstrate that zinc finger and BTB containing domain 18 (ZBTB18), a transcriptional repressor with tumor suppressive function in glioblastoma, impairs the production of key cytokines, which function as chemoattractant for GAMs. Consistently, we observe a reduced migration of GAMs when ZBTB18 is expressed by glioblastoma cells, both in cell culture and in vivo experiments. Moreover, RNA sequencing analysis shows that the presence of ZBTB18 in glioblastoma cells alters the commitment of conditioned microglia, suggesting the loss of the immune-suppressive phenotype and the acquisition of pro-inflammatory features. Thus, therapeutic approaches to increase ZBTB18 expression in GBM cells could represent an effective adjuvant to immune therapy in GBM.

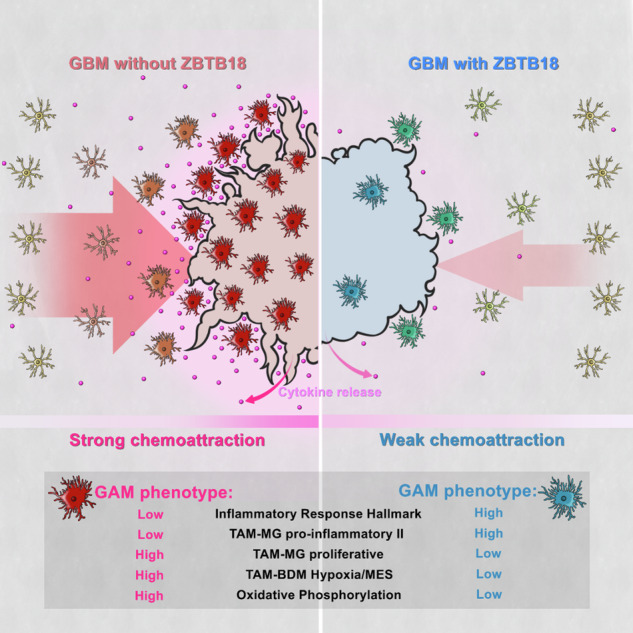

## Abstract (web summary)

In vitro, in vivo and in silico studies identify the transcriptional repressor ZBTB18 as a negative regulator of tumor associated macrophage recruitment and of their tumor promoting phenotype in glioblastoma

## Introduction

Glioblastoma (GBM) is the most common and aggressive form of brain tumor in adults, characterized by poor prognosis, and resistant to aggressive therapies^1^. Over the past decades, gene expression profiling of GBM bulk tumors and, more recently, single cell analysis, have contributed to the identification of multiple GBM subclasses and GBM cell states with distinct molecular characteristics^2–6^. It is now evident that GBM are very heterogeneous, and that more than one cell state can co-exist in the tumor; moreover, the tumor microenvironment can affect the transitioning through different states^6^. Of note, GBM re-occurrence is accompanied by a shift to a mesenchymal state^7^, which is associated with radiation resistance and reduced survival^4,8^.

Glioma-associated macrophages (GAMs) constitute more than 30% of infiltrating cells in GBM and have been shown to be able to control cancer initiation, growth, and response to therapy^9^. GAM populations include primary immune cells of the central nervous system (microglia), which originate from erythro-myeloid progenitors in the yolk sac, and bone marrow-derived circulating macrophages (here referred to as macrophages), which are recruited to the tumor site^10,11^. Microglia are highly dynamic cells, which shift through different states in response to external stimuli, including the microenvironment, both in physiological and pathological conditions, ultimately affecting their function^12,13^. One key mechanism by which GAMs contribute to cancer progression is by suppressing the tumor-specific immunity, which in turn favors tumor expansion^9^. Interestingly, mesenchymal transition in GBM strongly correlates with GAM infiltration^4,14^, mainly due to GAM’s ability to release a family of cytokines, which mediate mesenchymal differentiation in an NF-κB-dependent manner^2,3,15^. This suggests that the tumor microenvironment plays a central role in the modulation of the immune response against tumors. However, the mechanisms by which the tumor microenvironment affect GAMs and tumor-specific immunity are not completely understood. In consideration of the rising importance of immunotherapy in cancer treatment, defining the mechanisms through which tumors control GAMs has very important basic and clinical implications.

Others and our previous studies have described a role for the transcriptional repressor ZBTB18 as a negative regulator of the mesenchymal signature, which is associated with poor survival in GBM^16,17^. ZBTB18 is a member of the Broad complex or poxvirus and zinc finger (BTB/POZ-ZF) protein family, which contains several proteins involved in development and/or cancer formation. ZBTB18 is highly expressed in post mitotic neurons but lost or weakly expressed in GBM cells; its re-expression in these cells results in compromised cell proliferation and tumor growth in vivo^16,18^. Recently, we have identified a short ZBTB18 protein product (ZBTB18 Nte-SF, around 30 kDa) that is specifically generated by proteolytic cleavage of the full-length protein in GBM cell lines, but not in normal cortical tissues^16,19^. We have also provided evidence that ZBTB18 Nte-SF, by positively affecting HIF1A target gene expression, acquires tumor promoting capabilities, which are opposite to the tumor suppressor role of full-length ZBTB18^19^.

Here, we show that ZBTB18 expression in GBM cells halts the production of key cytokines, required to recruit GAMs to the tumor site. In addition, microglia conditioned by ZBTB18 expressing GBM cells show commitment towards a pro-inflammatory, rather than a pro-tumorigenic phenotype, as it happens when normal GBM cells are used for the conditioning. Finally, the effects of ZBTB18 on the regulation of the immune response seem to be specifically associated with the full-length protein and not with the N-terminal short variant.

## Results

### Full-length ZBTB18 represses cytokine expression in GBM cells

In order to investigate whether re-expression of ZBTB18 in GBM cells is able to affect their ability to communicate with the tumor microenvironment, we examined previously (BTSC233, JX6, and SNB19)^16,20^ and newly (BTSC268 and BTSC475) generated gene expression data obtained upon ZBTB18 expression in GBM cells (Supplementary Fig. 1a, b). The data revealed that ZBTB18 is a putative transcriptional repressor of several secreted factor and cytokine genes, namely *CX3CL1*, *CCL2*, *CXCL14*, *CMTM7*, *S100A6*, *CXXC5*, *PDGFRA* and *GDF15*, which appeared to be downregulated in at least four out of five experiments (Fig. 1a, Supplementary Fig. 1c). We decided to focus on *CX3CL1*, *CCL2* and *GDF15*, which are known to affect GAM recruitment and/or commitment, and T cell functions^21,22^. Real-time qPCR analyses confirmed that the ectopic expression of ZBTB18 in a GBM cell line (SNB19) and in the primary GBM stem cell line BTSC233 downregulated *CCL2*, *GDF15*, and *CX3CL1* genes (Fig. 1b). Next, we assessed whether ZBTB18 also affected cytokine availability by measuring the level of cytokines secreted into the culture medium by the GBM cells. Thus, we tested by cytokine antibody arrays the medium conditioned by BTSC233, transduced with the empty vector (EV) or ectopically expressing ZBTB18. Overall MCP1/CCL2 stood out as specifically and strongly reduced by the presence of ZBTB18 compared to the EV control; conversely, CX3CL1, which had also shown downregulation at the gene expression level, did not show any change across the different samples (Fig. 1c, d). The results were further confirmed in SNB19 cells (Supplementary Fig. 1d, f). Of note, only ZBTB18 full length (FL) and not the previously described pro-tumorigenic N-terminal short variant (ZBTB18 Nte-SF)^19^ led to a reduced CCL2 secretion when the two ZBTB18 forms were expressed in BTSC233 (Supplementary Fig. 1e, f). Conversely, two cytokines, IL8 and angiogenin were consistently upregulated (Fig. 1c, d), although no change in the corresponding transcripts had been detected in our analysis (Supplementary Fig. 1c). GDF-15, which our gene expression data suggested to be also regulated by ZBTB18, was not included in the cytokine array; thus, we performed an ELISA to assess its concentration in the medium conditioned by SNB19 or BTSC233 cells. Consistently with the previous data, GDF-15 concentration was reduced upon ZBTB18 FL ectopic expression in both cell lines (Fig. 1e).

**Fig. 1:**
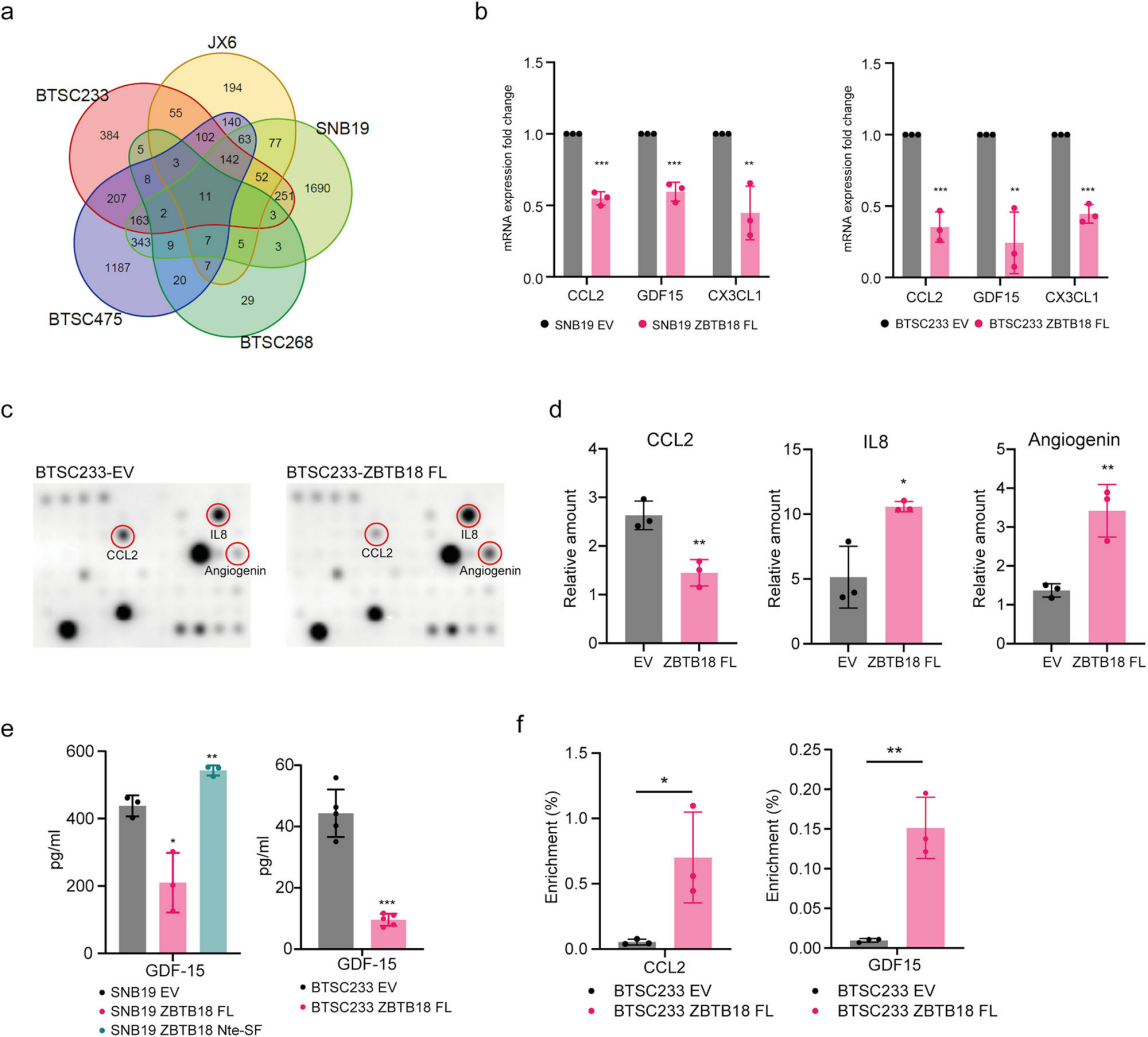
ZBTB18 halts the expression and secretion of cytokines in GBM cells. **a** Venn diagram representing the intersection of three gene expression arrays performed on SNB19, BTSC233, and JX6 cells and two RNAseq analysis in BTSC268 and BTSC475, with or without ZBTB18 FL overexpression. **b** Quantitative RT-PCR of selected cytokine genes in SNB19 and BTSC233 cells with or without ZBTB18 overexpression. n = 3 biological replicates; error bars ± s.d.; *P < 0.05, **P < 0.01, and ***P < 0.001 by a t test. Gene expression was normalized to 18S RNA. **c** Representative cytokine array membranes performed on BTSC233 transduced with empty vector (EV) or ZBTB18 FL. The significantly down- or up-regulated cytokines upon ZBTB18 FL overexpression are highlighted. **d** Quantification of the significantly regulated cytokines highlighted in (**c**). n = 3 biological replicates, error bars ± s.d.; *P < 0.05, **P < 0.01, and ***P < 0.001 by a t test. **e** GDF-15 ELISA showing the amount of GDF-15 secreted in the conditioned medium of SNB19 ectopically expressing ZBTB18 FL or ZBTB18 Nte-SF, or of BTSC233 cells upon ZBTB18 FL overexpression. n = 3 biological replicates (SNB19), n = 5 biological replicates (BTSC233); error bars ± s.d.; *P < 0.05, **P < 0.01, and ***P < 0.001 by a t test. **f** Enrichment of FLAG-ZBTB18 ChIP at the *CCL2* (left panel) and *GDF15* (right panel) promoters, in BTSC233 cells transduced with empty vector (EV) or FLAG-ZBTB18 FL. Graphs show the average q-RT PCR results of three independent ChIPs expressed in % input as indicated. Error bars ±s.d.; *P < 0.05 by a t test.

In silico analyses using GlioVis (http://gliovis.bioinfo.cnio.es/)^23^ evidenced a positive correlation between the expression of *CCL2*, *GDF15* and *ANG* (angiogenin) and the CNS WHO grade of the brain tumors (Supplementary Fig. 2a); conversely, a negative correlation was found between *ZBTB18* and *CCL2* (*r* = −0.50, p = 0.00) and *GDF15* (*r* = −0.62, p = 0.00) (Supplementary Fig. 3a, c). A negative correlation was also observed between *ZBTB18* and *ANG* (*r* = −0.61, p = 0.00), which seems to contradict the outcome of the cytokine array (Supplementary Fig. 3a, c). *CXCL8* (IL8) gene was not present in the database and could not be confirmed. Moreover, GBMs with high *CCL2* and *ANG*, but not with *GDF15* expression were associated with a worse patients’ prognosis (Supplementary Fig. 2b). The negative correlation between *ZBTB18* and these cytokines was detected even within a dataset including GBM only; however, since ZBTB18 is almost uniformly absent from GBM, the statistical power of these analyses is consequently weaker. Within this dataset, we observed a uniformly low expression of *ZBTB18*, compared to different levels of cytokine expression (Supplementary Fig. 3b, c). A similar negative correlation between *ZBTB18* and *CCL2*, *GDF15*, and *ANG* was observed also using the cBioPortal Platform^24^ (Supplementary Fig. 4a). Expanding the cBioPortal analysis, *ZBTB18* showed the tendency to be mutually exclusive with *CCL2*, *GDF15*, *CXCL8*, and *ANG* (Supplementary Fig. 4b, c).

The previously described role of ZBTB18 as a transcriptional repressor suggests that ZBTB18 might be directly involved in *CCL2* and *GDF15* repression. Therefore, we searched for ZBTB18 (ZNF238) motifs in *motifDB*^25^ and found a few quite consistent motifs in several databases (Supplementary Fig. 5a). Counting for the occurrence of each motive with at least 90% homology in a region ±500 bp around TSS of selected genes led to the identification of the hPDI and HOCOMOCO motifs in almost all transcripts (Supplementary Fig. 5a). Previous studies from others and us indicate that ZBTB18 binds in proximity to the TSS of its target genes^20,26^. Therefore, we focused on the predicted sites, which are located close to the transcription start (105 bp upstream the TSS (GDF15) and 365 bp downstream (CCL2) (Supplementary Fig. 5b). Chromatin immunoprecipitation (ChIP) in BTSC233 cells confirmed the direct binding of ZBTB18 at the *CCL2* and *GDF15* promoter close to the TSS (Fig. 1f).

### ZBTB18 and LSD1 depletion differently impact CCL2 and GDF15 expression and secretion

Next, we sought to validate the role of ZBTB18 as regulator of cytokine expression and secretion by CRISPR/Cas9 knockdown (Supplementary Fig. 6a–c). Cytokine array in BTSC475-sgZBTBT18 #5(4) cells further proved the increased production of CCL2, while IL8 and angiogenin appeared downregulated, consistent with the result obtained in the ZBTB18 overexpression experiment (Fig. 2a). We then analyzed CCL2 and GDF-15 production and secretion by ELISA in two independent ZBTB18 knockdown lines established in BTSC475 cells (Supplementary Fig. 6a–c) and the previously described in BTSC475-sgZBTB18 #4(24)^20^. These data confirmed an increase, albeit modest, in CCL2 secretion (Fig. 2b, left panel). We speculated that, since the level of secreted CCL2 is very high in the control BTSC475 (as can be observed in the cytokine array in Fig. 2a), the knockdown of ZBTB18 produces only a mild effect. Conversely, GDF-15 secretion appeared reduced (Fig. 2b, right panel). However, in these conditions, a reduced occupancy by ZBTB18 at the *CCL2* and *GDF15* promoters was observed. (Fig. 2c).

**Fig. 2:**
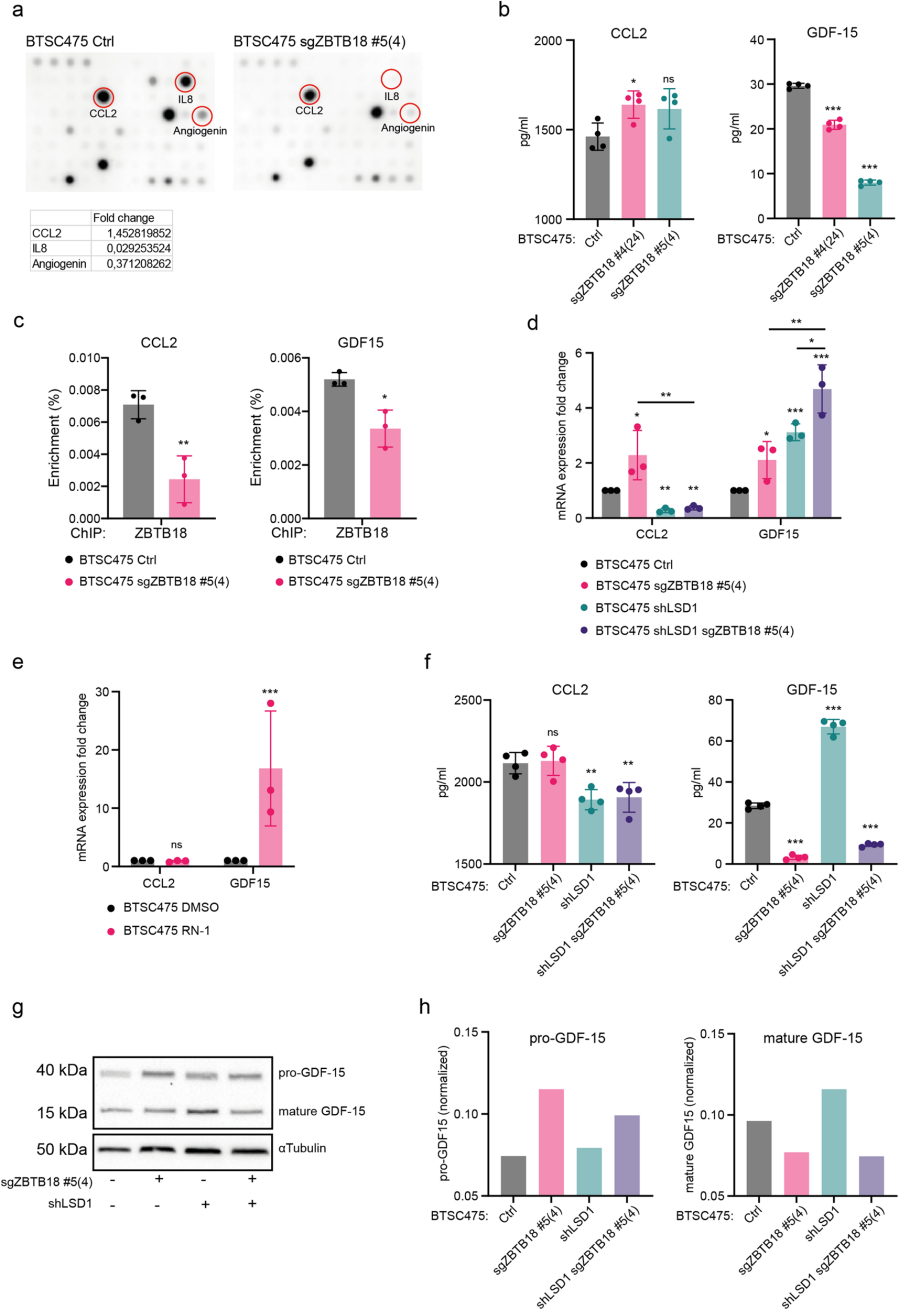
Removing ZBTB18 and LSD1 differentially impact CCL2 and GDF15 expression and secretion. **a** Cytokine array membranes performed on BTSC475 Ctrl and BTSC475-sgZBTB18 #5(4). Relevant cytokines are highlighted. The calculated fold change based on the normalized signals is indicated. **b** CCL2 (left panel) and GDF-15 (right panel) ELISA showing the amount of secreted proteins in the conditioned medium of two independent ZBTB18 knockdown cell lines (BTSC475sgZBTB18 #4(24) and BTSC475sgZBTB18 #5(4)). n = 4 replicates; error bars ±s.d.; *P < 0.05, **P < 0.01, and ***P < 0.001 by a t test. **c** Enrichment of ZBTB18 ChIP at the *CCL2* (left panel) and *GDF15* (right panel) promoters, in BTSC475sgZBTB18 #5(4). Graphs show the average q-RT PCR results of three independent ChIPs expressed in % input as indicated. Error bars ±s.d.; *P < 0.05 by a t test. **d** q-RT PCR analysis of *CCL2* and *GDF15* expression, upon *ZBTB18* knockdown (sgZBTB18 #5(4)) and/or LSD1 silencing in BTSC475. Gene expression was normalized to 18 s RNA. n = 3 biological replicates; error bars ±s.d.; *P < 0.05, **P < 0.01, and ***P < 0.001 by a t test. **e** q-RT PCR analysis of *CCL2* and *GDF15* expression, in BTSC475 treated with 5 µM RN-1 for 96 hours. Gene expression was normalized to 18 s RNA. n = 3 biological replicates; error bars ±s.d.; *P < 0.05, **P < 0.01, and ***P < 0.001 by a t test. **f** CCL2 (left panel) and GDF-15 (right panel) ELISA showing the amount of the secreted proteins in the conditioned medium of BTSC475 transduced with sgZBTB18 #5(4)) and/or shLSD1. n = 4 biological replicates; error bars ±s.d.; *P < 0.05, **P < 0.01, and ***P < 0.001 by a t test. **g** Western blot analysis of pro- and mature GDF-15 in BTSC475 transduced with sgZBTB18 #5(4)) and/or shLSD1. αTubulin is used as a loading control. **h** Quantification of pro- and mature GDF-15 (normalized to αTubulin) detected in (**g**).

The results collected so far suggest that ZBTB18 loss might have a different impact on CCL2 and GDF-15 expression and secretion, which required further investigation of the underlying mechanism. We have recently reported that ZBTB18 can regulate gene expression by interfering with LSD1 activity^20^. Therefore, we explored whether LSD1 silencing, alone or in combination with ZBTB18 loss, affected *CCL2* and *GDF15* expression. Interestingly, LSD1 silencing led to *CCL2* downregulation, consistent with our previously described LSD1 activating role^20^ (Fig. 2d and Supplementary Fig. 7a). Instead, *GDF15* appeared upregulated, which might suggest that the two cytokines are controlled by different LSD1-related mechanisms (Fig. 2d). ZBTB18 loss caused a slight upregulation of *CCL2*; however, the combination of ZBTB18 knockdown and LSD1 silencing did not rescue *CCL2* expression, hinting that ZBTB18 likely exerts its regulation by halting LSD1-mediated activation, as previously described for other ZBTB18 targets^20^ (Fig. 2d and Supplementary Fig. 7a). Conversely, *GDF15* expression increased upon ZBTB18 or LSD1 loss and its upregulation persisted upon the concomitant knockdown of both factors, possibly showing an additive effect (Fig. 2d and Supplementary Fig. 7a). Treatment of BTSC475 with the small LSD1 inhibitor, RN-1, also resulted in *GDF15* re-expression, further confirming LSD1 repressive role (Fig. 2e and Supplementary Fig. 7b). In order to test whether LSD1 affects the presence of histone marks, consistent with its histone demethylase activity, we performed ChIP with H3K4me2 and H3K9me2 antibodies in GBM#22 cells with LSD1 knockout, which were previously described^20,27^. The results clearly indicated an enrichment of H3K4me2 at the *GDF15* promoter only (Supplementary Fig. 7c), which is in line with the observed repressive role of LSD1 in *GDF15* regulation (Fig. 2d, e). Conversely, no H3K4me2 change was observed at the *CCL2* promoter, suggesting that *CCL2* activation does not require LSD1 histone demethylase activity, as also inferred by the lack of regulation observed upon RN1 treatment (Fig. 2e and Supplementary Fig. 7b). Examination of CCL2 and GDF-15 secretion in the same experimental setting by ELISA revealed that the effect of LSD1 and ZBTB18 loss on CCL2 secretion was in line with the qPCR result (Fig. 2f, left panel), even though the concentration of CCL2 in BTSC475 Ctrl and sgZBTB18 #5(4) was very high and thus, resulting in a possible underestimation of the actual cytokine amount. Conversely, the pattern of GDF-15 secretion did not reflect the observed gene expression changes (Fig. 2f, right panel). In fact, consistent with the previous results, less GDF-15 was released in the medium upon ZBTB18 knockdown, and the same effect lasted in presence of LSD1 silencing (Fig. 2f, right panel). The reduced secretion of GDF-15 despite its increased expression might be explained by an accumulation of the GDF-15 protein in the cell, consistent with previous reports of intracellular GDF-15 functions^28^. Indeed, western blot analysis of cytoplasmic GDF-15 abundance showed that, while pro-GDF-15 accumulated, similarly to the qPCR result (Fig. 2g, h, left panel; Fig. 2d), the level of mature GDF-15 decreased (Fig. 2g, h, right panel). Interestingly, mature GDF-15 was more abundant upon LSD1 silencing and lost upon ZBTB18 knockdown, consistent with the ELISA data (Fig. 2g, h right panel and Fig. 2f, right panel), further suggesting that ZBTB18 might be implicated in GDF-15 processing.

Overall, our ZBTB18 knockout data confirm ZBTB18 role in CCL2 expression and consequent secretion, while GDF-15 regulation appears more complex, depending on additional factors. In particular, LSD1 seems to be implicated with different roles in the regulation of the two cytokines and it warrants further investigation.

Exploration of publicly available single cell RNA sequencing (scRNAseq, GBMap^29^) data revealed that ZBTB18 expression is localized to GBM cells that are part of the infiltrative lineage-like cells (Oligodendrocyte progenitor cell like (OPC-like) and Neuronal progenitor cell like (NPC-like cells)) (Fig. 3a–c). Further, we observed that the expression of *CCL2* and *GDF15* was mostly localized to the reactive cell types (Mesenchymal like (MES-like)), which do not express *ZBTB18*, supporting the idea that *ZBTB18* expression represses these cytokines (Fig. 3a–c). These results hold true within spatially resolved RNA sequencing data as well, where the expression of *ZBTB18* was localized to the infiltrating border of the tumor and was inversely correlated to the expression of the tested cytokines (Fig. 3d, e, Supplementary Fig. 8a). Of note, *ANG* and *CXCL8* also appeared to be mostly associated to the MES-like cell types, which do not express *ZBTB18*. (Supplementary Fig. 8b, c). A lack of association with ZBTB18 expression was also confirmed by the spatially resolved RNA sequencing data (Fig. 3d, Supplementary Fig. 8d), suggesting that the alteration of IL8 and angiogenin secretion upon ZBTB18 perturbation is not directly linked to ZBTB18 transcriptional repressive role.

**Fig. 3:**
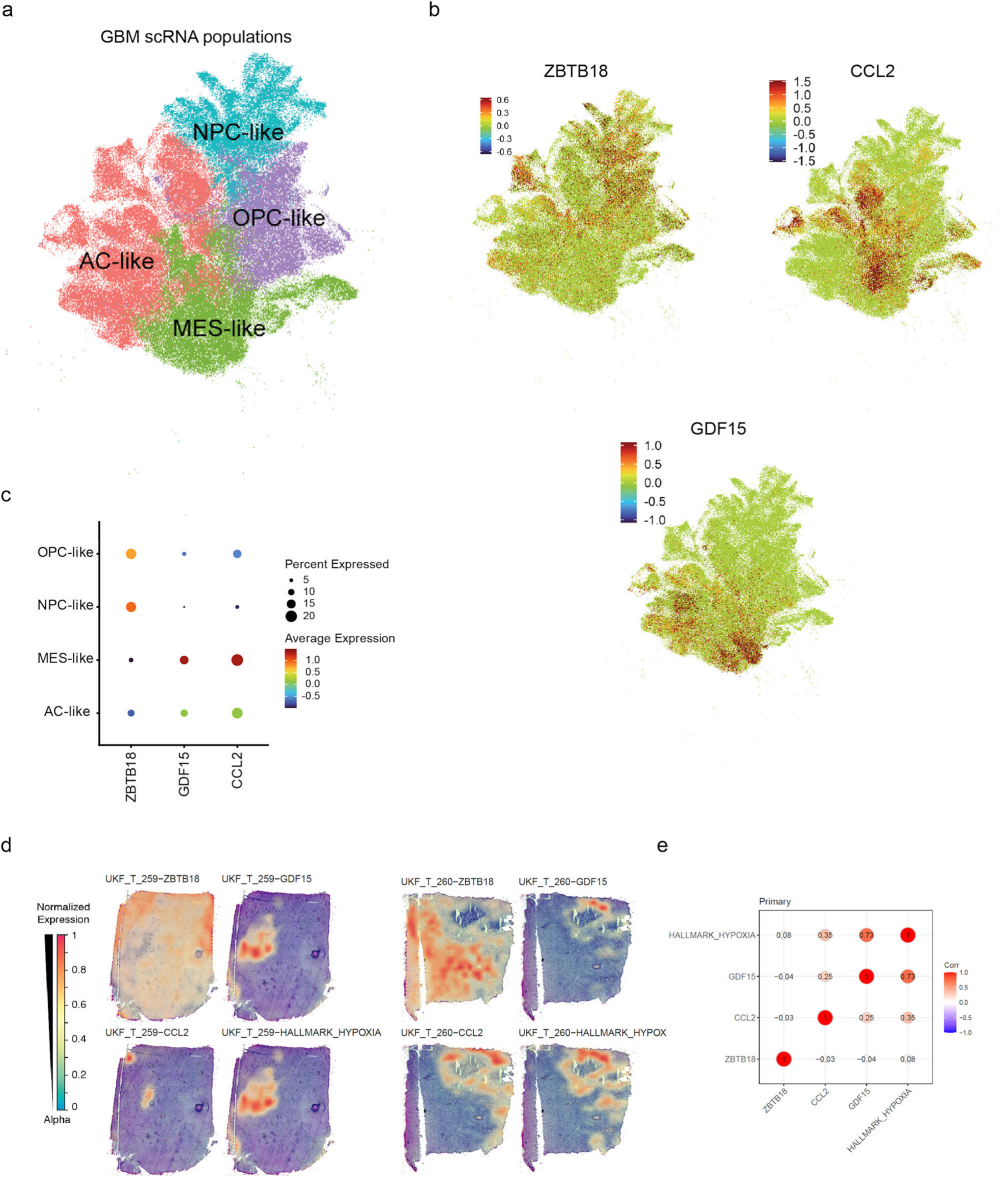
Cytokines and ZBTB18 are complementary expressed within GBM subtypes. **a** UMAP plot of the neoplastic cells within the dataset used for data analysis (GBMap). The cells are stratified based on transcriptional programs: Neuronal progenitor cell like (NPC-like), Oligodendrocyte progenitor cell like (OPC-like), Astrocytic cell like (AC-like) and Mesenchymal like (MES-like). **b** UMAP plot of *ZBTB18*, *CCL2* and *GDF15* expression within the neoplastic population. The color bar represents the expression levels represented. **c** Dotplot visualization of the enrichment of *ZBTB18*, *CCL2* and *GDF15* expression within neoplastic cell transcriptional programs. **d** stRNA visualization of the hallmark_hypoxia tumor area and the spatial localization of ZBTB18, CCL2 and GDF15 expression in two independent GBM sections. **e** Dotplot visualization of the spatial co-localization of the hallmark_hypoxia tumor area and ZBTB18, CCL2 and GDF15 expression. The correlation values are displayed.

Taken together, these data suggest that ZBTB18 exerts a repressive action on the expression and consequent release of cytokines that might play a relevant role in shaping the tumor microenvironment and ultimately, influence the patients’ clinical outcome.

### CCL2/GDF-15 repression by ZBTB18 impairs GAM recruitment to the tumor site

To assess whether the reduced expression of immunomodulatory molecules upon ZBTB18 expression affects the recruitment of immune cells in the tumor area, sections of BTSC233-derived mouse tumors generated in our former study^16^ were stained for the GAM marker IBA1, which labels both microglia and macrophages. In comparison with the controls, which showed a high degree of microglia/macrophage infiltration, less IBA1-positive cells were detected in the tumors derived from BTSC233 cells expressing ZBTB18 FL (Fig. 4a, b). Our previous characterization of the examined BTSC233-EV and BTSC233-ZBTB18 FL-derived tumors indicated that ZBTB18 FL affects tumor growth and mouse survival^16^. We also confirmed ZBTB18 expression in tumor cells originated from ZBTB18 expressing cells (Supplementary Fig. 9a, b) and since the tumor size was similar among the two groups at the time when mice were sacrificed^16^, the reduction of microglia/macrophage infiltration appears to correlate with tumor progression rather than with tumor size. In order to further characterize the infiltrating immune cell population, tumor sections were co-stained for IBA1 and F4/80, a marker that labels macrophages but not microglia. Although infiltrating cells were reduced in ZBTB18 expressing tumors, the fraction of F4/80 positive cells did not change (Supplementary Fig. 10a, b). This suggests that ZBTB18 expression affected the recruitment of both microglia and macrophages. The reduced presence of IBA1-positive cells in the tumor microenvironment was also confirmed in JX6-derived mouse xenografts (Supplementary Fig. 10c). Of note, we previously reported that, similar to BTSC233, JX6 ZBTB18-derived tumors develop more slowly compared to the control, consequently affecting mouse survival^16^. We then analyzed ZBTB18 and IBA1 expression in a cohort of glioma samples belonging to different CNS WHO grades. The presence of IBA1-positive cells in the samples shows an opposite trend compared to ZBTB18 expression, even though samples where both IBA1 and ZBTB18 appear low could be detected, suggesting that other factors could be implicated in microglia/macrophages recruitment (Fig. 4c, d). Given the limited number of biopsies available for the analysis, the statistical power of the experiment was low; thus, in order to implement these results, we performed a GlioVis^23^ in silico analysis to confirm the negative correlation between *ZBTB18* and *AIF1* (IBA1) (TCGA_GBM dataset: *r* = −0.43, p Value = 0.00; TCGA_GBM dataset: *r* = −0,39; p = e-9,68, Fig. 4e and Supplementary Fig. 10d). Among the cytokines regulated by ZBTB18, CCL2 is known to be released by the glioma cells and to recruit myeloid-derived suppressor cells^22^. *CCL2* also showed the strongest positive correlation to *AIF1* (*r* = 0.633, p < 0.001), as confirmed by GlioVis multi-correlation analysis (Supplementary Fig. 10e). On the other hand, GDF-15 is the least characterized of the ZBTB18-regulated cytokines and its role in GAM recruitment remains to be clarified. Thus, to verify whether ZBTB18-mediated *CCL2* and *GDF15* downregulation affects GAM migration, we set up an in vitro invasion assay, using as chemoattractant the conditioned media from BTSC233 expressing EV control, ZBTB18 FL, or ZBTB18 Nte-SF with or without the addition of CCL2 or GDF-15. We used SV-40 immortalized microglia cells, which have been proven to be a useful experimental model to investigate the physiopathology of microglia cells^30,31^. Microglia cells attracted by ZBTB18 FL-conditioned medium showed reduced invasive capabilities compared to those attracted by the EV control-conditioned one, confirming the role of ZBTB18 in halting GAM recruitment. However, the addition of CCL2 removed ZBTB18 FL blockade and completely restored microglia invasiveness (Fig. 4f, Supplementary Fig. 10f). In line with these data, blocking CCL2 with a specific antibody in BTSC233-conditioned medium impaired microglia invasion while neutralizing GDF-15 did not produce the same effect (Fig. 4g). The collected evidence highlights that ZBTB18 impairs the recruitment of GAMs to the tumor site by repressing the expression of cytokines with chemoattractant properties, CCL2 in particular.

**Fig. 4:**
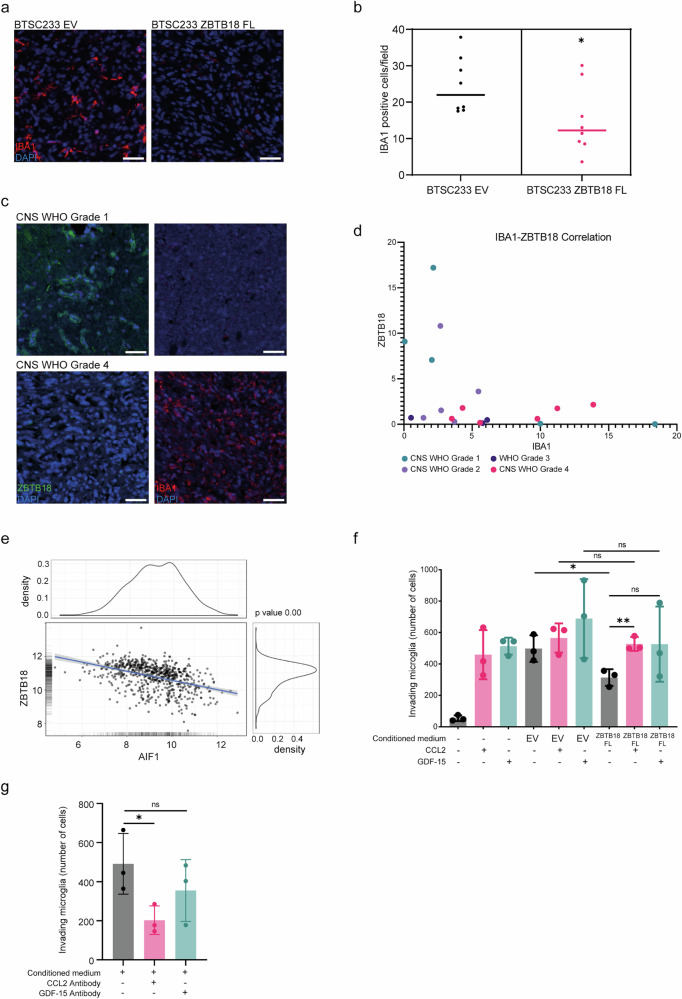
ZBTB18 expression in GBM cells impairs the GAM recruitment. **a** Representative micrographs of mouse brain sections with tumors derived from BTSC233 EV or BTSC233 ZBTB18 FL xenografts and stained with IBA1 antibody; scale bar: 50 µm. **b** Quantification of the immunostaining shown in (A); n = 9 biological replicates; error bars ±s.d.; *P < 0.05 by a t test. **c** Representative micrographs of brain tumor biopsies stained with ZBTB18 (left) and IBA1 (right) antibodies; scale bar: 50 µm. **d** Correlation between IBA1 and ZBTB18 signal intensity derived from the immunostaining of brain tumor biopsies shown in (**c**); *r* = −0.43, p Value = 0.00. **e** Pearson correlation analysis between ZBTB18 and AIF1 expression in the TCGA_GBMLGG dataset. **f** Invasion assay of non-treated microglia and microglia exposed to culture medium conditioned by BTSC233 EV or BTSC233 ZBTB18 FL cells. Each sample was treated with CCL2, GDF-15, or mock control. n = 3 biological replicates; error bars ±s.d.; *P < 0.05, **P < 0.01, and ***P < 0.001 by a t test. **g** Invasion assay of microglia exposed to culture medium of BTSC233 cells treated with CCL2 or GDF-15 neutralizing antibodies. n = 3 biological replicates; error bars ±s.d.; *P < 0.05, **P < 0.01, and ***P < 0.001 by a t test.

### GBM cells expressing full-length ZBTB18 induce a switch in microglia towards a more pro-inflammatory and less pro-tumorigenic phenotype

To investigate the role of ZBTB18 expressing GBM cells in driving the commitment of GAMs, we sought to characterize the transcriptome of microglia cells exposed to the medium conditioned by BTSC233 transduced with either ZBTB18 FL, ZBTB18 Nte-SF or EV. 

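Long-read RNA sequencing was performed on an SV40-immortalized human microglia line in 4 groups of 3 libraries each. Microglia were left in plain medium (Ctrl) or received the medium of BTSC233, a patient-derived glioblastoma stem-like line that carried an empty vector (EV), full-length ZBTB18 (ZBTB18 FL) or the N-terminal short form of ZBTB18 (ZBTB18 Nte-SF). The exposure to medium conditioned for 48 h is given as 8 h in the results of the paper and as 48 h of culture in its methods. The methods describe cDNA amplified by PCR with barcodes, sequenced on 2 nanopore flow cells and base-called with Albacore, and the paper's text does not name the aligner, the counting tool or the genome build for these reads. The authors deposited whole-number counts of reads per gene, without normalization, for 17190 genes in the 12 libraries. Between 424882 and 651826 counts fell on genes in each library, with a median of 453124 in Ctrl, 540473 in EV, 439652 in ZBTB18 FL and 547474 in ZBTB18 Nte-SF. Each library held a count for 9493 to 11446 genes. At this depth 3 counts, taken as the detection floor, correspond to 4.87 to 7.51 CPM (counts scaled by library size), and differences between genes near that level were not detectable. These reads carry no molecular identifiers, so the floor covers counting error only. As in the paper's methods, genes with a count in at least 6 of the 12 libraries were kept, which left 10686, and library sizes were scaled with TMM factors (0.899 to 1.11). The groups were compared with edgeR's quasi-likelihood test over all 12 libraries with Benjamini-Hochberg adjustment, whereas the paper names limma. The test, the filter and the scaling are the choices that could change the numbers. Of the 9083 genes with counts in at least 8 libraries, 4.29% had counts that were all multiples of one number from 2 to 6, and the number of reads behind the counts of these genes is not known. A single count off the multiple leaves a gene out of this share, so it does not show that other counts are reads. Gene positions are those of GENCODE release 29 on GRCh38, which was matched to 97.8% of the gene names and was not used for counting.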

After 48 h-incubation with transfected BTSC233, the cell-free medium was added for 8 h to microglia cells, which were subsequently processed for RNA sequencing; the gene expression profiles of microglia exposed to differently conditioned media was then compared to each other and to untreated microglia as control (Ctrl) (Fig. 5a). 

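In a principal component analysis of log2 CPM over the 10686 genes, each gene centred and scaled, the first component held 18.7% of the variance and the second 10.4%. Keeping only genes with at least 10 counts in 3 libraries moved the first value most, to 25.25%. The mean score on the first component was −37.3 ± 6.86 (SD, n = 3) for EV and −38.5 ± 18.2 (SD, n = 3) for ZBTB18 Nte-SF. It was 42.4 ± 33.2 (SD, n = 3) for ZBTB18 FL and 33.4 ± 28.7 (SD, n = 3) for Ctrl. The ZBTB18 FL libraries spanned 6.27 to 71.5 and the Ctrl libraries 4.97 to 62.4, and these groups overlapped. The EV libraries (−44.5 to −30.8) and the ZBTB18 Nte-SF libraries (−52.1 to −17.8) lay on the other side of 0. On the third component (9.20% of the variance) ZBTB18 FL (17.3 to 56.4) lay apart from Ctrl (−54.9 to −4.53). EV (−16.2 to 3.59) overlapped with Ctrl there. The mean Euclidean distance over the same genes was 152 ± 9.1 (SD, 9 pairs of libraries) between ZBTB18 FL and EV and 133 ± 4.75 (SD, 9 pairs) between ZBTB18 Nte-SF and EV, against 133 ± 4.55 (SD, 3 pairs) among the EV libraries. The separation of groups was taken as the mean distance between groups minus the mean distance within groups, and 3 comparisons were tested. ZBTB18 FL was separated from EV and ZBTB18 Nte-SF together by 16.4 (exact permutation test, one-sided, p = 0.0119, the smallest that the 84 splits allow, adjusted p = 0.0357). The separation of EV from ZBTB18 Nte-SF was 1.48 (exact permutation test, one-sided, p = 0.1, the smallest that 10 splits allow, adjusted p = 0.1). Over 4 other settings it ran from 0.216 to 1.41 (exact permutation p up to 0.4). Leaving out single libraries was added here after seeing the data. This separation was 2.92 without EV replicate 2, 0.763 without EV replicate 3 and −0.404 without ZBTB18 Nte-SF replicate 3. The third (separation, Ctrl vs all conditioned libraries) was 6.27 (exact permutation test over 220 splits, one-sided, p = 0.0545, adjusted p = 0.0818). It reached 10.2 without ZBTB18 FL replicate 1 (exact p = 0.0182) and 8.39 without ZBTB18 FL replicate 2 (exact p = 0.0364). Over the 12 fits that each left out 1 library it ran from 4.50 to 10.2 (exact p up to 0.164), and 10 of them did not change the call.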

The principal component analysis (PCA) indicated that all conditioned microglia segregated from the control cells and that ZBTB18 FL-conditioned microglia grouped separately from the ZBTB18 Nte-SF- and EV-exposed samples, which instead clustered together (Fig. 5b). To support this finding, we made a consensus clustering partitioning using skmeans (spherical k-means clustering) clustering on top 1, 5, 10, 25, 50 and 75% genes based on ATC with 100 repetitions as described in ref. ^32^. 

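Spherical k-means clustering was repeated 100 times on each of 6 sets of genes, the 1, 5, 10, 25, 50 and 75% of genes with the highest mean absolute correlation with the other genes. Each repetition used a random 80% of the genes in the set, which gave 600 runs for each number of clusters k. With k = 2, an EV and a ZBTB18 Nte-SF library fell in the same cluster in 100% of the runs. A Ctrl and a ZBTB18 FL library fell together in 90.7% ± 9.99 of the runs (SD over 9 pairs). Libraries from these different clusters fell together in 5.94% of the runs. The share was highest for Ctrl replicate 3, which joined EV in 24% of the runs, and ZBTB18 FL replicate 3 joined EV in 11.7%. With 1 library left out, which was added after seeing the data, the percent of runs across the 2 clusters rose to 18.0% without ZBTB18 Nte-SF replicate 3, to 17.7% without EV replicate 2 and without ZBTB18 Nte-SF replicate 2, to 16.2% without EV replicate 3, to 13.8% without EV replicate 1 and to 10.6% without ZBTB18 Nte-SF replicate 1. It fell to 0.0278% without ZBTB18 FL replicate 1, to 1.77% without ZBTB18 FL replicate 2, to 2.07% without Ctrl replicate 3, to 3.37% without Ctrl replicate 2 or ZBTB18 FL replicate 3, and to 0% without Ctrl replicate 1.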

With k = 2, one cluster contains samples from EV and the ZBTB18 Nte-SF and the other cluster contains samples from Ctr and ZBTB18 FL. 

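With k = 3, the 600 runs placed EV and ZBTB18 Nte-SF libraries together in 95.4% ± 6.32 of the runs (SD over 9 pairs) and Ctrl and ZBTB18 FL libraries in 57.8% ± 38.1. The most frequent partition left Ctrl replicate 3 in a cluster of its own, and this library shared a cluster with a ZBTB18 FL library in 17.8% of the runs. With k = 4, EV and ZBTB18 Nte-SF libraries fell together in 85.3% ± 12.1 of the runs and Ctrl and ZBTB18 FL libraries in 42.4% ± 42.7. Here Ctrl replicate 3 and ZBTB18 FL replicate 3 each formed a cluster, and the other 2 Ctrl and 2 ZBTB18 FL libraries shared one. With k = 4 no EV library shared a cluster with a ZBTB18 FL library in any run (0%).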

When increasing the number of clusters, we could not identify the 4 conditions; EV and the ZBTB18 Nte-SF remained in the same cluster whereas Ctr and ZBTB18 FL were divided into sub-clusters (Supplementary Fig. 11a). In consideration of our previous data and of the differential clustering of the samples, we focused on gene changes associated with ZBTB18 FL expression compared to EV. 

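Of the 10686 genes tested, 8 differed between ZBTB18 FL- and EV-conditioned microglia at an adjusted p under 0.05 in edgeR's quasi-likelihood test, 2 higher and 6 lower, and 1228 had an unadjusted p under 0.05. The CPM of the 3 ZBTB18 FL and the 3 EV libraries did not overlap for 18.8% of the genes, against 10% by chance. Between ZBTB18 Nte-SF and EV, 0 genes passed the threshold and 372 had an unadjusted p under 0.05, with 11% of the genes not overlapping. Testing every gene with a count in any library moved the number of genes changed, ZBTB18 FL vs EV, most, to 344, among them all 8. Without ZBTB18 FL replicate 3, 77 genes passed. Without any 1 of the other 5 libraries, 0 passed, while at least 923 genes had an unadjusted p under 0.05. The genes with the smallest p in each direction were HMGCS1 and SRSF6, higher in ZBTB18 FL, and SAT1, CHMP2A and CPT1C, lower. HMGCS1 (chromosome 5, 43289395 to 43313512) rose from 32.8 ± 6.05 CPM (SD, n = 3) in EV to 167 ± 47.1 (SD, n = 3) in ZBTB18 FL, a log2 fold change of 2.35 (standard error 0.36, adjusted p = 0.0303 from the same edgeR test). SRSF6 (chromosome 20, 43457928 to 43464247) rose from 290.0 ± 24.0 to 934 ± 313 CPM (log2 fold change 1.69, standard error 0.27, edgeR adjusted p = 0.032). SAT1 (chromosome X, 23783173 to 23786226) fell from 1562, 1848 and 1206 counts in EV to 466, 495 and 489 in ZBTB18 FL, means of 2960 and 1090 CPM (log2 fold change −1.44, standard error 0.20, edgeR adjusted p = 0.0289), against 1070 ± 265 CPM in Ctrl. All ZBTB18 FL libraries held 3 or fewer counts of CHMP2A (chromosome 19, 58551566 to 58555124) and CPT1C (chromosome 19, 49690898 to 49713731). CHMP2A was at least 14.5-fold lower than in EV (97.8 ± 39.1 CPM, edgeR adjusted p = 0.0303) and CPT1C at least 15.6-fold lower (105 ± 56.7 CPM, edgeR adjusted p = 0.032). All 3 ZBTB18 FL libraries lay beyond all 3 EV libraries for each of these 5 genes, as the rule for naming them required. Each of the 5 lost its call without any 1 library other than ZBTB18 FL replicate 3, with adjusted p between 0.0135 and 0.178 over the 6 fits. With log2 library size as a covariate all 5 lost it too, at adjusted p from 0.0845 for CHMP2A to 0.482 for HMGCS1. All ZBTB18 FL libraries (424882 to 442410 counts) were smaller than all EV libraries (448344 to 651826), so this covariate is confounded with the group. A call lost with it, here or in the lists below, cannot tell library size from the medium.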

Detailed examination of pathway and gene signatures, which in microglia associated with the conditioning by ZBTB18 FL expressing cells, pointed at the “TNFA_signaling_via_NFKB hallmark”, a classical inflammatory signal, as the most enriched pathway (Fig. 5c, left panel, Supplementary Fig. 11b). This pathway also appeared highly enriched upon microglia exposure to ZBTB18 Nte-SF expressing GBM cells (Supplementary Fig. 11b). 

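The signature was examined with a list of 199 genes of TNF and NF-κB signaling written for these comparisons, since the MSigDB hallmark set was not used here. Of these, 100 genes were tested, and 69 were higher in ZBTB18 FL- than in EV-conditioned microglia. Their median log2 fold change was 0.30 (adjusted p = 0.00609 from camera on the edgeR counts, with Benjamini-Hochberg adjustment over 10 lists). With the 21 genes at the floor in 1 group set to their lower bounds and the 13 at the floor in both groups left out, the median was 0.25. The median of the list in each library, relative to the mean of the 12 libraries, was 0.20 ± 0.08 (SD, n = 3) in ZBTB18 FL and −0.02 ± 0.04 (SD, n = 3) in EV. The lowest ZBTB18 FL library, at 0.11, lay above the highest EV library, at 0.02. Of the single genes, 1 passed an adjusted p of 0.05 over all genes, 1 when adjusted over the list alone, and 16 had an unadjusted p under 0.05. Among the 10 lists this one had the smallest p of those with a positive median. The call was lost when only genes with at least 10 counts in 3 libraries were tested (median 0.33, adjusted p = 0.0973). Adjusted p ranged from 0.00345 to 0.0973 over the alternatives, and the call held under fry and with a correlation estimated from the data. The median was 0.50 without EV replicate 1 or ZBTB18 FL replicate 1 and 0.51 without EV replicate 2, and the call held without any 1 library.

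**Figure D1:**
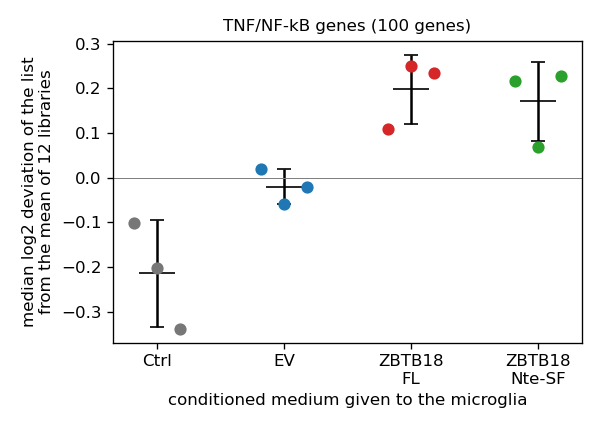
Median log2 deviation of 100 TNF and NF-κB genes from the mean of the 12 libraries (y axis) in each library of the 4 groups (x axis); points are libraries, bars are the mean and SD of 3. All 3 ZBTB18 FL libraries lie above all 3 EV libraries.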

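In ZBTB18 Nte-SF-conditioned microglia, 67 of the 100 tested genes of the TNF list were higher than in EV, with a median log2 fold change of 0.26 (camera on the edgeR counts, adjusted p = 0.00339). The median was 0.08 with the 25 genes at the floor in 1 group set to their lower bounds and the 7 at the floor in both left out. The median of the list in each library was 0.17 ± 0.09 (SD, n = 3), and the lowest ZBTB18 Nte-SF library, at 0.07, lay above the highest EV library. No single gene passed (0 over all genes and 0 adjusted over the list alone), and 7 had an unadjusted p under 0.05. The adjusted p stayed between 0.00244 and 0.0318 under every alternative and between 0.00136 and 0.0437 without any 1 library, and the median was 0.43 without EV replicate 1. A direct comparison of ZBTB18 Nte-SF with ZBTB18 FL gave a median of −0.05 for this list (camera, adjusted p = 0.547), so no difference between them was detected.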

Other upregulated signatures included the “Androgen response” (Fig. 5c, left panel). 

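For the androgen response, 82 of 99 listed genes were tested, and 50 were higher in ZBTB18 FL than in EV, with a median log2 fold change of 0.24 (camera on the edgeR counts, adjusted p = 0.031). With genes at the floor set to their lower bounds the median was 0.04. The list median in each library, 0.12 ± 0.10 (SD, n = 3) in ZBTB18 FL (0.01 to 0.18) and −0.05 ± 0.11 (SD, n = 3) in EV (−0.17 to 0.04), overlapped between the groups. Over all genes 2 passed, as did 2 when adjusted over the list alone, and 9 had an unadjusted p under 0.05. Of the 82 genes, 8 are also in the TNF list. For the androgen response list, ZBTB18 FL vs EV, the call was lost with log2 library size as a covariate (median 0.06, adjusted p = 0.149), with the filter of 10 counts in 3 libraries (median 0.25, adjusted p = 0.145), after thinning every library to the smallest total (median 0.22, adjusted p = 0.0518) and with an estimated correlation (adjusted p = 0.0605), and it held under fry. Adjusted p ranged from 0.0222 to 0.149 over the alternatives. It was also lost without EV replicate 2 (median 0.21, adjusted p = 0.0955), EV replicate 3 (0.18, 0.0752), ZBTB18 FL replicate 1 (0.29, 0.0758) or ZBTB18 FL replicate 3 (0.12, 0.0616), and the median was 0.38 without EV replicate 1. In ZBTB18 Nte-SF against EV the median was 0.12 (camera, adjusted p = 0.562).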

Interestingly, a crosstalk between Androgen and NF-κB signaling has been described in prostate cancer, with consequent increase of the pro-inflammatory transcriptional program^33^. “Allograft rejection” is another classic inflammatory pathway, which is enriched upon ZBTB18 expression. Other upregulated pathways, such as “G2/M checkpoints” and “Myc targets” were downregulated in the recently described M4 microglia subtype, which mostly identifies myeloid-derived suppressor cells (MSCD)^13^.

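Of 58 listed MYC targets, 50 were tested and 31 were higher in ZBTB18 FL than in EV (median log2 fold change 0.35, adjusted p = 0.0142 from camera on the edgeR counts, median 0.40 with genes at the floor set to their bounds). All ZBTB18 FL libraries (list median 0.13 to 0.22) lay above all EV libraries (−0.10 to 0.07). For single genes, 0 passed over all genes, 3 passed when adjusted over the list alone and 9 had an unadjusted p under 0.05. The call was lost with log2 library size as a covariate (median 0.46, adjusted p = 0.125, the highest of a range from 0.00473) and without ZBTB18 FL replicate 3 (median 0.20, adjusted p = 0.057). It held under fry and with an estimated correlation. Of 91 listed G2/M and proliferation genes, 86 were tested and 37 were higher, with a median log2 fold change of −0.07 (camera, adjusted p = 0.438, −0.05 with the bounds). The ZBTB18 FL (−0.15 to 0.04) and EV (0.02 to 0.18) libraries overlapped. This median was above 0 with library size alone (0.03), upper quartile factors (0.01) or without EV replicate 3 (0.01), and it was −0.13 without EV replicate 1 and −0.00 without EV replicate 2. No G2/M gene passed (0 over all genes and 0 adjusted over the list alone), and 9 had an unadjusted p under 0.05.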

**Fig. 5:**
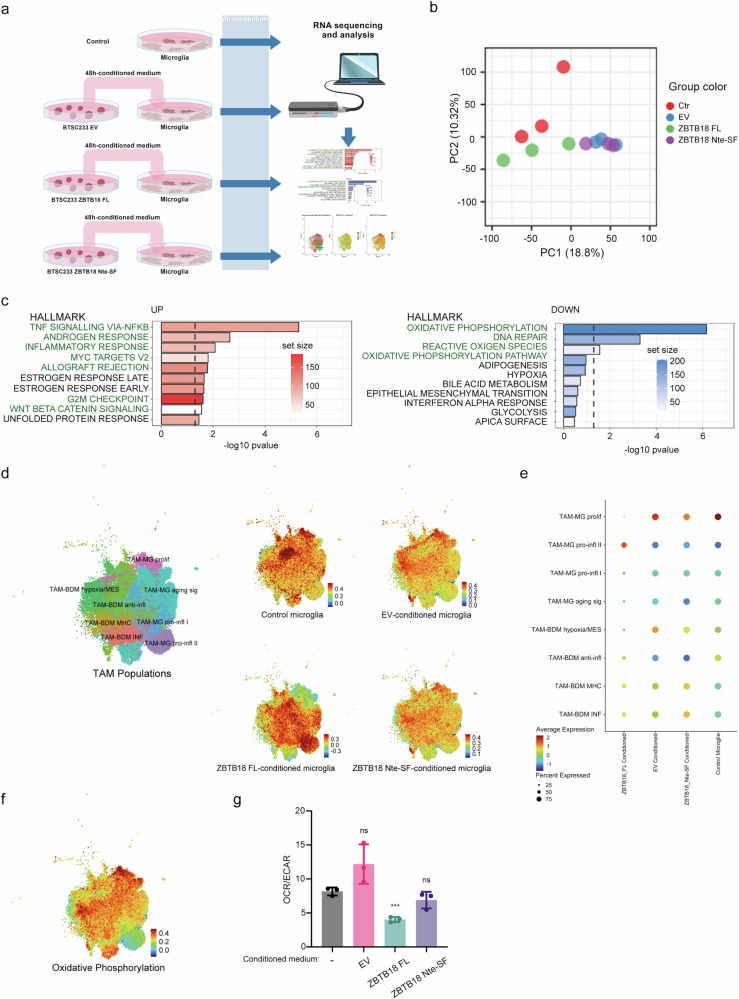
ZBTB18 expression in GBM cells affects microglia activation. **a** Experimental flow chart of the conditioned microglia characterization by RNAseq. **b** Principal Component Analysis (PCA) showing the clustering of the three replicates of each experimental condition. **c** Top 10 up- or down-regulated pathways identified by Gene Set Enrichment Analysis (GSEA, gage, Hallmarks) in ZBTB18 FL-conditioned vs. EV-conditioned microglia. Processes related to pro-inflammatory or pro-tumorigenic microglia features are highlighted. **d** UMAP plot of the expression of differentially expressed gene in microglia conditioned with medium from BTSC233 expressing EV, ZBTB18 FL, or ZBTB18 Nte-SF, within the TAM population. The plots depict enrichment of cells that express upregulated genes from long read RNA sequencing mapped to the scRNA dataset. The color bar represents the expression levels of the transcriptional program represented. UMAP plot of the TAMs within the dataset used for data analysis (GBMap) is shown as reference; the cells are stratified based on transcriptional programs. **e** Dotplot visualization of the enrichment within TAM transcriptional programs, of differentially regulated genes in microglia treated as in (**d**). **f** UMAP plot of the expression of oxidative phosphorylation genes within the TAM population. The color bar represents the expression levels of the transcriptional program represented. **g** Oxygen consumption rate/extracellular acidification rate ratio measured by Seahorse ATP production rate assay in microglia exposed to culture medium conditioned by BTSC233 EV, BTSC233 ZBTB18 FL, or BTSC233 ZBTB18 Nte-SF cells. n = 3 biological replicates; error bars ±s.d.; *P < 0.05, **P < 0.01, and ***P < 0.001 by a t test.

Notably, “Oxidative_phosphorylation hallmark” (OX-PHOS) was the top downregulated pathway in ZBTB18 FL, but not in ZBTB18 Nte-SF-exposed microglia, (Fig. 5c, right panel, Supplementary Fig. 11b). 

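The list of oxidative phosphorylation genes held 79 nuclear-encoded subunits of the respiratory complexes and ATP synthase, of which 73 were tested. In ZBTB18 FL-conditioned microglia 56 of these were lower than in EV, with a median log2 fold change of −0.55 (camera on the edgeR counts, adjusted p = 1.3e-07), or −0.54 with the 1 gene at the floor set to its bound. The list median in each library was −0.29 ± 0.20 (SD, n = 3) in ZBTB18 FL, 0.25 ± 0.10 (SD, n = 3) in EV, 0.18 ± 0.07 (SD, n = 3) in ZBTB18 Nte-SF and −0.03 ± 0.35 (SD, n = 3) in Ctrl. The highest ZBTB18 FL library, at −0.07, lay below the lowest EV library, at 0.14. For single genes, 0 passed over all genes, 14 passed when adjusted over the list alone and 28 had an unadjusted p under 0.05. The call held without any 1 library (median −0.79 to −0.45) and under fry, and was lost with an estimated correlation (adjusted p = 0.17, with a range from 9.88e-11 over the alternatives). COX4I1 (chromosome 16, 85798633 to 85807044), a subunit of cytochrome c oxidase, had 1270 ± 34.1 CPM (SD, n = 3) in EV and 451 ± 360 (SD, n = 3) in ZBTB18 FL, a log2 fold change of −1.496 (standard error 0.52, edgeR adjusted p = 0.254). Without ZBTB18 FL replicate 3 it was −2.38 (edgeR adjusted p = 0.0457). Without a filter on low counts COX4I1 passed at an adjusted p of 5.71e-06, the lowest of a range up to 0.623. In ZBTB18 Nte-SF against EV the list median was −0.14, with 48 of 73 genes lower (camera, adjusted p = 0.346), and 0 genes had an unadjusted p under 0.05. It was −0.09 without EV replicate 3 or ZBTB18 Nte-SF replicate 2 and −0.10 without ZBTB18 Nte-SF replicate 1. Compared directly, ZBTB18 Nte-SF lay above ZBTB18 FL by a median of 0.43, with 46 of 73 genes higher (camera, adjusted p = 6.55e-05), and by 0.87 without ZBTB18 FL replicate 3. For the oxidative phosphorylation list, ZBTB18 Nte-SF vs ZBTB18 FL, the call was lost under fry (adjusted p = 0.122), with an estimated correlation (adjusted p = 0.323, the top of a range from 2.77e-07 over the alternatives) and with the length trend described below removed (median 0.17, 41 of 73 higher, adjusted p = 0.0576). Transcripts on this list are short, with a median of 750 nt against 2501 nt for all tested genes. Across 10552 genes, which are not independent replicates, the fold change of ZBTB18 FL over EV rose with transcript length (Spearman's rho = 0.163 across genes). With the length trend of each library removed, a setting chosen after seeing the data, the list median was −0.31, with 43 of 73 genes lower (camera, adjusted p = 0.00642).

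**Figure D2:**
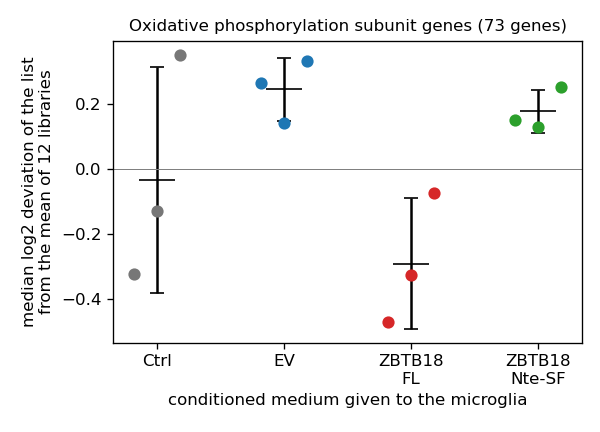
Median log2 deviation of 73 oxidative phosphorylation genes from the mean of the 12 libraries (y axis) in each library of the 4 groups (x axis); points are libraries, bars are the mean and SD of 3. All 3 ZBTB18 FL libraries lie below all 3 EV and all 3 ZBTB18 Nte-SF libraries, and Ctrl spans both.

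**Figure D3:**
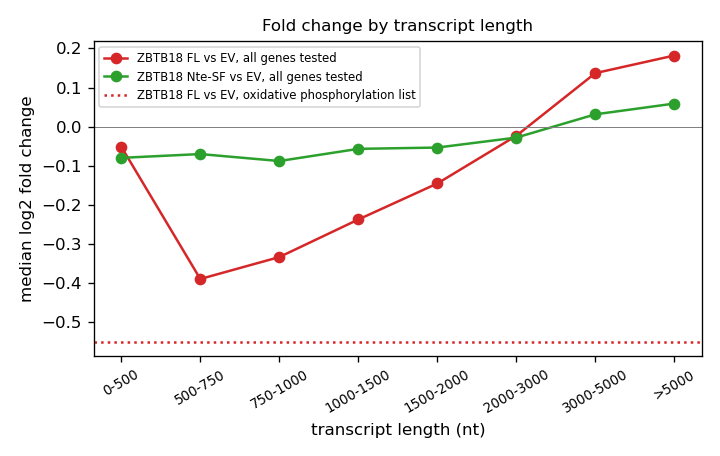
Median log2 fold change of all tested genes (y axis) by transcript length in nt (x axis) for ZBTB18 FL against EV and for ZBTB18 Nte-SF against EV, with the median of the oxidative phosphorylation list, −0.55, as a dotted line. For ZBTB18 FL against EV the medians run from −0.39 at 500 to 750 nt to 0.18 above 5000 nt, and transcripts under 500 nt lie at −0.05.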

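Of 144 listed DNA repair genes, 115 were tested and 65 were lower in ZBTB18 FL- than in EV-conditioned microglia, with a median log2 fold change of −0.23 (camera on the edgeR counts, adjusted p = 0.0337). With genes at the floor set to their bounds it was −0.21. The list median in each library was 0.15 ± 0.02 (SD, n = 3) in EV and −0.09 ± 0.21 (SD, n = 3) in ZBTB18 FL, where 1 library, at 0.15, lay among the EV libraries. Over all genes 2 passed, 4 passed when adjusted over the list alone and 19 had an unadjusted p under 0.05. For the DNA repair list, ZBTB18 FL vs EV, the call was lost with library size alone (median −0.13, adjusted p = 0.0528), without a filter (−0.10, 0.0649), with the filter of 10 counts in 3 libraries (−0.45, 0.0772), with limma-trend (−0.25, 0.0542) and after thinning (−0.16, 0.0569). It was also lost under fry (adjusted p = 0.0877) and with an estimated correlation (adjusted p = 0.201), and the range over the alternatives began at 0.00942. Leaving out EV replicate 1 (median −0.24, adjusted p = 0.0519), EV replicate 3 (−0.20, 0.104), ZBTB18 FL replicate 1 (−0.34, 0.137) or ZBTB18 FL replicate 2 (−0.19, 0.165) lost it too, and without ZBTB18 FL replicate 3 the median was −0.54 (adjusted p = 0.00931). With the trends with transcript length or GC content removed, settings chosen after seeing the data, the adjusted p was 0.141 and 0.0711. In ZBTB18 Nte-SF against EV the median was −0.04 (camera, adjusted p = 0.953) and changed sign with library size alone (0.06), DESeq2 size factors (0.01) and without EV replicate 1 (0.05), EV replicate 3 (0.05) or ZBTB18 Nte-SF replicate 1 (0.04).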

We also observed loss of expression of “DNA Repair” genes signature, which has been shown to be associated with the expression of cytokines involved in the establishment of the M2 (anti-inflammatory, pro-tumorigenic) phenotype of GBM^34^. Of note, the loss of both the OXPHOS and DNA repair signature is consistent with the increased production of free radicals during OXPHOS, with consequent DNA damage and repair^35^. When we extended our analysis to TAM scRNAseq data (GBMap), we observed that BTSC233 EV-conditioned microglia showed increased expression of genes associated to the mesenchymal-like pro-tumorigenic module TAM-BDM hypoxia/MES, while ZBTB18 FL-conditioned cells were characterized by the suppression of microglia proliferation (TAM-MG prolif) and the enrichment of pro-inflammatory genes (TAM-MG pro-infl II) (Fig. 5d, e). Conversely, we observed that OX-PHOS overlapped with proliferative microglia and that there is a loss of OX-PHOS in correspondence with the ZBTB18 FL-enriched pro-inflammatory II module (Fig. 5f). Several studies indicate that upon activation, inflammatory macrophages undergo a metabolic switch and almost exclusively rely on glycolysis for energy production^36^. We then sought to validate these findings by performing metabolic analyses on conditioned microglia. Oxidative phosphorylation and glycolysis were assessed by measuring oxygen consumption rate (OCR) and extracellular acidification rate (ECAR), respectively. Consistently with RNA sequencing results, microglia conditioned by ZBTB18 FL expressing cells showed a lower OCR/ECAR ratio, indicating a switch towards a more glycolytic metabolism (Fig. 5g).

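CXCL8 (chromosome 4, 73740506 to 73743716) had 0, 2 and 1 counts in the 3 EV libraries and 20, 13 and 19 in the 3 ZBTB18 FL libraries (39.1 ± 9.36 CPM, SD, n = 3), at least 6.62-fold higher. Its adjusted p was 0.0875 in edgeR's quasi-likelihood test and ranged from 0.00737 to 0.51 over the alternatives. In the comparison CXCL8, ZBTB18 FL vs EV, 0.05 was passed with limma-voom (0.0161), limma-trend (0.0231) and without a filter (0.00737). INHBA (chromosome 7) had 2, 2 and 3 counts in EV and 14, 10 and 24 in ZBTB18 FL, at least 6.09-fold higher (edgeR adjusted p = 0.233). CCL7 (chromosome 17) rose from 16.1 ± 6.39 CPM (SD, n = 3) to 64.3 ± 6.16 (SD, n = 3), a log2 fold change of 2.00 (standard error 0.66, edgeR adjusted p = 0.235). CCL7 passed with the DESeq2 Wald test (adjusted p = 0.0496, the lowest of a range up to 0.747). STC1 (chromosome 8) had 1, 3 and 2 counts in EV and 6, 8 and 6 in ZBTB18 FL, at least 2.53-fold higher (edgeR adjusted p = 0.475). NTS (chromosome 12) had 0 counts in all EV libraries and 3, 2 and 1 in ZBTB18 FL, so both groups were at the floor. For CXCL8, INHBA, CCL7, NTS and STC1, all 3 ZBTB18 FL libraries held more counts than all 3 EV libraries. SEMA4C (chromosome 2) had 4, 8 and 4 counts in EV and 0, 8 and 0 in ZBTB18 FL (log2 fold change −0.75, standard error 1.19, edgeR adjusted p = 0.877), and −0.19 and −0.17 without ZBTB18 FL replicate 1 and replicate 3. SEMA3A (chromosome 7) had 4, 4 and 0 counts in EV and 4, 0 and 0 in ZBTB18 FL (log2 fold change −0.66, standard error 1.18, edgeR adjusted p = 0.89). Its log2 fold change was −0.15 without EV replicate 1, −0.41 without EV replicate 2, −1.14 without EV replicate 3 and −0.10 or −0.11 without ZBTB18 FL replicate 2 or 3, and it was 0.94 with log2 library size as a covariate. BMP6 (chromosome 6) had 1, 4 and 2 counts in EV and 0, 2 and 0 in ZBTB18 FL, too few for a bound on its fold change (edgeR adjusted p = 0.718). The groups overlapped for these last 3 genes.

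**Figure D4:**
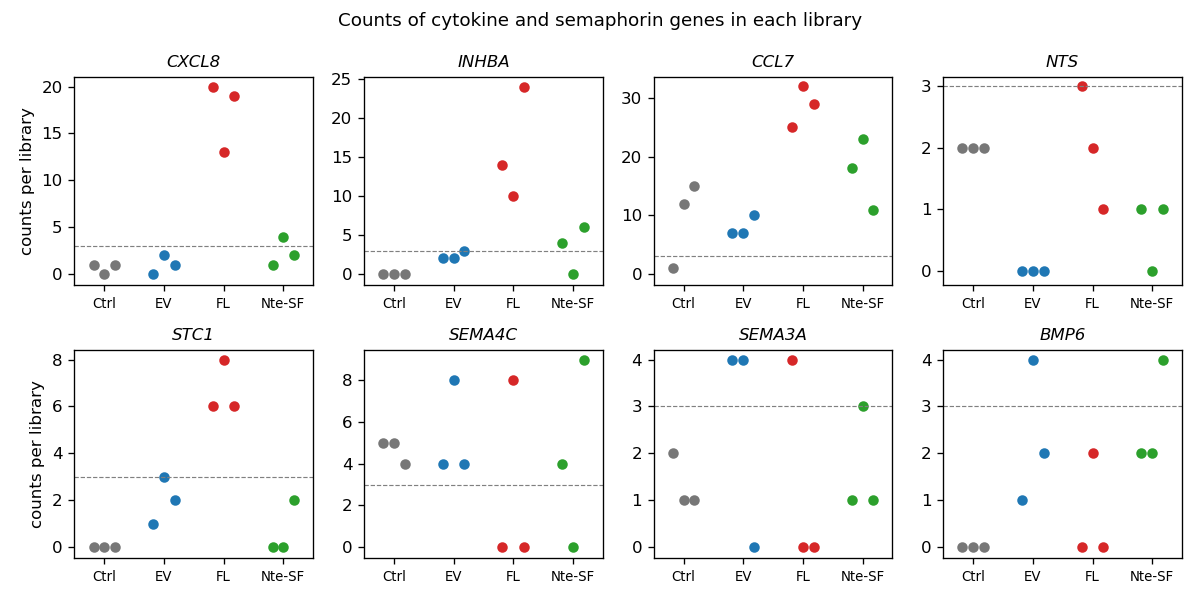
Counts per library (y axis) of 8 cytokine and semaphorin genes in the 4 groups (x axis); each point is a library and the dashed line marks 3 counts. CXCL8 reaches 13 to 20 counts in ZBTB18 FL and at most 4 in the other groups, while NTS never exceeds 3.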

Examination of the most significantly altered cytokine-expressing genes in microglia cells exposed to ZBTB18 FL conditioned medium, compared to EV, revealed that several cytokine genes involved in inflammation (CXCL8, INHBA, CCL7, NTS and STC1)^37–41^ were upregulated, while cytokine genes implicated in pro-tumorigenic signals, such as SEMA4C, SEMA3A and BMP6^42,43^ were reduced (Fig. 6a). Among the most significantly deregulated genes, we observed downregulation of S100A4, a recently identified regulator of immunosuppressive T cells and pro-tumorigenic macrophages in GBM cells, and an important target for immunotherapy (Fig. 6a)^13^. 

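S100A4 (chromosome 1, 153543613 to 153550136) had 14, 18 and 6 counts in the 3 EV libraries (23.5 ± 8.27 CPM, SD, n = 3) and 0, 6 and 0 in the 3 ZBTB18 FL libraries (4.4 ± 7.61 CPM, SD, n = 3). The log2 fold change was −2.35 (standard error 1.06), with an adjusted p of 0.415 in edgeR's quasi-likelihood test, and all ZBTB18 FL libraries lay below all EV libraries in CPM. Over the alternatives the adjusted p ranged from 0.0827 to 0.838. Without ZBTB18 FL replicate 2 the remaining ZBTB18 FL libraries were at 0, at least 3.41-fold lower than EV. All 3 Ctrl libraries had 0 counts of S100A4, and the ZBTB18 Nte-SF libraries had 5, 6 and 12. Of the 25 genes labeled in Fig. 6a that were tested here, 19 were lower and 6 higher in ZBTB18 FL than in EV. Over all genes 1 of the 25 passed an adjusted p of 0.05, and 22 passed when adjusted over the list alone, which is not independent evidence because the study chose them on these libraries.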

Interestingly, OX-PHOS hallmark was shown to be enriched in immunosuppressive macrophage subtypes, in which S100A4 is also highly expressed^13^. In line with these observations, GBMap data highlight the association of S100A4 with mesenchymal GBM cells (Fig. 6b) and remarkably, with the TAM-BDM hypoxia/MES module within the TAM populations (Fig. 6c). Of note, S100A4 results to be absent from the OX-PHOS negative TAM-MG pro-infl II module, which was in turn enriched upon ZBTB18 FL-expressing cells conditioning (Figs. 5f, 6c). 

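Of 79 listed inflammatory response genes, 24 had enough counts to be tested, and 11 were higher and 13 lower in ZBTB18 FL- than in EV-conditioned microglia. The median log2 fold change was −0.09 and the adjusted p 0.139 (camera on the edgeR counts, which ranked the list toward higher values). With genes at the floor set to their bounds the median was 0.00. The list median in each library was 0.07 ± 0.21 (SD, n = 3) in ZBTB18 FL and 0.01 ± 0.21 (SD, n = 3) in EV, a difference within the spread between replicates. The median was above 0 with library size alone (0.01), limma-voom (0.07) and log2 library size as a covariate (0.17). Testing only genes with at least 10 counts in 3 libraries gave 0.41 and the lowest adjusted p over the alternatives (0.0253, with a range up to 0.246). It was 0.02 without EV replicate 1, 0.01 without ZBTB18 FL replicate 1 and −0.05 without EV replicate 2. Over all genes 0 passed, 1 passed when adjusted over the list alone and 4 had an unadjusted p under 0.05. Of the 24 genes, 14 are also in the TNF list. Relative to Ctrl, ZBTB18 FL had a median of 0.35 for this list (camera, adjusted p = 2.8e-04) and ZBTB18 Nte-SF a median of 0.79 (adjusted p = 0.00785). EV had a median of 0.43 relative to Ctrl (camera, adjusted p = 0.106). With genes at the floor set to their bounds these medians were 0.49 in ZBTB18 FL, 0.20 in ZBTB18 Nte-SF and 0.23 in EV, so their order depends on genes at the floor.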

Finally, interrogation of pathways related to inflammation highlighted signatures of genes induced by inflammatory stimuli such as LPS, as significantly upregulated in microglia exposed to ZBTB18 FL medium (Fig. 6d, e); on the other hand, signatures related to the negative regulation of cytokines involved in inflammation were downregulated (Fig. 6d, e). Of note, there was a high degree of overlap among the co-regulated signatures, as indicated by the jaccard plots (Fig. 6e).

**Fig. 6:**
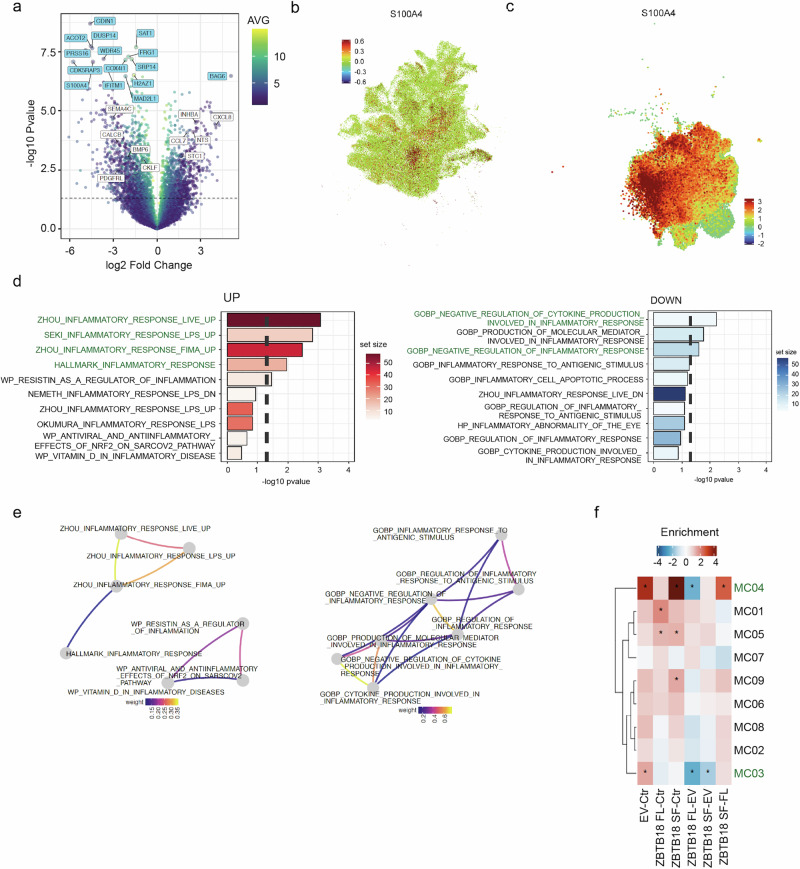
ZBTB18 expression in GBM cells induces a shift in microglia commitment. **a** Volcano plot showing the top 15 differentially regulated genes and the 10 top differentially regulated cytokines, adjusted p value (QV) in the ZBTB18 FL vs EV comparison. Selected top UP and DOWN regulated genes are labeled (light blue boxes), cytokines are marked as white boxes. Color code represents the average normalized intensity (log2). Dash line indicates the significance threshold at 0.05 adjusted p value. UMAP plot of *S100A4* expression within the neoplastic population (**b**) and within TAMs (**c**). The color bar represents the expression levels represented. **d** Top 10 up- or down-regulated pathways identified by GSEA (gage, Keyword “Inflammation”) in ZBTB18 FL-conditioned vs. EV-conditioned microglia. Processes related to pro-inflammatory or anti-inflammatory responses are highlighted. **e** Jaccard plots showing overlap between the deregulated “Inflammation” signatures. Color code represents the Jaccard index between two terms. **f** Heatmap showing the up-or downregulated myeloid signatures from Abdellfattah et al., analyzed by GSEA. Significant regulated signatures in the different group comparisons are highlighted with an asterisk (adj. p < 0.05).

We then used gene set enrichment analysis (GSEA) to test whether specific myeloid signatures recently identified by scRNAseq^13^ were differentially expressed in microglia cells exposed to GBM cells expressing ZBTB18. Interestingly, two pro-tumorigenic signatures, MC03 and MC04, were significantly downregulated in the ZBTB18 FL versus EV comparison, further confirming our observation (Fig. 6f). Moreover, GBMap data suggested an enrichment of the TAM-BDM MHC module in microglia conditioned with the medium of ZBTB18 FL expressing cells (Figs. 5d, 7a). This is consistent with the upregulation of HLA-DMA encoding for MHCII, a marker of pro-inflammatory microglia^44^, in ZBTB18 FL expressing cells by RNA-seq (LogFC=3.47; p = 0.0012) (Fig. 6a). 

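HLA-DMA (chromosome 6, 32948613 to 32969094) had 18, 0 and 0 counts in the 3 EV libraries (11.7 ± 20.3 CPM, SD, n = 3) and 12, 6 and 6 in the 3 ZBTB18 FL libraries (18.1 ± 8.41 CPM, SD, n = 3). Ctrl had 12, 12 and 0 counts and ZBTB18 Nte-SF 18, 6 and 6. The log2 fold change of ZBTB18 FL over EV was 0.62 (standard error 1.21, adjusted p = 0.904 from edgeR's quasi-likelihood test), and the groups overlapped. All counts of HLA-DMA are multiples of 6, and if each read was counted 6 times, they stand for 3 reads in EV and 4 in ZBTB18 FL. Without EV replicate 1 the EV libraries were at 0, and ZBTB18 FL was at least 3.19-fold higher if each count is 1 read. If each read was counted 6 times, no bound remains. The log2 fold change was −0.00 without EV replicate 2, 0.08 without EV replicate 3, 0.17 without ZBTB18 FL replicate 1 and −0.27 with log2 library size as a covariate. It was 2.47 with limma-voom, 1.41 with a replicate block and 1.30 with limma-trend. The adjusted p ranged from 0.402 to 0.994 over the alternatives. Of 14 listed MHC class II genes, 8 were tested and 2 were higher in ZBTB18 FL, with a median log2 fold change of −1.38 (camera, adjusted p = 0.139), or −0.33 with genes at the floor set to their bounds, and −0.80 without ZBTB18 FL replicate 2. No gene of this list passed (0 over all genes and 0 adjusted over the list alone), and 1 had an unadjusted p under 0.05. HLA-DQA1 was the most abundant, with 1290 ± 249 CPM (SD, n = 3) in EV and 1730 ± 312 (SD, n = 3) in ZBTB18 FL (log2 fold change 0.42, standard error 0.30, edgeR adjusted p = 0.667). HLA-DRB1 had a log2 fold change of −2.24 (standard error 1.02, edgeR adjusted p = 0.413). CD74 was at the floor in both groups. Genes of this family resemble one another closely, and counts could have been split between them.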

In order to validate these data, we observed that MHCII was more highly expressed in microglia exposed to medium conditioned by ZBTB18 FL-expressing cells, compared to EV (Fig. 7b, c).

**Fig. 7:**
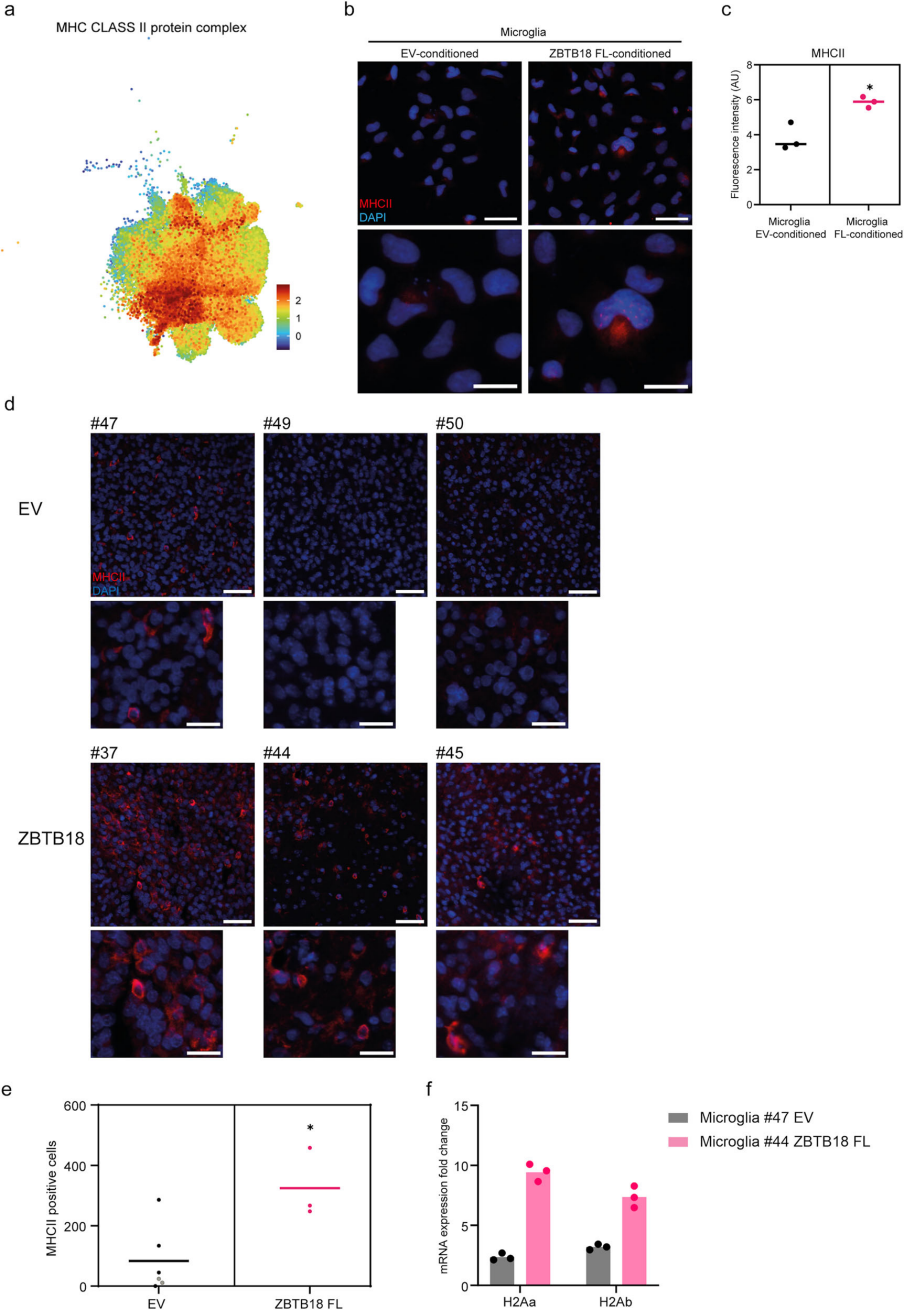
ZBTB18 affects MHCII expression in microglia in vivo. **a** UMAP plot of MHC class II protein complex expression within TAMs. The color bar represents the expression levels represented. **b** Representative micrographs of microglia conditioned with BTSC233 EV medium or BTSC233 ZBTB18 FL medium and stained with MHCII antibody; scale bar: 50 µm. **c** Quantification of the immunostaining shown in (**g**); n = 3 biological replicates; *P < 0.05 by a t test. **d** Representative micrographs of mouse brain sections with tumors derived from KAB203 EV or KAB203 ZBTB18 FL cells and stained with MHCII antibody; scale bar: 50 µm (top panels) and 25 µm (insets, bottom panels). **e** Quantification of the immunostaining shown in (**d**); n = 6 (EV), n = 3 (ZBTB18 FL) biological replicates; *P < 0.05 by a t test. Dark dots correspond to the samples shown in (**d**) and (Supplementary Fig. 12b). **f** q-RT PCR analysis of *H2Aa and H2Ab* expression, in the indicated KAB203-derived tumors. Gene expression was normalized to mouse Hprt. n = 3 technical replicates; error bars ±s.d.

### ZBTB18 regulates MHCII expression in a syngeneic mouse model

To test the expression of MHCII upon ZBTB18 FL expression in vivo, we first attempted to stain brain sections of the BTSC233 xenograft model (Fig. 4 and ref. ^16^); however, no MHCII signal was detected. We speculated that since the NOD/SCID mouse model used for the xenografts is unable to mount a proper adaptive immune response, given the absence of the T cell population, the activation of antigen presenting molecules was somehow hindered, MHCII included. Therefore, we took advantage of a recently established immunocompetent syngeneic model established in our laboratory. Specifically, murine GBM cells (KAB203) derived from a previously described GBM mouse model (RCAS PDGFA/shpTrp53) (Squatrito et al., personal communication^45^;), were transduced with control vector or with a ZBTB18 FL expressing lentivirus and injected in C57BL/6 mice (Supplementary Fig. 12a–d). Clear solid tumors within the striatum and with GBM features were detected in 7 out of 9 mice in the EV group and 3 out of 9 mice in the ZBTB18 FL group, upon blind examination by a neuropathologist (Supplementary Fig. 12b). However, in some cases, tumor cells grew in the subarachnoid space outside the meninges (Supplementary Fig. 12e) causing the premature death of these animals. Thus, it was not possible to accurately determine the survival rate in the two conditions. Since one tumor in the EV group had cells growing both in the striatum and outside the cortex, it was not included in the subsequent examinations. Therefore, we analyzed IBA1 and MHCII expression in 6 EV and 3 ZBTB18 FL tumors: a slight increase of IBA1 expressing cells was observed, although not statistically significant, possibly due to the limited number of samples with tumors, together with the high variability of IBA1-positive cells in ZBTB18 expressing tumors (Supplementary Fig. 12f, g). Immunostaining of MHCII indicated a higher expression in the ZBTB18 FL group (Fig. 7d, e), further supporting our previous observation. Moreover, we extracted murine microglia with the CD11b beads system (Miltenyl Biotech) followed by RNA isolation. We were able to obtain microglia RNA from two tumor samples, one EV (#47) and one expressing ZBTB18 FL (#44), which had a similar IBA1 expression pattern. Albeit only one biological replicate was available for each group, qPCR analysis showed upregulation of both HLA alleles (*H2Aa* and* H2Ab*) (Fig. 7f). This is in line with our staining and the RNAseq data obtained from conditioned microglia; however, the lack of biological replicates makes this result only preliminary and demands for additional validation.

### ZBTB18 affects pathways associated with an inflammatory switch in microglia

We then looked for transcription factors (TF) and regulatory pathways potentially involved in the control of genes differentially expressed in microglia conditioned with ZBTB18 FL medium. The Dorothea analysis identifies TCF7L2 as the most active TF based on the transcriptional regulation of its known target genes (Fig. 8a, b). 

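Of the 10 targets of TCF7L2 labeled in Fig. 8b, 8 were higher in ZBTB18 FL- than in EV-conditioned microglia, with a median log2 fold change of 1.01. The study labeled these targets for their change in these libraries, so no test was made of them as a group. In settings added after seeing the data, the median was 1.32 with limma-voom, 0.67 with log2 library size as a covariate and 0.59 without ZBTB18 FL replicate 1. CTNNB1, which encodes β-catenin, rose from 194 ± 6.35 CPM (SD, n = 3) to 450.0 ± 35.9 (SD, n = 3), a log2 fold change of 1.21 (standard error 0.24, edgeR adjusted p = 0.079). ABCB1 (log2 fold change 1.72, edgeR adjusted p = 0.214) and CD44 (1.99, 0.267) were also higher in every ZBTB18 FL library than in every EV library. VIM changed by 0.35 (edgeR adjusted p = 0.766). Over all genes 0 of the 10 passed and 4 had an unadjusted p under 0.05. Adjusted over the list alone 4 passed, which is not independent evidence. TCF7L2 itself (chromosome 10, 112950250 to 113167678) had 43.0 ± 27.3 CPM (SD, n = 3) in EV and 35.8 ± 6.93 (SD, n = 3) in ZBTB18 FL (log2 fold change −0.28, standard error 0.505, edgeR adjusted p = 0.892). Its log2 fold change was 0.21 without EV replicate 2, −0.66 without EV replicate 3, −0.14 without EV replicate 1, −0.11 without ZBTB18 FL replicate 1 and 1.16 with log2 library size as a covariate. All counts of TCF7L2 except the 19 of Ctrl replicate 2 are multiples of 6, so its number of reads may be lower than its counts.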

TCF7L2 is a transcription factor, known to mediate the WNT pathway and associated with oligodendroglial differentiation. Interestingly, the WNT pathway has been linked to the activation of inflammatory microglia^46^ and appears among the upregulated circuit unveiled by the regulatory pathway (Progeny) analysis (Fig. 8c). Here, also the MAPK, Androgen and TNF signaling pathways were enriched (Fig. 8c), in line with the GSEA results. Of note, RUNX1 and RELA, which are among the top TFs identified by Dorothea (Fig. 8a), are mediators of the MAPK and TNF pathway, respectively^47,48^. All these TOP pathways are activated in inflammatory microglia^49,50^, which reinforces our idea that ZBTB18-expressing GBM cells induce an inflammatory switch. In line with this hypothesis, the major inactive TF identified by Dorothea was MEF2C, since most of its known upregulated target genes are repressed (i.e., weight > 0 and log2 foldchange < 0). This transcription factor was recently shown to restrain microglia inflammatory response^51^ (Fig. 8a, b). Furthermore, Hypoxia emerged as the top downregulated regulatory pathway (Fig. 8c), consistent with recent findings indicating that pro-tumorigenic microglia is regulated by HIF1A^52^.

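Of the 10 targets of MEF2C labeled in Fig. 8b, 8 were lower in ZBTB18 FL than in EV. All libraries of 1 group were at or under the floor for 8 of the 10 genes. Set to their lower bounds, the median log2 fold change of the 10 was −0.65. NREP, which was above the floor, fell from 41.5 ± 5.57 CPM (SD, n = 3) to 14.1 ± 11.2 (SD, n = 3), a log2 fold change of −1.53 (standard error 0.59, edgeR adjusted p = 0.308). Over all genes and adjusted over the list alone 0 of the 10 passed, and 6 had an unadjusted p under 0.05. MEF2C itself (chromosome 5, 88717117 to 88904257) had 46.3 ± 21.4 CPM (SD, n = 3) in EV and 44.6 ± 23.1 (SD, n = 3) in ZBTB18 FL (log2 fold change −0.07, standard error 0.57, edgeR adjusted p = 0.977). This changed to 0.36 without EV replicate 2, 0.25 without ZBTB18 FL replicate 2, 0.01 without ZBTB18 FL replicate 3, −0.28 without EV replicate 3 and −0.51 without ZBTB18 FL replicate 1. It was also above 0 with library size alone (0.03), upper quartile factors (0.02) and log2 library size as a covariate (0.92).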

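Of 58 listed hypoxia genes, 41 were tested and 27 were lower in ZBTB18 FL than in EV, with a median log2 fold change of −0.45 (camera on the edgeR counts, adjusted p = 0.031), or −0.44 with genes at the floor set to their bounds. The list median in each library was 0.20 ± 0.14 (SD, n = 3) in EV (0.12 to 0.36) and −0.21 ± 0.33 (SD, n = 3) in ZBTB18 FL (−0.51 to 0.14), so the groups overlapped. For single genes, 0 passed over all genes, 0 passed when adjusted over the list alone and 7 had an unadjusted p under 0.05. For the hypoxia list, ZBTB18 FL vs EV, the call was lost without a filter on low counts (median −0.40, adjusted p = 0.0616), under fry (adjusted p = 0.0667) and with an estimated correlation (adjusted p = 0.195), in a range from 0.00202 over the alternatives. It was also lost without EV replicate 3 (median −0.35, adjusted p = 0.104), ZBTB18 FL replicate 1 (−0.48, 0.0758) or ZBTB18 FL replicate 2 (−0.38, 0.0733). In ZBTB18 Nte-SF against EV the median was 0.03 (camera, adjusted p = 0.546). It was 0.28 without EV replicate 3, 0.13 without EV replicate 2, 0.04 without EV replicate 1, 0.21 without ZBTB18 Nte-SF replicate 1 or 2, and −0.11 without ZBTB18 Nte-SF replicate 3. Compared directly, ZBTB18 Nte-SF lay above ZBTB18 FL by a median of 0.84, with 33 of 41 genes higher (camera, adjusted p = 0.00384), and all ZBTB18 Nte-SF libraries (0.19 to 0.53) lay above all ZBTB18 FL libraries. For the hypoxia list, ZBTB18 Nte-SF vs ZBTB18 FL, the call held without any 1 library (median 0.57 to 0.93) and with the trends with transcript length (0.00576) or GC content (0.00692) removed, settings chosen after seeing the data, and was lost under fry (0.0783) and with an estimated correlation (adjusted p = 0.193, the top of a range from 7.25e-05 over the alternatives). The paper reasons that its top pathways, WNT, MAPK, androgen and TNF signaling, are ones activated in inflammatory microglia, and states that this strengthens its hypothesis of an inflammatory switch induced by ZBTB18-expressing glioblastoma cells. It sets the repressed targets of MEF2C and the lower hypoxia pathway beside this.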

**Fig. 8:**
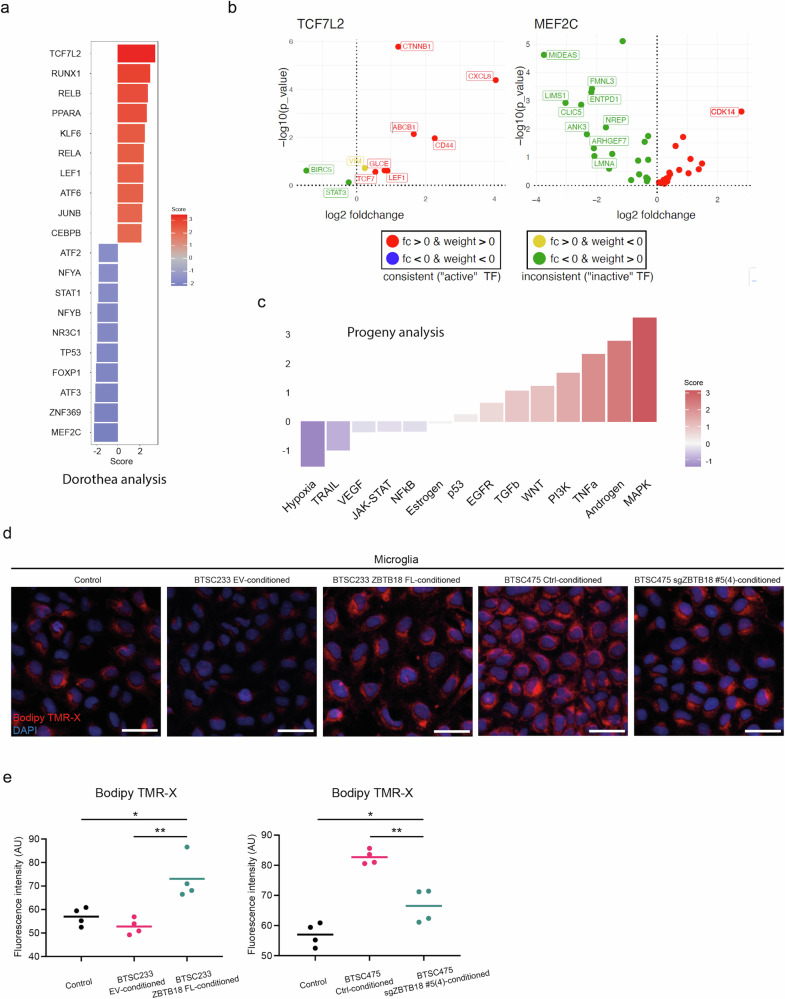
ZBTB18 expression in GBM cells induces inflammatory-related pathways and features. **a** Bar plot showing the top 10 UP and DOWN TFs associated with genes, which are deregulated in ZBTB18 FL-conditioned vs. EV-conditioned microglia, based on DOROTHEA analysis. Color code represents the score from decoupleR enrichment analysis (normalized weighted mean). **b** Plots showing TCF7L2 (left panel) and MEF2C (right panel) associated genes. All known annotated targets from DOROTHEA are shown. Top10 absolute log2 fold change are labeled. Consistency between the log2 fold change and the prior knowledge (i.e., weight) is color coded. **c** Bar plot generated by Progeny analysis, showing the association with genes, which are deregulated in ZBTB18 FL-conditioned vs. EV-conditioned microglia. Color code represents the score from decoupleR enrichment analysis (normalized weighted mean). **d** Bodipy TMR-X lipid staining of microglia conditioned with EV or ZBTB18-FL expressing BTSC233 or BTSC475 cells (ctrl or upon ZBTB18 KO (sgZBTB18 #5(4)). Nuclei were counterstained with DAPI. Scale bar: 50 μm. Quantification of Bodipy TMR-X lipid staining shown in (**e**). n = 4 biological replicates; *P < 0.05, **P < 0.01.

LPS-mediated signaling in inflammatory microglia has been linked to the accumulation of lipid droplets, which are neutral lipid-rich organelles important for lipid storage and homeostasis^53,54^. Therefore, we sought to compare the lipid droplet levels in microglia conditioned with the medium collected from BTSC with ZBTB18 expression or knockdown. Microglia exposed to BTSC233 ZBTB18 FL medium had a higher lipid content compared to those conditioned with BTSC233-EV (Fig. 8d, e). Conversely, the level of lipid droplets in microglia decreased upon exposure to the medium collected from BTSC475-ZBTB18 KO (Fig. 8d, e).

Overall, our data indicate that microglia exposed to the medium of ZBTB18 expressing GBM cells lose pro-tumorigenic traits and acquire a more pro-inflammatory phenotype.

## Discussion

GBM cells have been shown to secrete several cytokines, which contribute to set a favorable microenvironment for the tumor by (1) recruiting GAMs and (2) subsequently, inducing their commitment to a pro-tumorigenic phenotype, which in turn promotes GBM growth and invasion^9^. Here, we report a new role of ZBTB18 as a repressor of the expression of cytokines implicated in the recruitment and commitment of resident microglia and circulating macrophages. We propose that the expression of ZBTB18 in GBM cells halts the production of key cytokines preventing the recruitment of GAMs to the tumor area and consequently, the establishment of the immunosuppressive microenvironment required for the tumor to expand. In particular, our data show that the transcription and secretion of MCP1/CCL2 and GDF-15 are consistently inhibited in several GBM cell lines upon ZBTB18 ectopic expression. However, the regulation of these two cytokines seems to occur through different mechanisms, which, at least in part, involve the histone demethylase LSD1. In the case of *CCL2*, ZBTB18-repressive activity likely applies through the inhibition of LSD1 activating function, similarly to what we previously described for the regulation of SREBP genes^20^. While, in the context of *GDF15* regulation, LSD1 seems to act as a repressor, independently from ZBTB18 function; in fact, *GDF15* expression was active even when the two factors were silenced, alone or in combination. Importantly, ZBTB18-loss-of function experiments revealed that, even though *GDF15* transcript increased, consistent with a reduced binding and repression by ZBTB18, the maturation of the pro-protein and its secretion were nonetheless halted. This suggests that alternative mechanisms to limit GDF-15 secretion might be activated in the tumor cell, as an adaptation to ZBTB18 reduction. The investigation of the underlying mechanism would be important, in terms of therapeutic approaches aimed at reintroducing ZBTB18 in GBM cells. In this perspective, also a deeper investigation of the complex ZBTB18 and LSD1-mediated regulatory mechanism of GDF15 and CCL2 expression, including changes of histone marks at the respective promoters, seems worth addressing in the future.

CCL2 is a well-known monocyte chemoattractant, which has been shown to recruit GAMs and contribute to GBM growth and invasion^22,55^. Numerous studies indicate that GDF-15 is a prognostic and predictive marker in various solid cancers^56^; moreover, it seems to play an important role in GBM as suggested by its high levels in the cerebrospinal fluid and association with the worst outcome of GBM patients^57^. *GDF15* silencing was shown to be associated with improved survival and increased infiltration of T-cells and macrophages in a glioblastoma syngeneic mouse model^21^. In line with previous knowledge of the identified cytokine function, our in vitro invasion experiments confirmed the role of CCL2 in microglia recruitment and positioned it downstream the regulation exerted by ZBTB18.

Nevertheless, the role of GDF-15 in immunosuppression seems less straightforward, as it does not appear as efficient as CCL2 in attracting microglia. GDF-15 might affect different immune cell types; one possibility is that ZBTB18-mediated limitation of GDF-15 secretion would impact T-cell functions. In the future, additional studies with immunocompetent models (i.e., KAB203 cells) would be required to investigate this aspect.

Cytokine arrays performed in different experimental conditions indicate that, IL8 and angiogenin, two cytokines associated with angiogenesis and poor prognosis in GBM^58,59^ appeared to be more secreted upon ZBTB18 FL expression. However, none of the two genes was found to be upregulated by ZBTB18 in our gene expression analysis, nor their transcripts were found to be associated with ZBTB18 expression in Gliovis and cBioPortal databases, as well as in GBMap and spatially resolved RNA sequencing data. This propounds for an indirect ZBTB18-mediated effect or a negative feedback. Moreover, the reported role of these cytokines does not fit the previously described ZBTB18-mediated phenotype, indicating that the observed secretion might not be sufficient to induce the acquisition of more aggressive traits, which would also depend on the level of their respective receptors. In addition, it cannot be excluded that the two cytokines could be post-translationally modified and/or differentially processed upon ZBTB18 expression. Alternatively, IL8 and angiogenin might be implicated in other previously unreported functions. However, although worth further investigation, the characterization of ZBTB18-mediated regulation of IL8 and angiogenin secretion and function goes beyond the scope of this study.

Our study also indicates that ZBTB18 expression hinders the capacity of tumor cells to induce a pro-tumorigenic microglia phenotype. RNAseq analysis performed on immortalized microglia revealed that the exposure to medium conditioned by ZBTB18 FL expressing GBM cells is sufficient to induce transcriptional changes associated with loss of oxidative phosphorylation and induction of inflammatory pathways such as those mediated by LPS and TNFα/NFκB. Since our assays indicate that ZBTB18 affects the release of CCL2 and, to some extent, GDF-15, it is likely that the observed microglia phenotypic changes are, at least in part, linked to the reduced secretion of those soluble factors. In particular, a reduced release of CCL2 would be in line with the previously reported role of CCL2 in GAM polarization to a tumor-promoting phenotype, in addition to its role as chemoattractant^60^. Of note, GDF-15 was recently shown to suppress macrophage-mediated immunosurveillance in pancreatic cancer and to promote oxidative metabolism and M2-polarization in adipose tissue macrophages^61^. The reduced expression of genes implicated in the oxidative phosphorylation is accompanied by a reduced OCR/ECAR ratio, consistent with previous reports that pro-tumorigenic microglia mostly rely on oxidative phosphorylation for its energetic supply^62^. Interestingly, microglia conditioned with ZBTB18 FL medium had a higher content of lipid droplets, which have been associated with inflammatory microglia^53^, compared to microglia exposed to the medium of BTSC233 EV. An opposite result was observed in the ZBTB18 knock down experiment, corroborating the finding. Since oxidative phosphorylation also depends on fatty acid oxidation, the accumulation of lipid droplets could be the consequence of the reduced use of lipids for energy production^63^. Moreover, microglia conditioned with medium from ZBTB18 expressing cells showed a strong reduction of S100A4, a small calcium binding protein that is associated with poor prognosis in various cancers, and which has been linked to EMT and GBM mesenchymal transition^64,65^. Notably, S100A4 has been described as an important biomarker in GBM and appears to act upstream of master regulators of mesenchymal GBM^65^. Given the association of S100A4 with pro-tumorigenic GAMs^13^ and the recognized role of GAMs in the establishment of mesenchymal phenotype^66^, it is possible that S100A4 plays a major role in this process.

A further indication of a ZBTB18-mediated microglial inflammatory switch came from the observed increment of MHCII expression, both at the RNA and protein level, in microglia conditioned with the medium of ZBTB18 expressing cells. These results were corroborated in vivo, through staining of tumors derived from a syngeneic mouse model. However, it is important to highlight that the KAB203-C57BL/6 model significantly differs from the NOD/SCID one used in the rest of the manuscript, namely in the fact that it has a fully functional immune system. This might explain the observed differences in terms of survival and macrophages/microglia infiltration. It will be then crucial to expand the research on this model in order to validate these results and to increase the statistical power of the analyses. The full characterization of such a model will be key to understand how the tumor microenvironment is able to interact with a functional host immune system, which will be the object of our future research. Overall, each mouse model allows the characterization of different aspects of the microglia changes induced by ZBTB18 expression in GBM cells. In fact, while a strong effect on microglia migration can be observed in the BTSC233 model, the KAB203 model confirms in vivo the induction of MHCII, which was previously observed only in vitro and which is consistent with a change in the microglia phenotype. Supporting our results, previous studies have shown that the presence of T cells is important for MHCII expression in microglia^67^ and this could explain why the same effect was not observed in the NOD/SCID mouse system.

The demonstration that ZBTB18 impairs the crosstalk between GBM cells and microglia reinforces the previously reported tumor suppressive role of ZBTB18 and its recent connection to metastases^16,29,68^, strengthening its importance as potential target for therapy. Moreover, since we previously identified ZBTB18 as a negative regulator of the mesenchymal GBM^16,69^, our results are consistent with other studies showing that the inactivation of negative regulators of the mesenchymal subtype (i.e., NF1) results in recruitment of GAMs^4^.

Finally, our study confirms that ZBTB18 Nte-SF, which is generated by calpain-mediated cleavage^19^, no longer exerts a tumor suppressive role. In fact, microglia cells exposed to GBM cells expressing ZBTB18 Nte-SF maintained a pro-tumorigenic phenotype, similar to what was observed upon exposure to BTSC-EV medium. However, RNAseq data showing the enrichment of a TNFα/NFκB associated signature suggest that ZBTB18 Nte-SF might be associated with an aberrant inflammatory process. Further studies will be required to better understand the significance of these phenotypic changes and, in light of possible future therapeutic approaches aimed at re-expressing ZBTB18 in GBM cells, it would be important to completely suppress the expression of the cleaved product, to avoid any unexpected, adverse effect.

## Methods

### Ethical approval for human and animal subjects

Glioma biopsies were collected at the Department of Neurosurgery of the University Medical Center Freiburg (Freiburg, Germany) in accordance with an Institutional Review Board–approved protocol (Ethic Commission of Albert-Ludwigs University of Freiburg). Informed consent was obtained from all patients, in accordance with the declaration of Helsinki. All ethical regulations relevant to human research participants were followed.

The intracranial injection of BTSC233 and JX6 cells in NOD/SCID mice was previously reported^16^. The intracranial injection of KAB203 cells was performed in C57BL/6 mice according to the Directive 86/609/EEC of the European Parliament and of the Council of 24 November 1986; authorization for the animal research has been provided by the local authorities (Regierungspräsidium Freiburg). We have complied with all relevant ethical regulations for animal use.

### Cell culture

Patient-derived glioblastoma stem cells-like (BTSC233, BTSC268 and BTSC475) were generated in our laboratory at the University Clinic Freiburg in accordance with an Institutional Review Board–approved protocol (Ethic Commission of Albert-Ludwigs University of Freiburg)^16^. All ethical regulations relevant to human research participants were followed. The patient-derived JX6 GBM xenoline was previously described^16,70^. BTSCs were grown in Neurobasal medium (Life Technologies) containing B27 and N2 supplement (Life Technologies), FGF (20 ng/ml, R&D Systems), EGF (20 ng/ml, R&D Systems), LIF (20 ng/ml, Genaxxon Biosciences), Heparin (2 μg/ml, Sigma), and Glutamax (Invitrogen). GBM#22 sgLSD1#1 were previously described^20,29^. Human immortalized microglia (ABM-T0251; Applied Biological Materials), SNB19 and HEK293T cell lines were grown in 10% FBS DMEM. All cells were mycoplasma-free. SNB19 have been authenticated on 3/2/2017 and on 11/26/19 (SNB19 and HEK293T) by PCR-single-locus-technology (Eurofins Medigenomix). Data obtained in SNB19 cells were previously generated; however, in virtue of the listing of these cells in the database of commonly misidentified cell lines (ICLAC), we decided to validate the results using GBM patient-derived cells (BTSCs). To inhibit LSD1, BTSC475 were treated with the RN-1 inhibitor (Calbiochem, 5 µM) for 96 h.

### Lentiviral vectors and viral infection

The pCHMWS lentiviral vectors expressing FLAG-ZBTB18 FL and FLAG-ZBTB18 Nte-SF have been previously described^19,20^. To produce lentiviral particles, 293 T cells were transfected with the appropriate lentiviral vector along with pMD2G and psPAX2 packaging vectors. After 48 h, the supernatant containing the viral particles was incubated with 1 volume of Lenti-x concentrator (Takara Bio) every 3 volumes of medium, incubated overnight at 4 °C and centrifuged at 1500 g for 45 min at 4 °C. The pellet was then resuspended in 200 µl of sterile PBS, aliquoted and stored at −80 °C.

The sgZBTB18 #4 cloned in the pKLV-U6gRNA(BbsI)-PGKpuro2BFP (Addgene, #50946) was previously described^20^. The sgZBTB18 #5 (5’-CTGAGCGAGCAGAGACACCA-3’) was cloned in the pLentiCas9 vector (Addgene, #78546) at the BsmBI site. Briefly, the sgRNA#5-for (5’-CACCGCTGAGCGAGCAGAGACACCA-3’) and sgRNA#5-rev (5’-AAACTGGTGTCTCTGCTCGCTCAGC-3’) primers were annealed, BsmBI digested and ligated to the BsmBI-linearized pLentiCas9 vector. BTSC475 cells were transduced with lentiviral particles prepared as described in ref. ^16^. Cells were GFP sorted at the Lighthouse Core Facility of the University of Freiburg medical Center. Only the 20–30% strongest GFP positive cells were retained. Single clones were established by limiting dilution. *ZBTB18* knockout was verified by Sanger sequencing upon amplification of the *ZBTB18* locus surrounding sgRNA#5. The following primers were used: sgRNA#5-seq-f (5’-TCCTCTCTCCCCAGGTTATG-3’) and sgRNA#5-seq-r (5’- AGCAGCCACATAGCAGGC-3’). Sanger sequencing was performed with the sgRNA#5-seq-r primer. All primers were synthesized by Thermo Fisher Scientific. LSD1 silencing (shLSD1-71) was obtained by means of a pLKO lentiviral vector (TRCN0000046071, Sigma-Aldrich), as previously described^20,29^.

### Chromatin Immunoprecipitation

Chromatin Immunoprecipitation (ChIP) was performed using the procedure previously described^20^ 3 ug of the following antibodies were used: anti-HA (Abcam, #18181) and anti-ZBTB18 (Proteintech, #12714-1-AP). The immunoprecipitated DNA was analyzed by qRT- PCR using the following primers: CCL2_ChIP-for TGGTCAGTCTGGGCTTAATGG; CCL2_ChIP-rev TCAAGCAGGAGGAGGGATCTT; GDF15_ChIP-for CCGTTCTCCTCTGCTTCCTTT and GDF15_ChIP-rev GCCTCAGTATCCTCTTCCTCGA. Primers were synthesized by Thermo Fisher Scientific.

### RNA extraction and Real-Time qPCR

Total RNA was extracted from the cell culture using miRNeasy Mini Kit (QIAGEN) according to the manufacturer’s instructions. First-strand cDNA synthesis was generated using the Superscript III First-Strand Synthesis System for RT–PCR (Life Technologies) following the manufacturer’s protocol. Quantitative RT–PCR was performed using Kapa SYBR Fast (Sigma-Aldrich). The following primers (purchased at Thermo Fisher Scientific) were used: CCL2-for CAGCCAGATGCAATCAATGCC; CCL2-rev TGGAATCCTGAACCCACTTCT; GDF15-for GTGTTGCTGGTGCTCTCGTG; GDF15-rev CGGTGTTCGAATCTTCCCAG; CX3CL1-for ACCACGGTGTGACGAAATG, CX3CL1-rev TGTTGATAGTGGATGAGCAAAGC; H2Aa-for CTGATTCTGGGGGTCCTCGC, H2Aa-rev CCTACGTGGTCGGCCTCAAT, H2Ab-for GAGCAAGATGTTGAGCGGCA, H2Ab-rev GCCTCGAGGTCCTTTCTGACTC, Hprt-for: TCAGTCAACGGGGGACATAA and Hprt-rev: GGGGCTGTACTGCTTAACCAG.

### Cytokine array

The cytokine content of culture medium conditioned by SNB19 or BTSC233 expressing empty vector (EV) control, full-length ZBTB18 (ZBTB18 FL), or N-terminal short form ZBTB18 (ZBTB18 Nte-SF) was assessed with a Human Cytokine Antibody Array C5 (R&D Systems) according to the manufacturer’s instructions. In detail, cells were seeded in 10-cm plates at 1 × 10^6^ cells/plate and infected with lentiviral vectors, according to the experimental plan. Then, 5 ml of the appropriate fresh medium (10%FBS DMEM for SNB19, Neurobasal medium containing B27 and N2 supplements for BTSC lines) were added to each plate and allowed to condition for 48 h. After this incubation, conditioned media were collected, centrifuged at 1000 rpm for 5 min to remove cell debris, and directly blotted on the cytokine arrays. Result analysis was performed according to the manufacturer’s instructions: the spots blotted on the membranes were quantified using ImageLab 6.1 (Bio-Rad), selecting local background subtraction. The background calculated from the negative control spots was subtracted from the readings, which were then normalized by the average volume of the positive control spots of each membrane. Finally, individual spots from each experimental sample were normalized by the relative spot on the EV control membrane. In the case of SNB19, a cytokine array with unconditioned 10%FBS DMEM was run as an additional control, to exclude cytokines deriving from FBS.

### ELISA

GDF-15 and CCL2 concentration in culture medium conditioned GBM cell lines was quantified with a Quantikine ELISA Human GDF-15 (RayBiotech) or a Quantikine ELISA Human CCL2 (RayBiotech) according to the manufacturer’s instructions.

### Immunoblotting

Total protein extracts were prepared as previously described^16^. Cytoplasmic and nuclear extracts were prepared using a Nuclear Extract Kit (ActiveMotif, #40010) according to the manufacturer’s instructions. Western blots were performed using the following antibodies: anti-FLAG (Sigma-Aldrich, #F1804, clone M2, 1:1000), anti-ZBTB18 (Abcam, #ab118471, 1:500); anti-LSD1 (Santa Cruz, #sc-53875, 1:1000); anti-H3K4me2 (Cell Signaling, #9725, 1:1000); anti-GDF15 (Sigma, #AMAb90687, 1:500); anti-alpha Tubulin (Abcam, #ab7291, clone DM1A, 1:5000), anti-HA (Abcam, #18181), clone HA.C5 (1:1000) and anti-Lamin A/C (Cell Signaling Technologies, #4777, clone 4C11,5, 1:2000). The ectopic expression of ZBTB18 in KAB203 cells was detected with an anti-ZBTB18 antibody (Proteintech, # 12714-1-AP, 1:1000). The quantification of western blot bands was performed using the Image Lab 6.1 software (Bio-Rad) and normalized to the level of αTubulin.

### Transwell invasion assay

The assay was conducted using transwell permeable invasion chambers (Costar) according to the manufacturer’s instructions. Briefly, 2 × 10^4^ microglia cells were seeded in the upper compartment. The conditioned medium from BTSC233 EV or BTSC233 ZBTB18 FL was used as chemoattractant, alone or in combination with CCL2 (20 ng/ml; R&D Systems), or GDF-15 (20 ng/ml; Peprotech). Alternatively, the conditioned medium from BTSC233 was used as chemoattractant, alone or in combination with 2.5 µg/ml of anti-CCL2 (Bio-Techne) or 2.5 µg/ml of anti GDF15 (Bio-Techne) neutralizing antibodies, according to the manufacturer’s instructions. After 8 h, invading cells were fixed with 3% paraformaldehyde, 2% sucrose PBS and stained with 4’,6-diamidino-2-phenylindole (DAPI; Sigma-Aldrich). Images were collected using a wide-field microscope (Axiovert, Zeiss).

### Intracranial injection

All experimental procedures were carried in accordance with the Directive 86/609/EEC of the European Parliament and of the Council of 24 November 1986; authorization for the animal research has been provided by the local authorities (Regierungspräsidium Freiburg). The experimental details regarding the intracranial injection of BTSC lines have been previously reported^16^. Briefly, six- week-old female NOD/SCID mice (Charles River Laboratories) were intracranially injected with 1.5 × 10^5^ BTSC233 or JX6 cells (transduced with either a ZBTB18-expressing lentivirus or the empty vector). The animals were monitored and sacrificed when severe weight loss or neurologic symptoms occurred, based on our approved protocol. In none of the experiments were these limits exceeded.

Five-week-old C57BL/6 female mice (Charles River Laboratories) were intracranially injected (2 mm lateral and 0.5 mm anterior to the bregma, 3 mm below the skull) with 2 × 10^5^ KAB203 mouse glioma cells (RCAS PDGFA/shpTrp53 mouse model^45^), either transduced with control (EV) or the ZBTB18-expressing pCHMWS lentiviral vector. Animals were monitored daily and sacrificed upon the development of neurological symptoms, according to the approved protocol. This limit was not exceeded. For histological analyses of mouse brain specimens, removed tissues were incubated overnight in 4% formalin, paraffin-embedded, and stained with H&E. Tumor size was estimated from the images of the H&E staining of tumor sections, using Adobe Photoshop CS5. For two brains per each group, microglia was extracted with CD11b beads (Miltenyl Biotech) according to the manufacturer’s protocol.

### Immunostaining and lipid staining

Collected mouse brains were placed into 4% paraformaldehyde fixative overnight, and embedded in paraffin^16^. Sample sections were labeled with the following primary antibodies: anti-IBA1 rabbit monoclonal (ab178846; Abcam, clone EPR16588, 1:500), anti-ZBTB18 rabbit polyclonal (#12714-1-AP, Proteintech, 1:50), anti-F4/80 rat monoclonal (MA1-91124, Invitrogen, lone A3-1, 1:200) or anti-MHC Class II rabbit polyclonal (PA5-116876, Invitrogen, 1:100). Cultured microglia were fixed in 3% paraformaldehyde and stained with anti-MHC Class II rabbit polyclonal (PA5-116876, Invitrogen, 1:100). Anti-rabbit IgG (H + L) Alexa Fluor 594 (1:200), anti-rabbit IgG (H + L) Alexa Fluor 488 (1:200) were used as secondary antibodies. Nuclei were counterstained with 4’,6-diamidino-2-phenylindole (DAPI; Sigma-Aldrich). Stainings were analyzed for quantification with Adobe Photoshop CS5.

Lipid droplets were stained with 0.5 µg/ml Bodipy TMR-X SE (Thermo Fisher Scientific) in 150 mM NaCl for 10 min at room temperature. Nuclei were counterstained with 4′,6-diamidino-2-phenylindole (DAPI, Sigma-Aldrich). All pictures were acquired using a FSL confocal microscope (Olympus). Stainings were analyzed with Adobe Photoshop CS5.

### Metabolic assay

Glycolysis and mitochondrial respiration rates of microglia cells were determined with a Seahorse ATP Production Rate Assay (Agilent) according to the manufacturer’s instructions. Briefly, microglia was cultured for 48 h in 10% FBS DMEM or in DMEM conditioned by BTSC233 EV, BTSC233 ZBTB18 FL, or BTSC233 ZBTB18 Nte-SF. Subsequently, 7.5 × 10^4^ microglia cells were seeded in each well of a XF96-well cell culture microplate in 200 µl of DMEM naive, or conditioned by BTSC233 EV, BTSC233 ZBTB18 FL, or BTSC233 ZBTB18 Nte-SF, respectively. Microglia was incubated overnight at 37 °C in 5% CO_2_. The day of the experiment, the culture medium was replaced with 180 µl of 10 mM Glucose, 1 mM Sodium Pyruvate, 2 mM L-Glutamine Seahorse XF DMEM Medium, pH 7.4 (Agilent). The metabolic rates were measured by the sequential addition of 1.5 µM Oligomycin and 0.5 µM Rotenone/Antimycin A with a Seahorse XF96 Extracellular Flux Analyzer (Agilent).

### Gene expression profiling

Expression profiles of BTSC233 (GSE97347), JX6 (GSE97349) and SNB19 cells (GSE138890) included in this study were obtained from previously generated microarray datasets^16,20^. Transcriptome profiles of BTSC268 and BTSC475 cell lines, transduced with either EV or ZBTB18-FL, were generated by RNA-seq (GSE247079). To this end, total RNA was isolated as described above, and TruSeq library preparation and paired-end sequencing (2 × 100 bp) on NovaSeq 6000 instrument (Illumina) was carried out at the Genomics and Proteomics Core Facility of the DKFZ, Heidelberg, using standard protocols. Each condition was assessed in triplicates. A detailed description of the analysis method is included in the Supplementary Materials.

### Long read RNA sequencing

Long read RNA sequencing was implemented to profile the transcriptomes from microglia, cultured for 48 h in 10% FBS DMEM or in DMEM conditioned medium obtained from BTSC233 EV, BTSC233 ZBTB18 FL, or BTSC233 ZBTB18 Nte-SF. To this end, total RNA was prepared as described above. mRNA purification from total RNA samples was performed using the Dynabeads mRNA Purification Kit (Thermo Fisher Scientific, Carlsbad, USA). For reverse transcription reaction the SuperScript IV reverse transcriptase (Thermo Fisher Scientific, Carlsbad, USA) was used. Libraries were prepared by using the Low Input by PCR Barcoding Kit and the cDNA-PCR Sequencing Kit (Oxford Nanopore Technologies, Oxford, United Kingdom) as recommended by the manufacturer.

RNA sequencing was performed using the MinION Sequencing Device, the SpotON Flow Cell and MinKNOW software (Oxford Nanopore Technologies, Oxford, United Kingdom) according to the manufacturer’s instructions. Samples were sequenced for 48 h on two flow-cells. Basecalling was performed by Albacore implemented in the nanopore software. Genes that were quantified (>0 counts) in less than 50% of the dataset were excluded from further downstream analyses. Library size and TMM normalization was applied to raw count matrices. GEO accession number: GSE227722.

### Gene correlation and survival analysis

*ZBTB18*, *AIF1/IBA1*, *CCL2*, *GDF15*, *CXCL8*, and *ANG* gene correlation, gene expression, and patient survival analyses were performed using the GlioVis^23^ and cBioPortal^24^ platforms, and data from The Cancer Genome Atlas (TCGA) (https://www.cancer.gov/tcga), using the default settings. Briefly, for *CCL2*, *GDF15,* and *ANG* expression and correlation with *ZBTB18* in GlioVis, we mined the TCGA_GBMLGG database; while Kaplan-Meyer curves were calculated on the TCGA_GBM database. We calculated Pearson’s correlation, including all histologies and all subtypes. It must be mentioned that in GlioVis *ZBTB18* is still called with his old name (*ZNF238*) in the TCGA database. For cBioPortal analyses, GBM (TCGA, PanCancer Atlas) database was mined for mRNA expression in all samples.

### Statistics and reproducibility

For the statistical analysis of the RT-qPCR data are considered to be statistically significant when p < 0.05 by two-tailed Student’s *t* test. The number of replicates and the definition of biological versus technical replicates is indicated in each figure legends. All graphs and statistical analyses were generated using GraphPad Prism 9.

### Importance of the Study

Several studies have highlighted the role of the microenvironment in supporting tumor growth. In particular, resident microglia and macrophages recruited from circulation, release cytokines that promote tumor progression and favor the establishment of an immunosuppressive milieu. This activity is strongly supported by the tumor cells, which produce and release a variety of factors, crucial for the tumor-promoting function of microglia/macrophages. The regulatory feedback loop between the tumor cells and these macrophage populations ultimately drives the establishment of the most aggressive tumor traits and prevents the mounting of an effective immune response. ZBTB18 is a negative master regulator of the mesenchymal phenotype in glioblastoma, and its newly described role as a transcriptional repressor of key cytokines suggests a way to disrupt the aberrant regulatory loop between tumor and immune cells. Thus, methods to re-express ZBTB18 in glioblastoma cells could lead to important advancement in immunotherapy against this disease.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Transparent Peer Review file

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

reporting summary

## Data Availability

Microglia and BTSC RNA-seq data have been deposited at GEO and are publicly available as of the date of publication. GEO accession numbers: GSE227722 (microglia) and GSE247079 (BTSC268 and BTSC475). Gene expression array in BTSC233 (GSE97347), JX6 (GSE97349) and SNB19 cells (GSE138890) have been previously described^16,20^. All source data are included in Supplementary Data 1. All uncropped gel pictures are displayed in Supplementary Fig. 13-14. All other data are available from the corresponding author on reasonable request.

# Supplementary material for: ZBTB18 regulates cytokine expression and affects microglia/macrophage recruitment and commitment in glioblastoma
**Source:** Commun Biol. 2024 Nov 8;7:1472. doi: 10.1038/s42003-024-07144-y
**Supplement:** Supplementary file 2 — Supplementary Information

## **Supplementary Information**

### **ZBTB18 regulates cytokine expression and affects microglia/macrophage recruitment and commitment in glioblastoma**

Roberto Ferrarese<sup>§</sup>, Kevin Joseph<sup>§</sup>, Geoffroy Andrieux<sup>§</sup>, Ira Verena Haase, Francesca Zanon, Eva Kling, Annalisa Izzo, Eyleen Corrales, Marius Schwabenland, Marco Prinz, Vidhya Madapusi Ravi, Melanie Boerries, Dieter Henrik Heiland, and Maria Stella Carro\*

§ These authors equally contributed to this work

Supplementary Figure 1

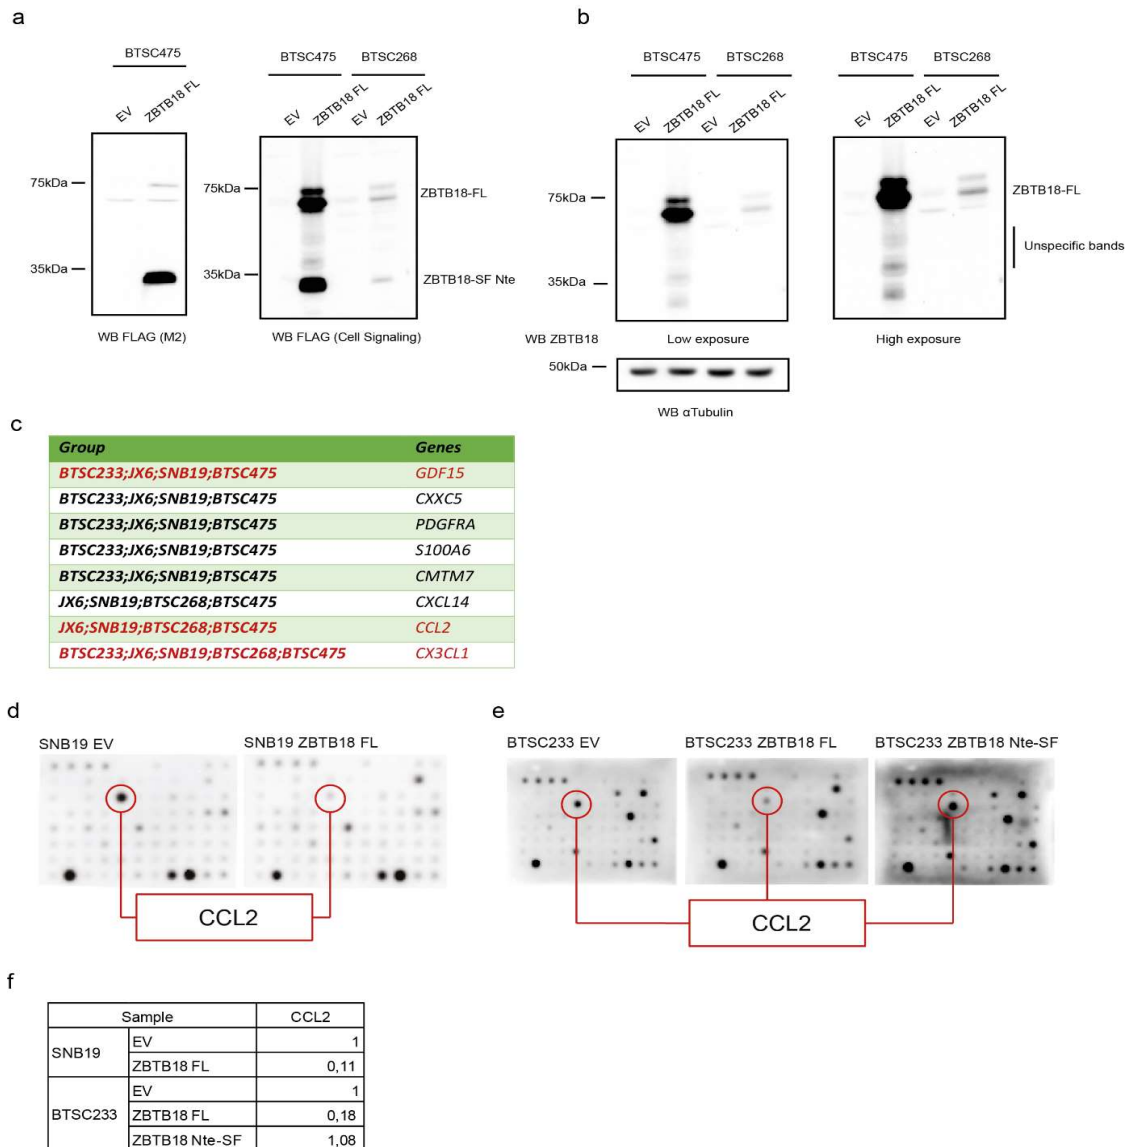

**Supplementary Figure 1. ZBTB18 halts the expression and secretion of cytokines in GBM cells.** (a-b) Western blot analysis of ZBTB18 ectopic expression in primary GBM patient-derived BTSC268 and in BTSC475 cells using a FLAG (a) or an anti-ZBTB18 antibody (b).  $\alpha$ Tubulin is included as a loading control. (c) List of downregulated cytokine-coding genes identified in at least four out of five ZBTB18 overexpression studies, by Venn analysis. (d-e) Cytokine antibody array of SNB19 cells expressing control EV or ZBTB18 FL (d), and of BTSC233 cells expressing control EV, ZBTB18 FL, or ZBTB18 Nte-SF (e); the spot corresponding to MCP1/CCL2 is highlighted in red. (f) Quantification of the signal detected in (d) and (e).

Supplementary Figure 2

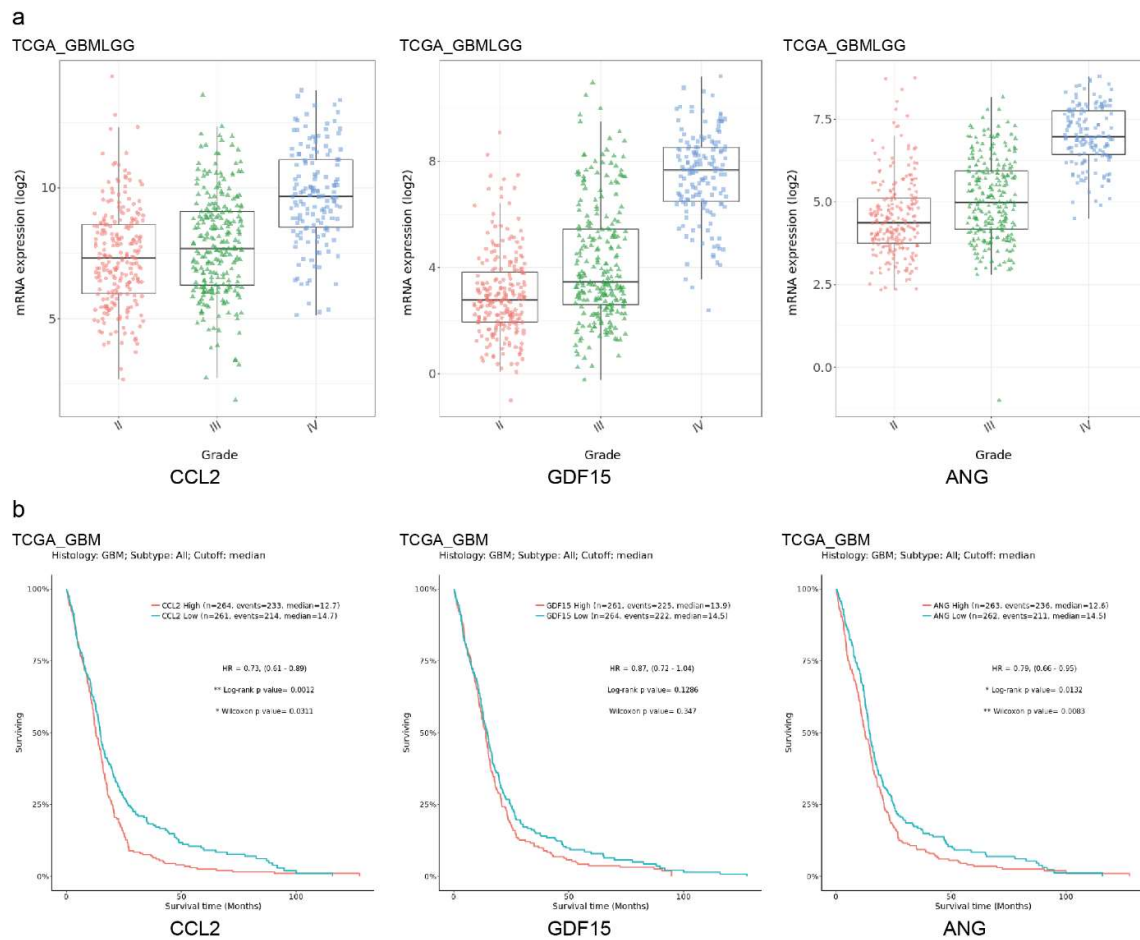

**Supplementary Figure 2. Gliosis analysis of CCL2, GDF15, or ANG association with tumor grade and survival in the TCGA\_GBMLGG dataset.** (a) Gliosis analysis of *CCL2*, *GDF15*, and *ANG* expression in different-grade gliomas from the TCGA\_GBMLGG dataset. (b) Kaplan-Meier estimator survival analysis of patients with high or low expression of *CCL2*, *GDF15*, or *ANG* in the TCGA\_GBM dataset.

Supplementary Figure 3

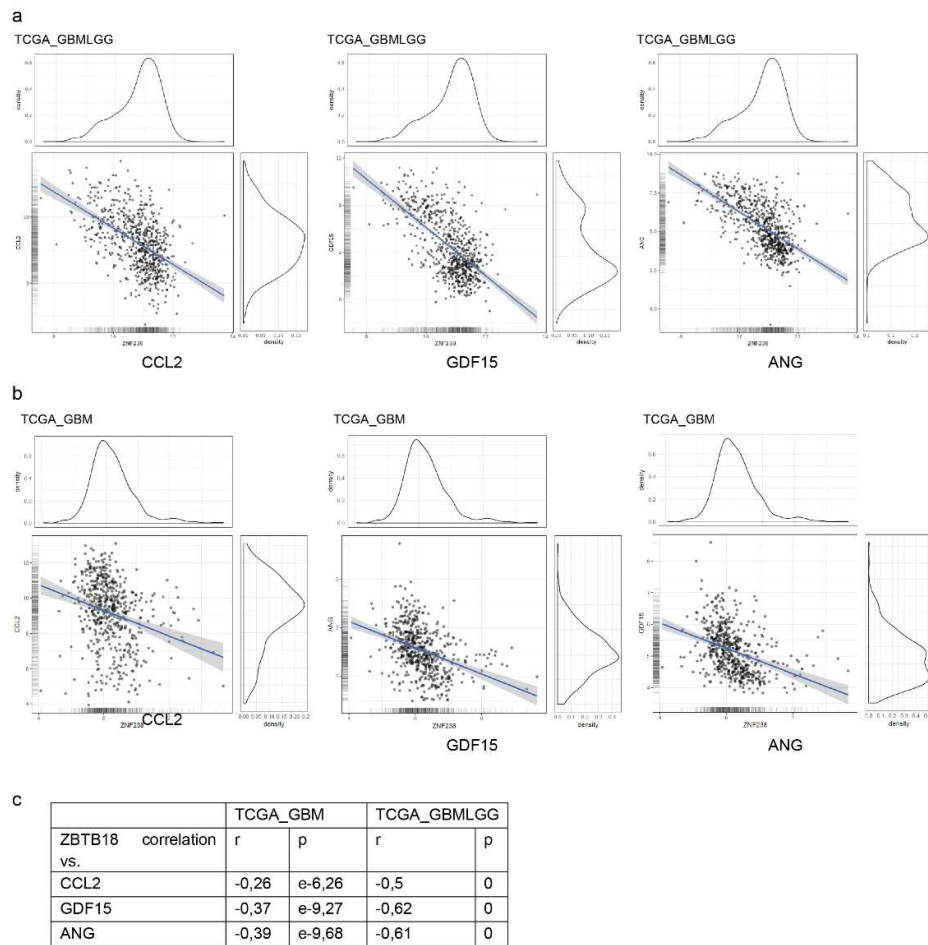

**Supplementary Figure 3. *ZBTB18* inversely correlates with *CCL2*, *GDF15* or *ANG* expression in the TCGA datasets.** (a) Pearson correlation analysis between *ZBTB18* and *CCL2*, *GDF15*, or *ANG* expression in the TCGA\_GBMLGG dataset. (b) Pearson correlation analysis between *ZBTB18* and *CCL2*, *GDF15*, or *ANG* expression in the TCGA\_GBM dataset. (c) Summary table of the statistics shown in (a) and in (b).

Supplementary Figure 4

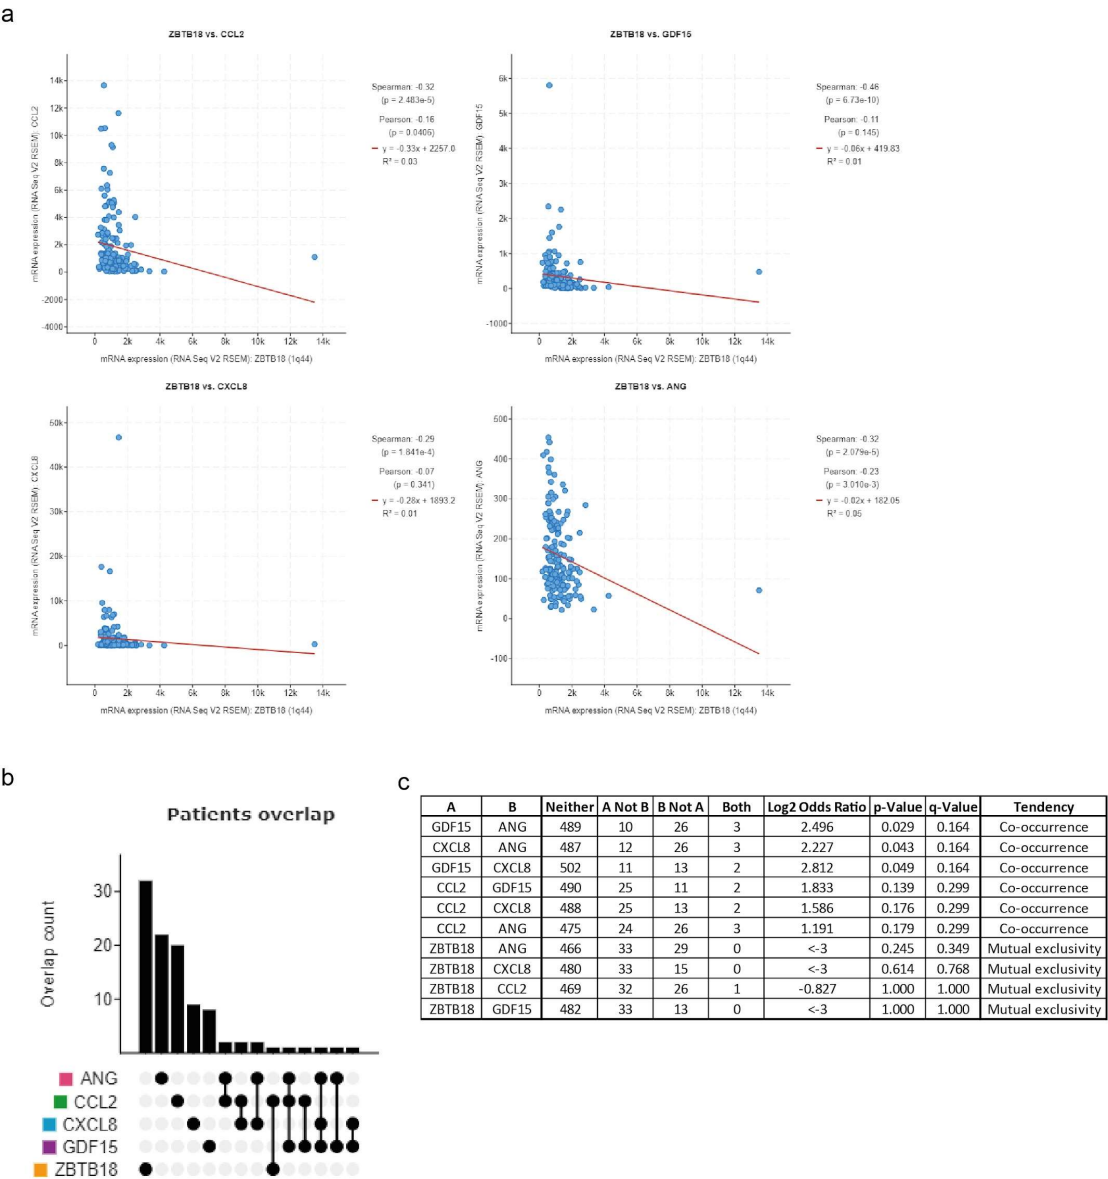

**Supplementary Figure 4. Correlation analysis using cBioPortal** (a) cBioPortal co-expression analysis between *ZBTB18* and *CCL2*, *GDF15*, *CXCL8*, or *ANG* in samples from the Glioblastoma multiforme (TCGA, Firehose Legacy) dataset. (b) cBioPortal patients' overlap analysis for the listed genes within the Glioblastoma multiforme (TCGA, Firehose Legacy) dataset. (c) cBioPortal mutual exclusivity analysis between the genes indicated in the first two columns in samples from the Glioblastoma multiforme (TCGA, Firehose Legacy) dataset.

Supplementary Figure 5

a

| hPDI     | start    | end      | width | seq        | chr   | gene  | TSS      | distance |
|----------|----------|----------|-------|------------|-------|-------|----------|----------|
| 1        | 34255613 | 34255621 | 8     | CCAGCTGT   | chr17 | CCL2  | 34255247 | -366     |
| 2        | 34258452 | 34258460 | 8     | GCAGATGT   | chr17 | CCL2  | 34255247 | -3205    |
| 3        | 34260115 | 34260123 | 8     | ACAGATGT   | chr17 | CCL2  | 34255247 | -4868    |
| 4        | 18382244 | 18382252 | 8     | ACAGATGT   | chr19 | GDF15 | 18386148 | 3904     |
| 5        | 18386044 | 18386052 | 8     | CCAGCTGT   | chr19 | GDF15 | 18386148 | 104      |
| 6        | 18389042 | 18389050 | 8     | ACAGCTGT   | chr19 | GDF15 | 18386148 | -2894    |
| 7        | 18390264 | 18390272 | 8     | ACAGCTGT   | chr19 | GDF15 | 18386148 | -4116    |
| 8        | 18390682 | 18390690 | 8     | ACAGCTGT   | chr19 | GDF15 | 18386148 | -4534    |
|          |          |          |       |            |       |       |          |          |
| HOCOMOCO | start    | end      | width | seq        | chr   | gene  | TSS      | distance |
| 1        | 34255612 | 34255623 | 11    | TCCAGCTGTG | chr17 | CCL2  | 34255247 | -365     |
| 2        | 34260114 | 34260125 | 11    | TACAGATGTG | chr17 | CCL2  | 34255247 | -4867    |
| 3        | 18382243 | 18382254 | 11    | TACAGATGTG | chr19 | GDF15 | 18386148 | 3905     |
| 4        | 18383881 | 18383892 | 11    | GCCAGGTGTG | chr19 | GDF15 | 18386148 | 2267     |
| 5        | 18386043 | 18386054 | 11    | CCCAGCTGTG | chr19 | GDF15 | 18386148 | 105      |

b

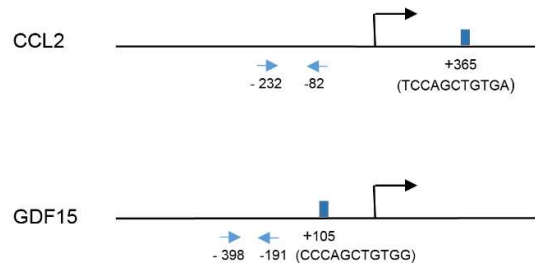

**Supplementary Figure 5. *CCL2* and *GDF15* promoters contain putative ZBTB18 binding motifs.** (a) Table showing ZBTB18 (ZNF238) motifs identified in *motifDB*. (b) Scheme of *CCL2* (upper panel) and *GDF15* (lower panel) promoters. The predicted binding site closest to the TSS is indicated. The position of the primers used in ChIP qPCR is also shown.

Supplementary Figure 6

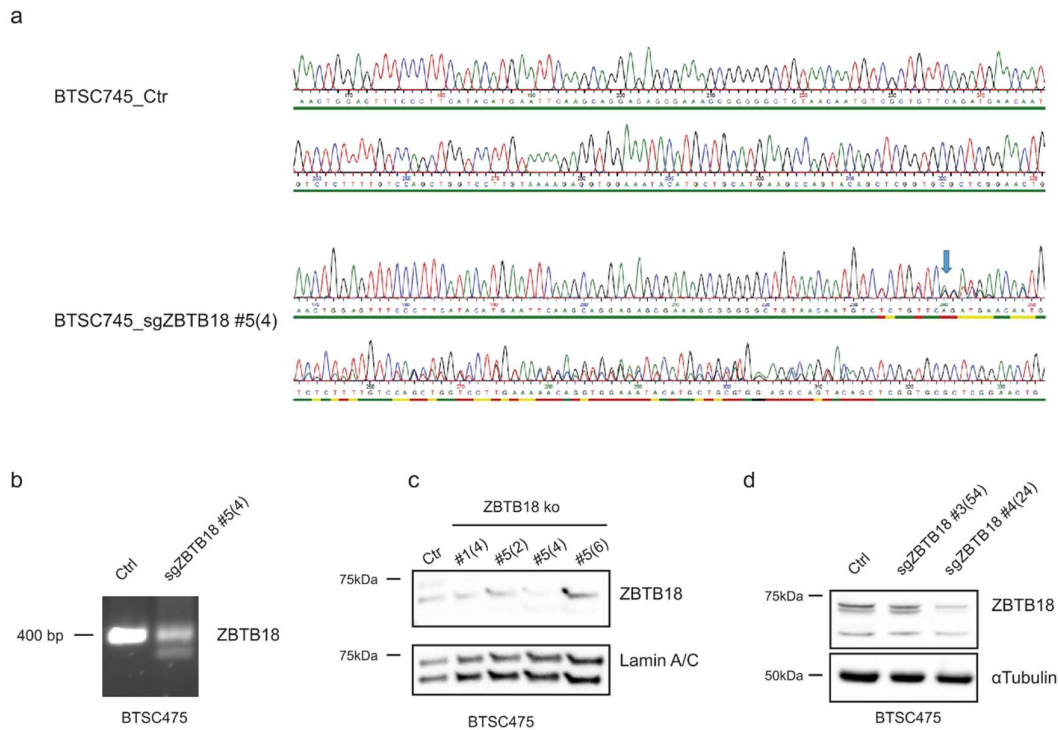

**Supplementary Figure 6. Analysis of ZBTB18 knockout in BTSC475.** (a) Electropherograms showing alteration of the *ZBTB18* locus upon CRISPR/Cas9 knockout with sgZBTB18#5 (clone 4). The *ZBTB18* locus of BTSC475-ctr is shown as reference. The mutated site is indicated by an arrow. (b) PCR analysis of *ZBTB18* locus in BTSC475-Ctr and BTSC475-sgZBTB18#5 (clones 4), surrounding the sgZBTB18#5. (c) Western blot analysis of ZBTB18 expression in nuclear extracts from BTSC475 Ctrl and in various clones of BTSC475 transduced with sgZBTB18#1 and #5. The sgZBTB18#5(4) is highlighted in bold. Lamin A/C is used as nuclear control. (d) Western blot analysis of ZBTB18 expression in total extracts from BTSC475 Ctrl and in two clones of BTSC475 transduced with sgZBTB18#3 and #4 as previously described <sup>1</sup>. The sgZBTB18#4(24) is highlighted in bold.  $\alpha$ Tubulin is used as a loading control.

Supplementary Figure 7

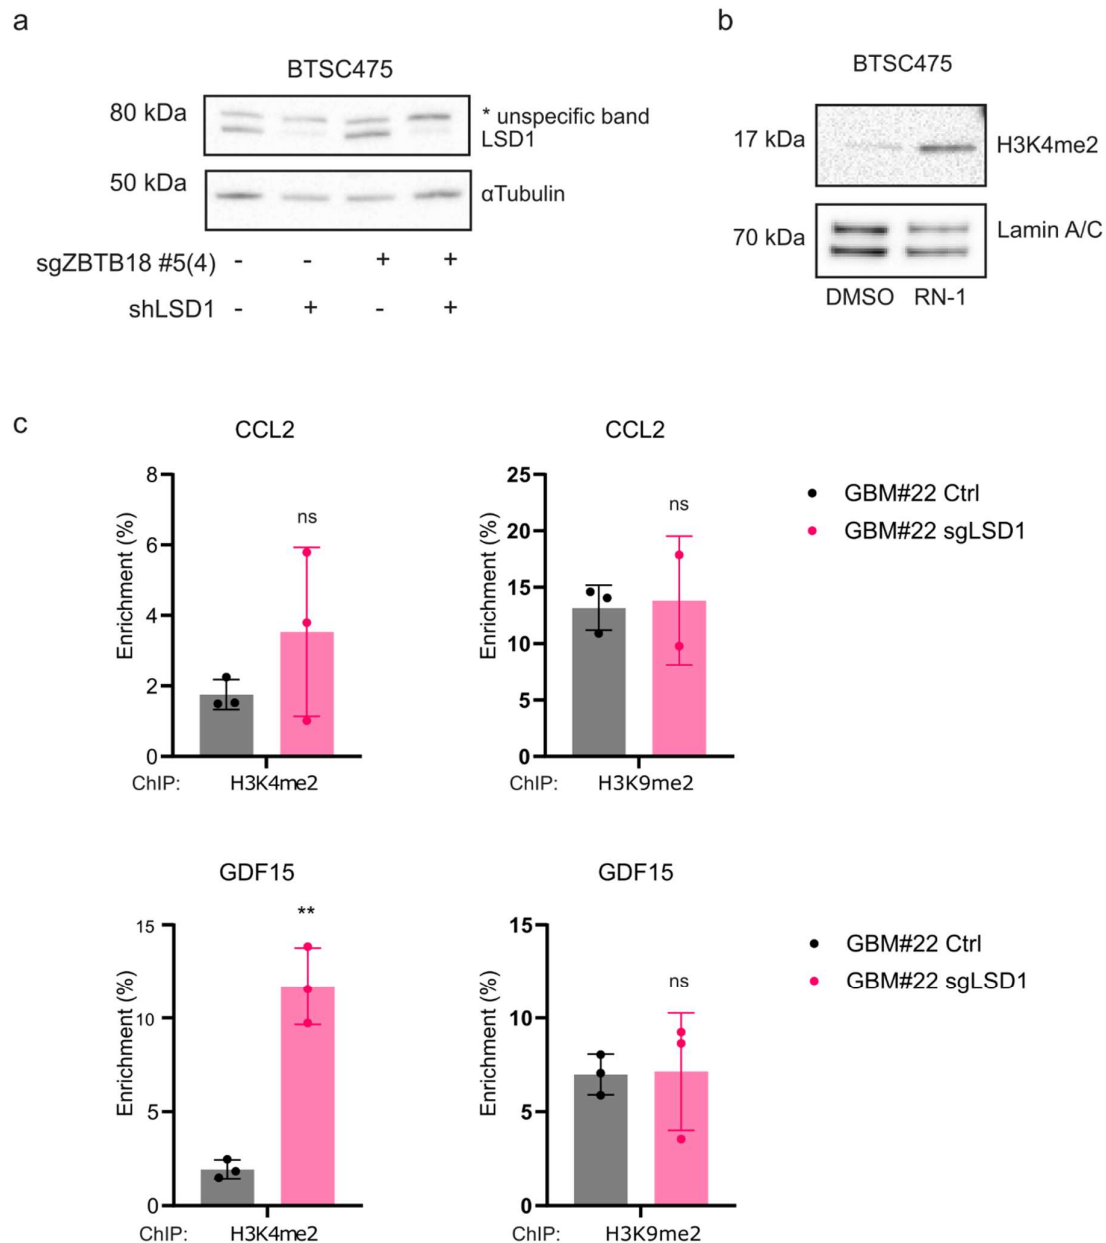

**Supplementary Figure 7. LSD1 knockout affects H3K4me2 at the GDF15 promoter.** (a) Western blot analysis of LSD1 expression in BTSC475 transduced as indicated.  $\alpha$ Tubulin is used as a loading control. (b) Western blot analysis of H3K4me2 mark upon treatment with the LSD1 inhibitor RN-1. (c) Enrichment of H3K4me2 and H3K9me2 ChIP at the *CCL2* (upper panels) and *GDF15* (lower panels) promoters, in GBM#22 sgLSD1. Graphs show the average q-RT PCR results of three independent ChIPs expressed in % input as indicated. Error bars  $\pm$  s.d.; \* $P < 0.05$  by a t test.

Supplementary Figure 8

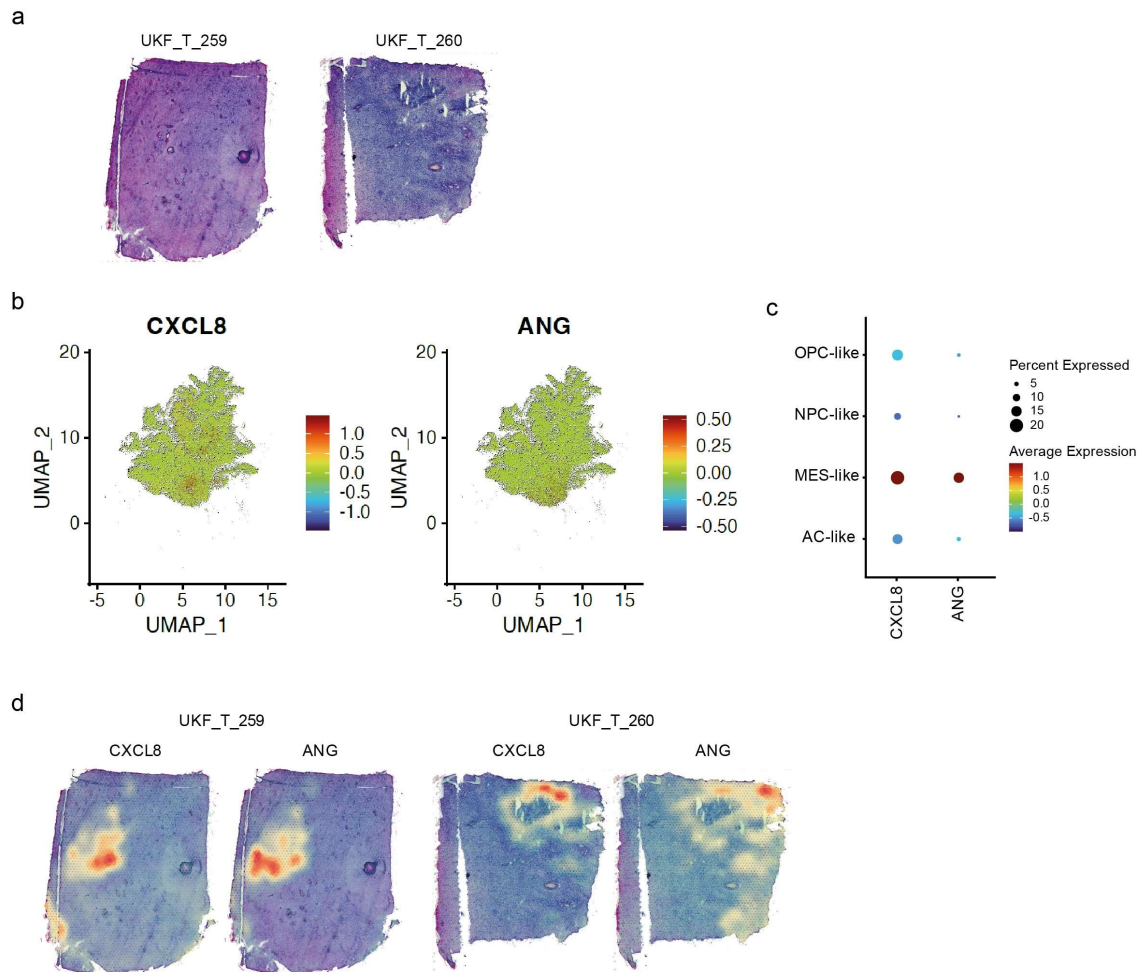

**Supplementary Figure 8. ANG and CXCL8 and ZBTB18 are complementary expressed within GBM subtypes.** (a) Reference micrographs for the stRNA spatial localization analysis shown in Figure 2D. (b) UMAP plot of *CXCL8* and *ANG* expression within the neoplastic population. The color bar represents the expression levels represented. (c) Dotplot visualization of the enrichment of *CXCL8* and *ANG* expression within neoplastic cell transcriptional programs. (d) stRNA visualization of the spatial localization of *CXCL8* and *ANG* expression in two independent GBM sections.

Supplementary Figure 9

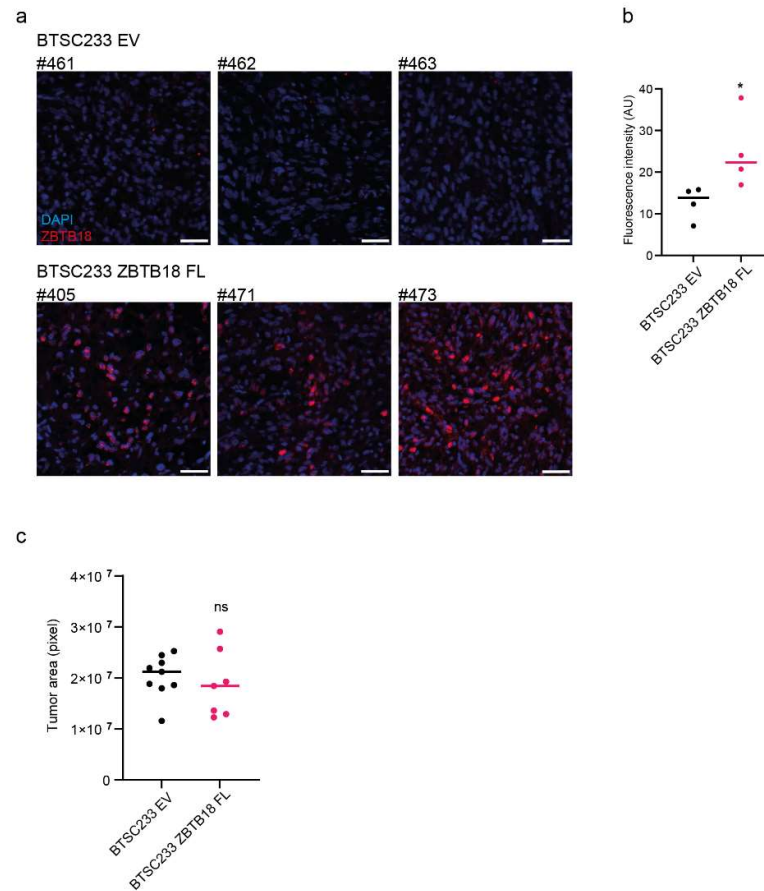

**Supplementary Figure 9. ZBTB18 expression and tumor size measurement in BTSC233 EV or BTSC233 ZBTB18 FL xenografts** (a) Representative micrographs of mouse brain sections with tumors derived from BTSC233 EV or BTSC233 ZBTB18 FL xenografts and stained with ZBTB18 rabbit polyclonal; scale bar: 50  $\mu$ m. (b) Quantification of the immunostaining shown in (a); n=4 biological replicates; \*P < 0.05 by a t test. (c) Quantification of tumor derived from BTSC233 EV or BTSC233 ZBTB18 FL xenografts based on H&E staining (representative staining were shown in <sup>2</sup>. n=9 (EV) and n=7 (ZBTB18-FL) biological replicates; ns (not significant).

Supplementary Figure 10

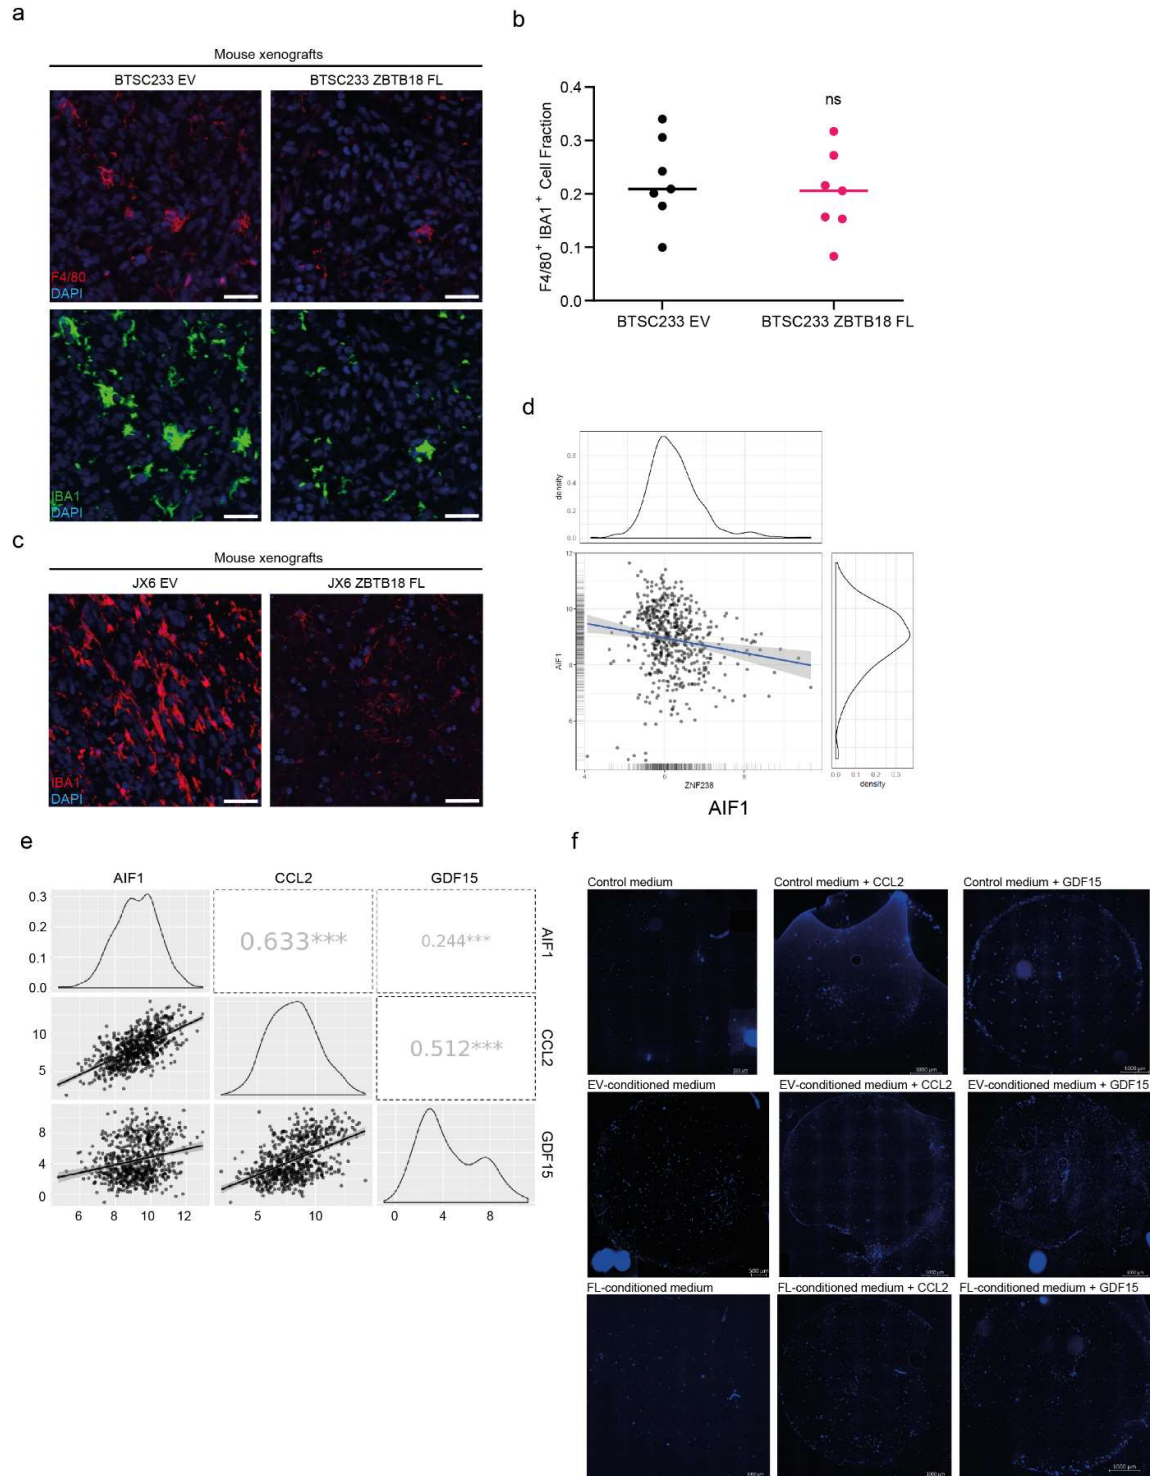

**Supplementary Figure 10. ZBTB18 expression in GBM cells impairs the GAM recruitment.** (a) Representative micrographs of mouse brain sections with tumors derived from BTSC233 EV or BTSC233 ZBTB18 FL xenografts and stained with F4/80 antibody (top panels) or IBA1 antibody (bottom panels); scale bar: 50  $\mu$ m. (b) Quantification of the F4/80<sup>+</sup>, IBA1<sup>+</sup> cell fraction in mouse brain sections represented in (a). (c) Representative micrographs of mouse brain sections with tumors derived from

JX6 EV or JX6 ZBTB18 FL xenografts and stained with IBA1 antibody; scale bar: 50  $\mu\text{m}$ . (d) Pearson correlation analysis between *ZBTB18* and AIF1 or *ANG* expression in the TCGA\_GBM dataset.  $r=-0,39$ ;  $p=e-9,68$ . (e) Multiple Pearson correlation analysis between *AIF1*, *CCL2* and *GDF15*, expression in the TCGA\_GBMLGG dataset. Lower diagonal: scatter plot with regression line; middle diagonal: density plot; upper diagonal: Pearson correlation coefficient with significance: \*\*\* < 0.001. (f) Representative micrographs of invading microglia corresponding to the analysis shown in Figure 4f.

Supplementary Figure 11

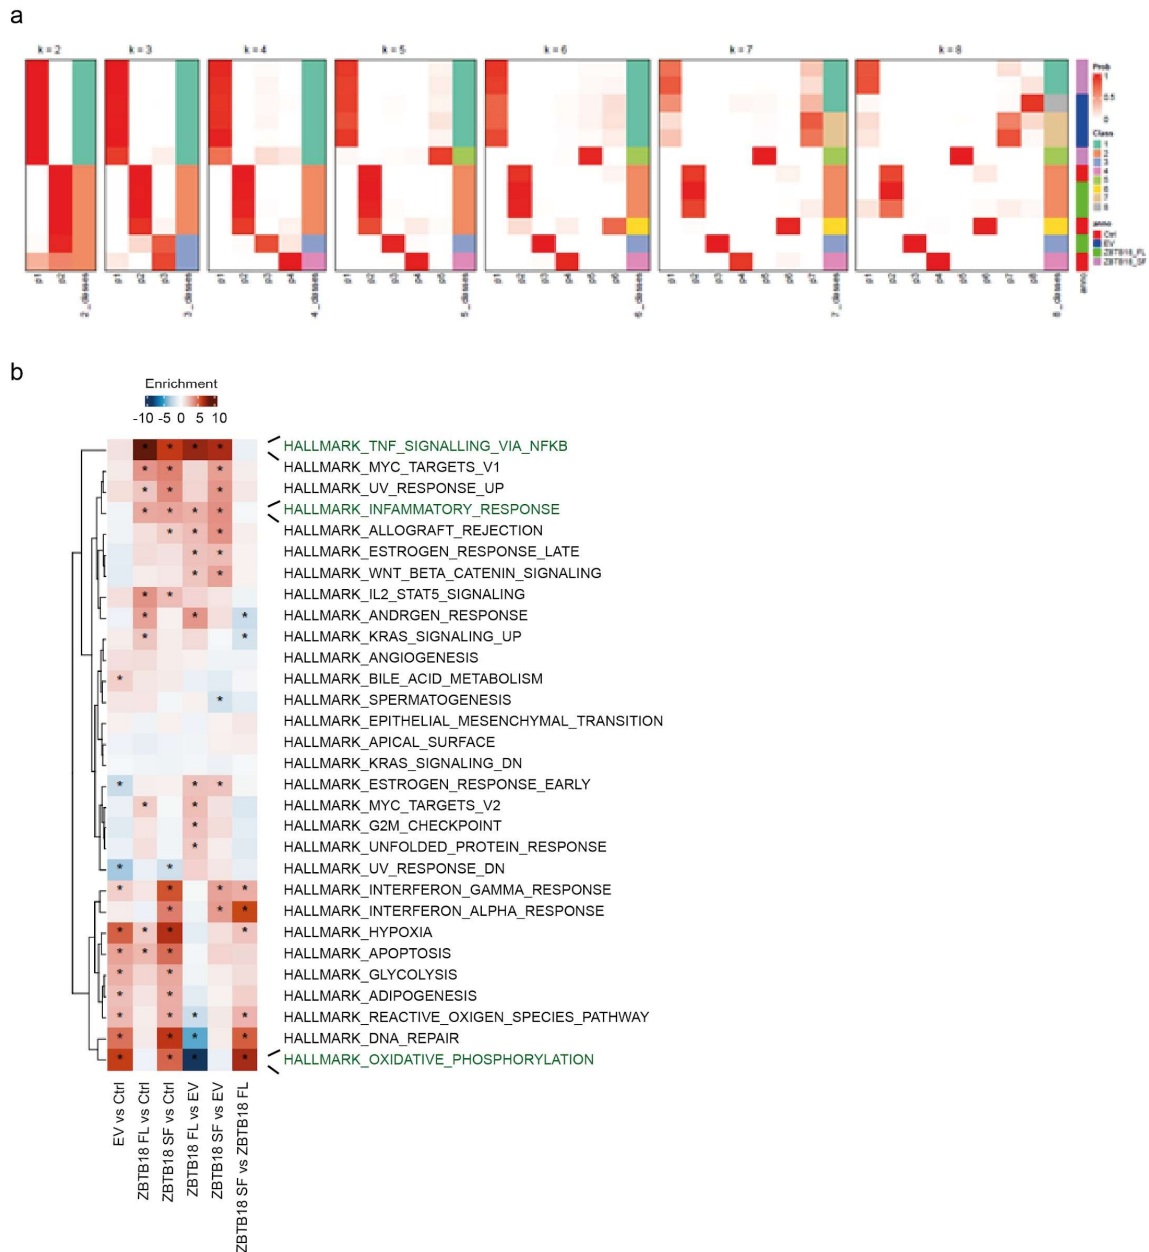

**Supplementary Figure 11. ZBTB18 expression in GBM cells induces a shift in microglia commitment.** (a) Consensus clustering portioning using skmeans (spherical k-means clustering) clustering on top 1, 5, 10, 25, 50 and 75% genes based on ATC with 100 repetitions. (b) Heatmap showing the up-or down-regulated hallmark signatures, analyzed by GSEA. Signatures related to the inflammatory response and oxidative phosphorylation are highlighted. Significant regulated signatures in the different group comparisons are highlighted with an asterisk (adj. p value < 0.05).

Supplementary Figure 12

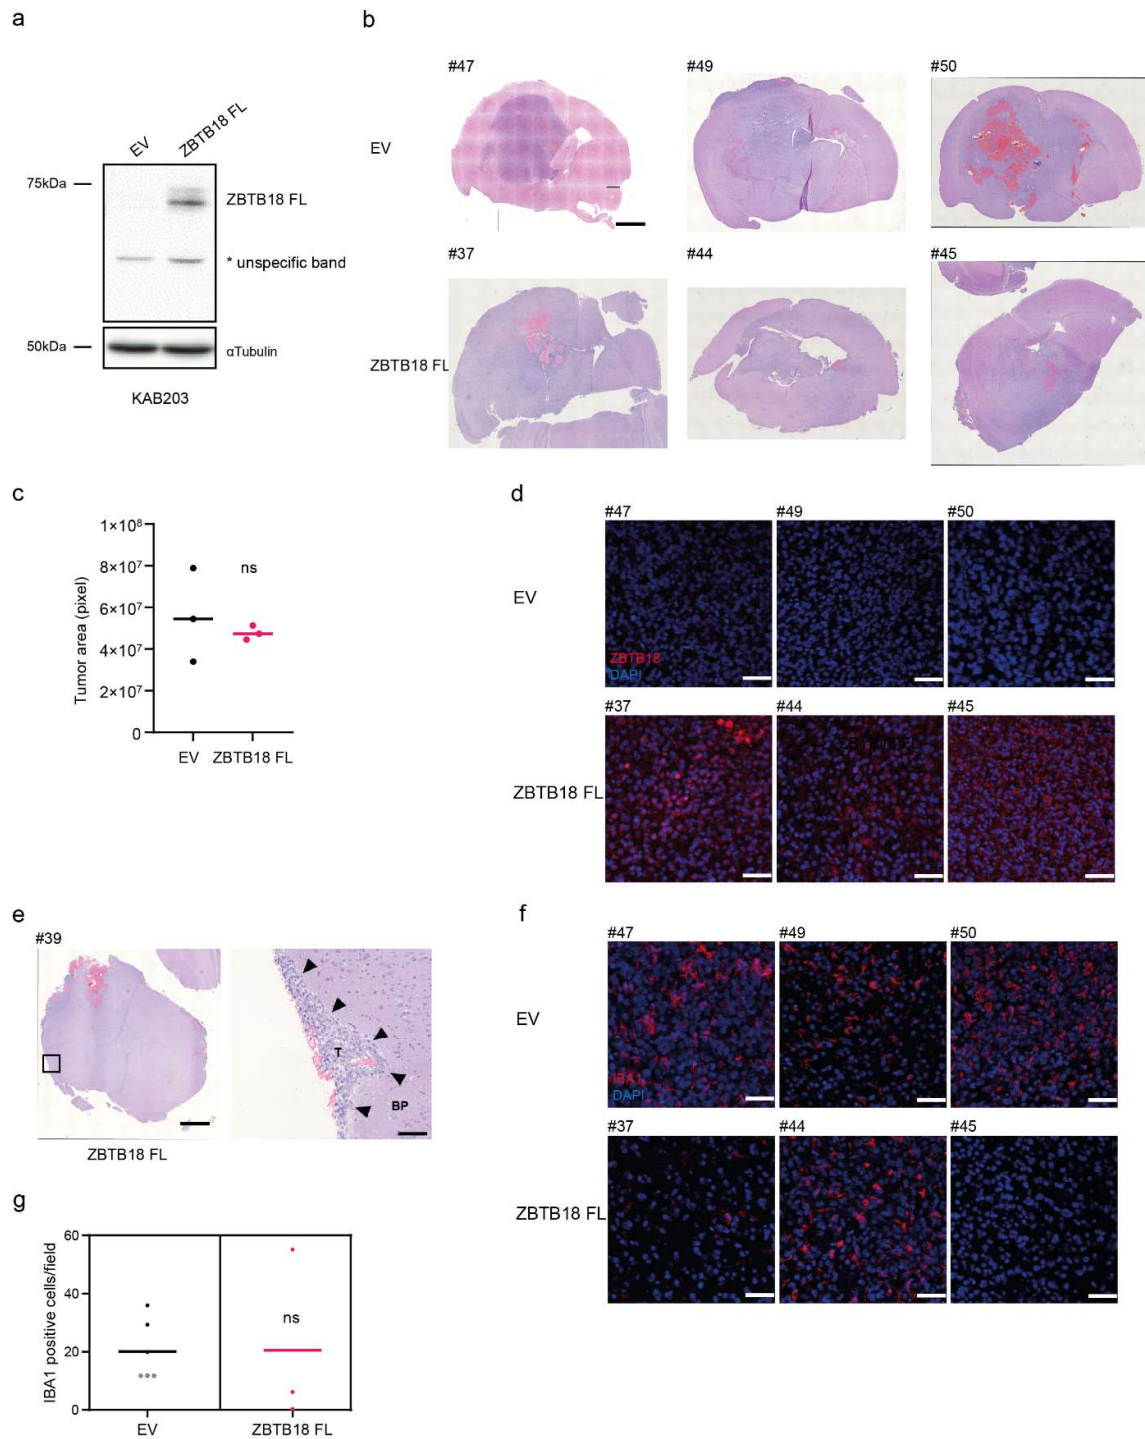

**Supplementary Figure 12. ZBTB18 affects MHCII expression in microglia *in vivo*.**  
(a) Western blot showing ZBTB18 FL expression in KAB203 cells transduced with control (EV) or ZBTB18 FL-expressing lentivirus. (b) Microphotographs of H&E-stained brain sections derived from C57BL/6 mice injected with KAB203 cells (transduced with

EV or ZBTB18 FL). Images were selected from tumors, which showed comparable characteristics in terms of size and location; scale bar: 1 mm. (c) Quantification of the area of the brain sections shown in (b); n=3. (d) Representative micrographs of mouse brain sections with tumors derived from KAB203 (transduced with EV or ZBTB18 FL) syngeneic mice and stained with ZBTB18 antibody; scale bar: 50  $\mu$ m. (e) Representative H&E-stained brain section derived from KAB203-ZBTB18 injected mice, showing the presence of tumor cells along the meninges; scale bar: 1 mm. In the inset (scale bar 50  $\mu$ m) the meninges are indicated by arrow heads. T= tumor, NB= brain parenchyma. (g) Representative micrographs of mouse brain sections with tumors derived from KAB203 (transduced with EV or ZBTB18 FL) syngeneic mice and stained with IBA1 antibody; scale bar: 50  $\mu$ m. (h) Quantification of the immunostaining shown in (f); n=6 (EV), n=3 (ZBTB18 FL) biological replicates; \*P < 0.05 by a t test. Dark dots correspond to the samples shown in (b) and (c).

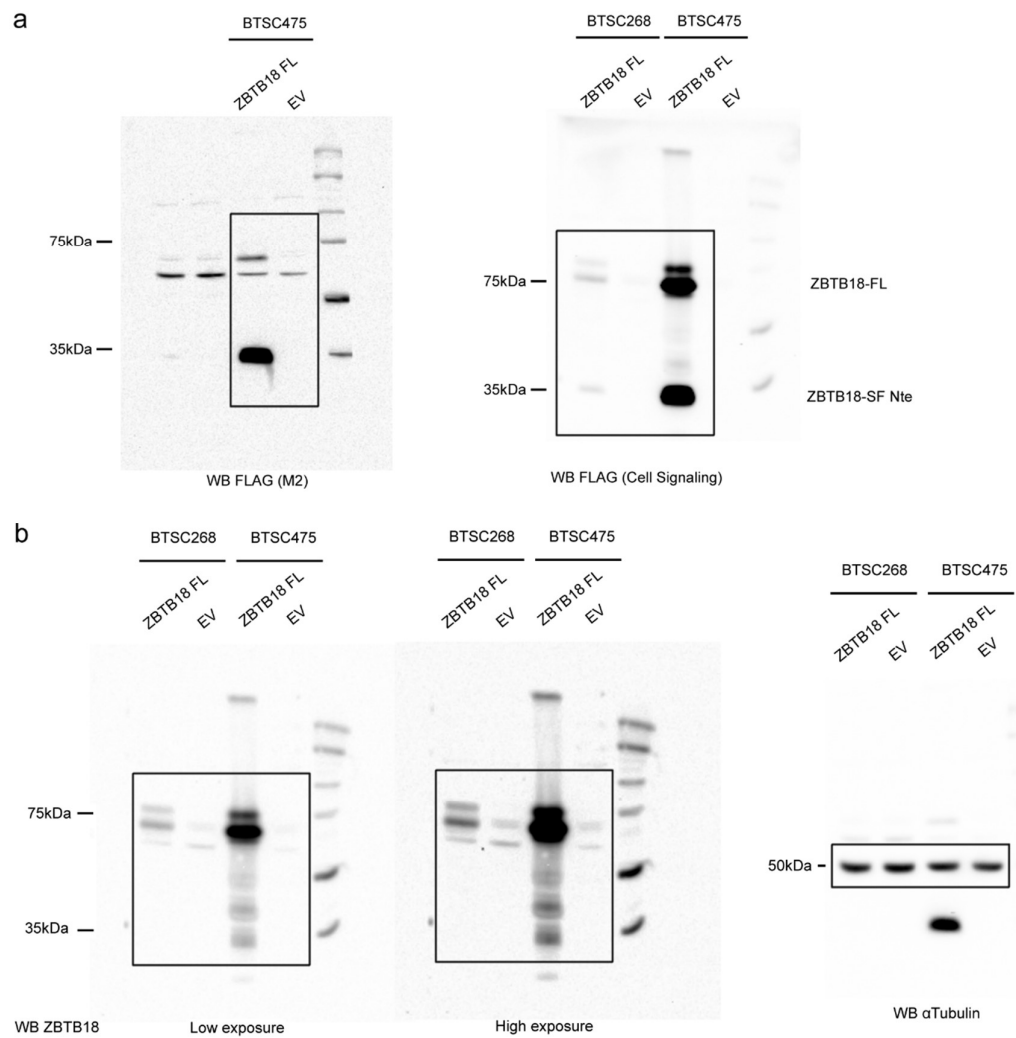

Supplementary Figure 14

Uncropped blots

Supplementary Figure 6b

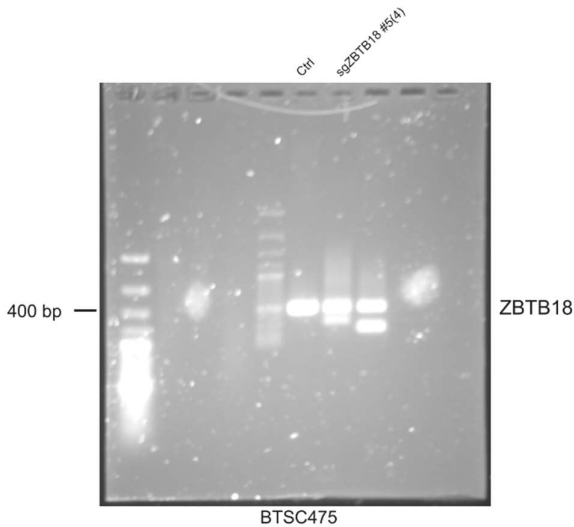

Supplementary Figure 6c

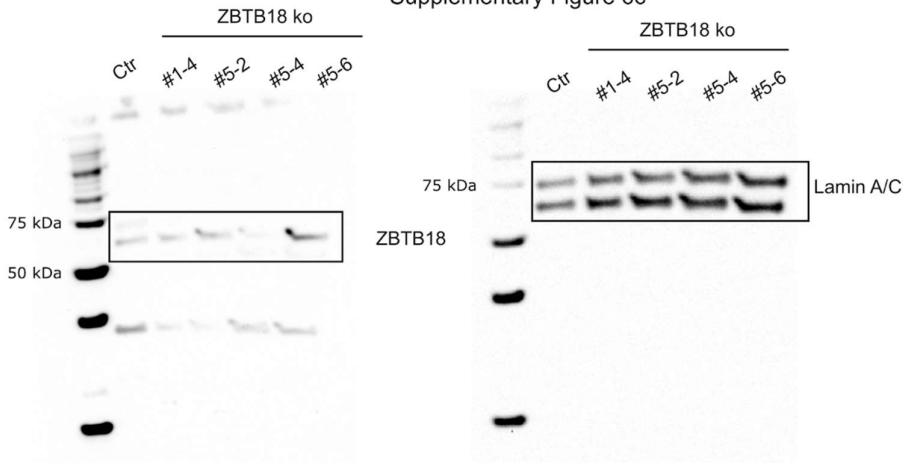

Supplementary Figure 6d

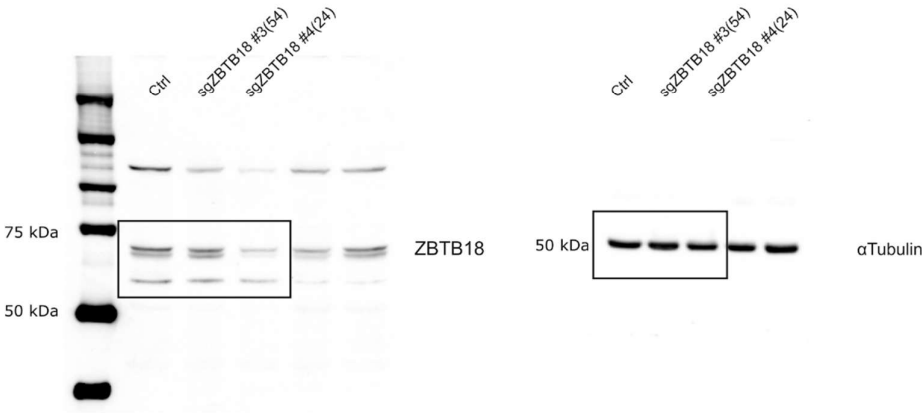

Supplementary Figure 14

Uncropped blots

Supplementary Figure 7a

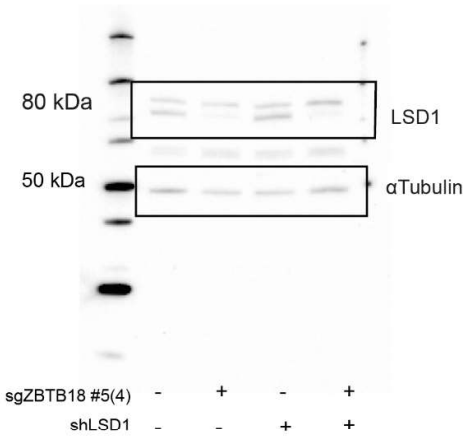

Supplementary Figure 7b

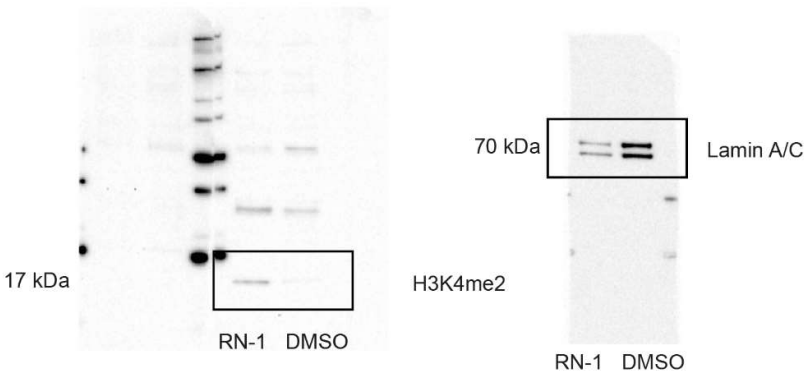

Supplementary Figure 12a

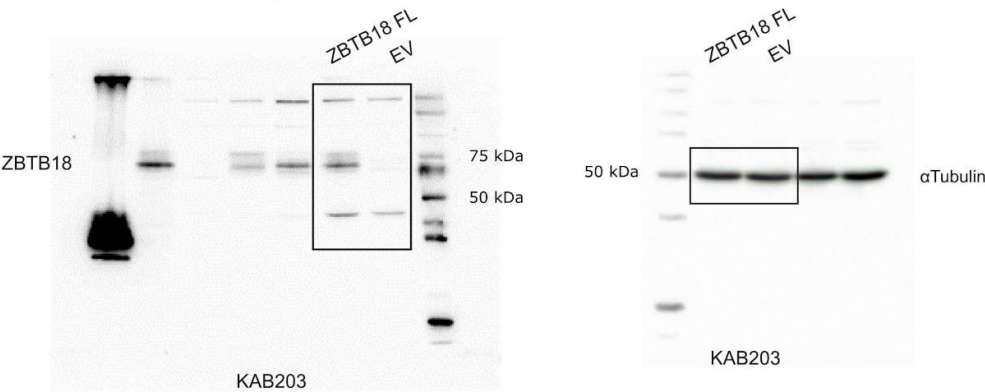

### Supplementary references

1. Ferrarese R, *et al.* ZBTB18 inhibits SREBP-dependent lipid synthesis by halting CTBPs and LSD1 activity in glioblastoma. *Life Sci Alliance* **6**, (2023).
2. Fedele V, *et al.* Epigenetic Regulation of ZBTB18 Promotes Glioblastoma Progression. *Mol Cancer Res*, (2017).

# Supplementary material for: ZBTB18 regulates cytokine expression and affects microglia/macrophage recruitment and commitment in glioblastoma
**Source:** Commun Biol. 2024 Nov 8;7:1472. doi: 10.1038/s42003-024-07144-y
**Supplement:** Supplementary file 5 — reporting summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Long read bulk sequencing data were collected using the MinKNOW software.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Data analysis   | For RNAseq the following open sources software and code were used: FastQC (Andrews S. FastQC: a quality control tool for high throughput sequence data, from the web), Trimmomatic (v0.38) 1and STAR aligner.<br>For long read RNAseq the SpotON Flow Cell and MinKNOW software (Oxford Nanopore Technologies, Oxford, United Kingdom) were used. Basecalling was performed by Albacore implemented in the nanopore software.<br>Differential gene-expression analysis was performed using the limma (v3.54.0) R (v4.2.2) package. Altered pathways were identified using the Generally Applicable Gene-set Enrichment (GAGE) (v2.48.0) R package with the MSigDB gene-set repository as reference. transcription factor and pathway activity analyses using decoupleR (v2.5.3) 7 with Dorothea 8and Progeny 9 knowledge bases respectively.<br>Mapping of long read bulk sequencing data to scRNA was performed using Combat_seq model and DESeq2. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Microglia and BTSC RNA-seq data have been deposited at GEO and are publicly available as of the date of publication. GEO accession numbers: GSE227722 (microglia) and GSE247079 (BTSC268 and BTSC475). Gene expression array in BTSC233 (GSE97347), JX6 (GSE97349) and SNB19 cells (GSE138890) have been previously described (Fedele et al., 2017; Masilamani et al., 2016).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                             |
|--------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | Patient-derived samples were chosen to contain a similar number of male and females. The role of the patient sex in the results could not be ruled out given the limited number of samples. |
| Reporting on race, ethnicity, or other socially relevant groupings | Information on race, ethnicity or other socially relevant groupings was not collected.                                                                                                      |
| Population characteristics                                         | Samples were obtained from patients with diagnosis of Glioma, grades I, II, III and IV. Patients male and females in the range between 2 and 74.                                            |
| Recruitment                                                        | Department of Neurosurgery of the University Medical Center Freiburg (Freiburg, Germany)                                                                                                    |
| Ethics oversight                                                   | University Medical Center Freiburg (Freiburg, Germany)                                                                                                                                      |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------|
| Sample size     | We considered a minimum of three biological replicates for performing a statistical analysis. |
| Data exclusions | There was no data exclusion.                                                                  |
| Replication     | Only experiments that could be reliably repeated were included in the study.                  |
| Randomization   | Samples were allocated into different groups randomly.                                        |
| Blinding        | When possible, the investigator was blinded to group allocation when performing the analysis. |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                |
|-------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).                                                                                                                                                |
| Research sample   | State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source. |

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sampling strategy | <i>Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed.</i> |
| Data collection   | <i>Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.</i>                                                                                            |
| Timing            | <i>Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.</i>                                                                                                                                                                                                                                                                                                                                     |
| Data exclusions   | <i>If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i>                                                                                                                                                                                                                                                                |
| Non-participation | <i>State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.</i>                                                                                                                                                                                                                                                                                               |
| Randomization     | <i>If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.</i>                                                                                                                                                                                                                                                                         |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|--------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description        | <i>Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.</i>                                                                                                                                                                                                                                         |
| Research sample          | <i>Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i>, all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source.</i> |
| Sampling strategy        | <i>Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.</i>                                                                                                                                                                                      |
| Data collection          | <i>Describe the data collection procedure, including who recorded the data and how.</i>                                                                                                                                                                                                                                                                                                                                                                       |
| Timing and spatial scale | <i>Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken</i>                                                                                                                                                      |
| Data exclusions          | <i>If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i>                                                                                                                                                                                                                                                      |
| Reproducibility          | <i>Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.</i>                                                                                                                                                                                                                |
| Randomization            | <i>Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.</i>                                                                                                                                                                                                                                                     |
| Blinding                 | <i>Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.</i>                                                                                                                                                                                                                                                                          |

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

|                        |                                                                                                                                                                                                                                                                                                                                       |
|------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field conditions       | <i>Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).</i>                                                                                                                                                                                                                      |
| Location               | <i>State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).</i>                                                                                                                                                                                         |
| Access & import/export | <i>Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).</i> |
| Disturbance            | <i>Describe any disturbance caused by the study and how it was minimized.</i>                                                                                                                                                                                                                                                         |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

The following antibodies were used:  
 anti-ZBTB18 antibody (Abcam #ab118471), lot GR3369487-2;  
 anti-Lamin A/C antibody (Cell Signaling #4777), clone 4C11,5;  
 anti-alpha Tubulin (Abcam, #ab7291), clone DM1A;  
 anti-IBA1 rabbit monoclonal (Abcam, #ab178846), clone EPR16588. Lot GR3235737-4;  
 anti-ZBTB18 rabbit polyclonal Proteintech, (#12714-1-AP), lot 00018520;  
 anti-F4/80 rat monoclonal (Invitrogen, MA1-91124), clone A3-1, lot XJ3737322;  
 anti-MHC Class II rabbit polyclonal (Invitrogen, PA5-116876), lot YC3854371B;  
 anti-HA (Abcam, #18181), clone HA.C5;  
 anti-FLAG mouse monoclonal (Sigma #F1804, clone M2), lot 085M4774V;  
 anti-H3K4me2 rabbit polyclonal (Cell Signaling #9725), lot 13;  
 anti-GDF15 (Sigma, #AMAb90687), lot 02600;  
 anti-CCL2 (Bio-Techne), clone 23007, lot Ju1423081  
 anti GDF15 (Bio-Techne), clone 147627, lotUDC1122111;  
 anti-LSD1 (santa Cruz), SC-54875, lot I1415.

### Validation

All antibodies were tested by the manufacturers for the applications mentioned in our study.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

Patient-derived glioblastoma stem cells-like (BTSC233, BTSC268 and BTSC475) were generated in our laboratory in accordance with an Institutional Review Board-approved protocol. The patient-derived JX6 GBM xenoline was previously described (Fedele et al., 2017; Masilamani et al., 2016). Patient-derived glioblastoma stem cells-like GBM#22 sglSD1#1 were previously described (Faletti et al., 2021; Ferrarese et al., 2023). Human immortalized microglia (ABM-T0251; Applied Biological Materials). SNB19 and HEK293T were obtained from ATCC.

### Authentication

SNB19 have been authenticated on 3/2/2017 and on 11/26/19 (SNB19 and HEK293T) by PCR-single-locus-technology (Eurofins Medigenomix).

### Mycoplasma contamination

All the cells were mycoplasma free.

### Commonly misidentified lines (See [ICLAC](#) register)

SNB-19 (ATCC CRL-2219) was reported to have a STR pattern identical to that for GBM cells U-373 MG (ATCC HTB-17). Since we did not compare SNB19/U-373 to other established glioblastoma cell lines, this does not affect our results. Moreover, SNB19/U-373 cells were used only for limited experiments since we validated and expanded our findings in primary GBM-derived cells.

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Female 6 weeks old NOS/SCID mice (from Fedele et al., 2017); female 6 weeks old C57BL/6 mice

|                         |                                                  |
|-------------------------|--------------------------------------------------|
| Wild animals            | N/A                                              |
| Reporting on sex        | N/A                                              |
| Field-collected samples | N/A                                              |
| Ethics oversight        | The study was approved by the local authorities. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

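RNA from SV40-immortalized human microglia was sequenced in 12 libraries, 3 each from cells in plain medium (Ctrl) and from cells given the medium of BTSC233 glioblastoma stem-like cells with empty vector (EV), full-length ZBTB18 (ZBTB18 FL) or its N-terminal short form (ZBTB18 Nte-SF). The authors deposited one table of counts of reads per gene, as whole numbers and without normalization, for 17190 genes. Every column was assigned to a condition and replicate by its own label, and 0 columns were left unused. The paper's methods describe PCR-amplified cDNA, barcoding, 2 nanopore flow cells and base calling with Albacore, followed by exclusion of genes without a count in at least 50% of the libraries and scaling by library size and TMM. Its reporting summary names limma, GAGE on MSigDB sets, and decoupleR with DoRothEA and PROGENy. The paper's text does not name the aligner, the counting tool or the genome build used for these reads, nor which library ran on which flow cell. The deposited table holds counts before the exclusion of genes, with 2400 genes that have a count in 1 library only.

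From the counts, genes with a count in at least 6 of the 12 libraries were kept (10686) and scaled with TMM factors. All 6 comparisons between the 4 groups were made with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, in one model of the 12 libraries without covariates, with Benjamini-Hochberg adjustment over genes and a threshold of 0.05. CPM values are counts scaled by the TMM-adjusted library size. The standard error of a log2 fold change was approximated as its size divided by the square root of the F statistic. The spread in the text is the SD over the 3 libraries of a group. A gene with 3 counts or fewer in every library of a group was taken as at the floor there. Its fold change is given only as a lower bound against the floor, or not at all when both groups are at the floor.

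Gene lists were written by hand without MSigDB, which was not used here. They cover oxidative phosphorylation, TNF and NF-κB signaling, the inflammatory response, DNA repair, the androgen response, MYC targets, G2/M and proliferation, hypoxia, interferon-stimulated genes, MHC class II and mitochondrially encoded genes. No mitochondrially encoded gene had a tested member, so 10 of the 11 lists were tested with camera (limma 3.58.1, preset correlation 0.01) and adjusted over these 10. Further lists hold markers of microglia, fibroblasts and glioblastoma cells, the genes named in the paper's text, those labeled in Fig. 6a and the targets labeled in Fig. 8b. Activities from DoRothEA, PROGENy, GAGE or the published microglia signatures were not computed here. The genes named in the text are those the paper names or labels, the MHC class II genes, and the 3 genes with the smallest p in each direction between ZBTB18 FL and EV among those past the threshold whose libraries did not overlap.

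Principal components were computed on log2 CPM (prior count 2), with each gene centred and scaled. Separation of groups was tested by exact permutation of the libraries. Spherical k-means clustering with 2, 3 and 4 clusters used the 1, 5, 10, 25, 50 and 75% of genes with the highest mean absolute correlation with other genes, 100 repetitions on 80% of the genes each, and 10 starts per run.

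The sample groups, tests, gene lists, rule for naming genes and most alternatives were set before the data were examined. These alternatives were the size factors of DESeq2 1.42.0, library size alone, upper quartile factors, no filter on low counts, a filter of 10 counts in 3 libraries, the DESeq2 Wald test, limma-voom, limma-trend, a fit of only the groups compared, a replicate block, log2 library size as a covariate, thinning to the smallest library, leaving out each library, and fry or an estimated correlation for the lists. After the data were seen, alternatives were added that remove each library's trend with transcript length or GC content (loess, span 0.5), divide counts by their common factor, leave single libraries out of the principal components, separations, clusters and labeled targets, and recompute the labeled targets under the settings of the lists.

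Gene positions, transcript numbers, lengths and GC content come from GENCODE release 29 on GRCh38, used with Python 3.11.15. Of the genes in the table, 16810 (97.8%) were matched to it by current or older symbol. Since the build behind the counts is not named in the paper's text, positions describe the gene and not the counting. Replicates of one group differed with a chi-square per degree of freedom of 4.41 to 18.1, which does not show whether they are separate cultures or repeat runs, since amplified reads can exceed sampling noise in either case. They were treated as 3 replicates, as their labels give them.

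The tests were checked on simulated counts drawn from these libraries, in which 200 genes were changed. The changed genes were taken only from the more abundant ones, so recovery for genes with few counts was not simulated. With 3 libraries per group edgeR recovered 9 of 100 genes changed 2-fold and 55 of 100 changed 4-fold, with 1 false call among 10060 unchanged genes. In the same simulation limma-voom recovered 11 and 51 with 2 false calls, limma-trend 11 and 56 with 2, and the DESeq2 Wald test 23 and 78 with 10. In counts simulated independently for each gene, camera gave a p of 3.74e-07 for a list of 60 genes shifted 1.5-fold. Of 50 random lists, 0 had a p under 0.05. Such counts hold no correlation between genes, so they do not check the preset correlation of 0.01 or the p-values of the lists. At 424882 to 651826 counts per library, most 2-fold changes of single abundant genes were therefore below what the test detects. A 1.5-fold shift shared by a list of 60 genes was detectable in these independent counts, and smaller lists or shifts were not simulated.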

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

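The interferon-stimulated list was fixed before its values were seen, but the tests of transcript length, GC content, library size and other splits on it, and those on single genes, were chosen only after the result was seen.

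Interferon-stimulated genes, which the paper's text does not discuss, were higher in EV-conditioned than in Ctrl microglia. Of 57 listed genes 24 were tested and 16 were higher, with a median log2 fold change of 0.503 (camera on the edgeR counts, adjusted p = 0.00946), or 0.60 with genes at the floor set to their bounds. The list median in each library was 0.25 ± 0.31 (SD, n = 3) in EV (−0.10 to 0.46) and −0.22 ± 0.22 (SD, n = 3) in Ctrl (−0.45 to −0.02), so the groups overlapped. For single genes 0 passed over all genes, 1 passed when adjusted over the list alone and 6 had an unadjusted p under 0.05. The list held 0.0244 to 0.0752% of the counts of a library, its most abundant gene had a mean of 118 CPM, and 1 of its genes had at least 10 counts in every library. It shares 3 genes with other lists. Against technical explanations, the adjusted p was 0.00923 with the transcript length trend removed, 0.00899 with the GC content trend removed and 0.00429 with all libraries thinned to the smallest total. Of the 10 splits of the 6 libraries, 1, the real one, gave an adjusted p as small, and 1 of the 9 others passed the threshold (0.0299). A design of 3 against 3 cannot give a smaller share, so a chance split of the libraries and the conditioned medium cannot be told apart. For the interferon-stimulated list, EV vs Ctrl, the call was lost without EV replicate 1 (median 0.29, adjusted p = 0.0959) and without EV replicate 2 (0.46, 0.0546), without a filter (0.43, 0.0917), with log2 library size as a covariate (0.37, 0.066) and with an estimated correlation (adjusted p = 0.143), in a range from 0.00429 over the alternatives, and it held under fry (0.038). The median was 0.83 without Ctrl replicate 1 and 0.96 without Ctrl replicate 2. An effect of the glioblastoma medium, which the design names, stays open and was not tested apart from these.

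The same list was higher in ZBTB18 Nte-SF-conditioned than in Ctrl microglia. The median was 0.602, with 16 of 24 genes higher (camera on the edgeR counts, adjusted p = 0.0165), or 0.35 with genes at the floor set to their bounds. All ZBTB18 Nte-SF libraries (0.10 to 0.41) lay above all Ctrl libraries. For single genes 0 passed over all genes, 1 passed when adjusted over the list alone and 4 had an unadjusted p under 0.05. The adjusted p was 0.0114 with the length trend removed, 0.0185 with the GC content trend removed and 0.0103 after thinning, which argues against each of these as the whole cause. Among the 10 splits of the 6 libraries 1, the real one, had an adjusted p as small, and 1 of the 9 others passed (0.0183). For the interferon-stimulated list, ZBTB18 Nte-SF vs Ctrl, it was lost without Ctrl replicate 2 (median 0.46, adjusted p = 0.0525) and without ZBTB18 Nte-SF replicate 2 (0.38, 0.0762), without a filter (0.37, 0.0855), in a fit of only these groups (0.44, 0.0518), with log2 library size as a covariate (0.19, 0.2) and with an estimated correlation (adjusted p = 0.118), in a range from 0.00436, and it held under fry (0.0352). In ZBTB18 FL against Ctrl the median was 0.00 (adjusted p = 0.149), and ZBTB18 Nte-SF against ZBTB18 FL gave 0.22 (adjusted p = 0.319), so a difference between the conditioned groups was not shown. Both comparisons use the same Ctrl libraries and are not independent of each other.

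Single genes that the paper's text does not name also lay above Ctrl in edgeR's quasi-likelihood test. In EV there was 1, MT2A, with 161 ± 23.0 CPM (SD, n = 3) against 22.8 ± 11.9 (SD, n = 3), a log2 fold change of 2.796 (standard error 0.43, edgeR adjusted p = 0.0384). In ZBTB18 FL there was 1, ST7, with 217 ± 31.7 CPM (SD, n = 3) against 41.3 ± 5.59 (SD, n = 3), a log2 fold change of 2.39 (standard error 0.32, edgeR adjusted p = 0.0179). In ZBTB18 Nte-SF there were 4. IER2 rose from 19.2 ± 3.34 to 98.5 ± 25.7 CPM (log2 fold change 2.35, standard error 0.40, edgeR adjusted p = 0.0432), with counts that are all multiples of 2. BLVRA rose from 22.1 ± 2.84 to 132 ± 43.2 CPM (log2 fold change 2.57, standard error 0.45, edgeR adjusted p = 0.0441). HSPB1 had 0 counts in all Ctrl libraries and 70.2 ± 40.4 CPM (SD, n = 3), and NSD2 at most 1 count in a Ctrl library and 41.3 ± 21.1 CPM (SD, n = 3), with edgeR adjusted p of 0.0432 and 0.0438. These genes were chosen after their values were seen. In EV against Ctrl 2 genes in all passed, and among the 10 splits 1, the real one, gave as many. ZBTB18 FL against Ctrl gave 1 gene, and 2 of the 10 splits gave as many, 1 of the others with 49. ZBTB18 Nte-SF against Ctrl gave 8 genes, 5 higher and 3 lower, and 1 of the 10 splits, the real one, gave as many. The lower genes were CGA (log2 fold change −3.18), C3orf14 (−2.01) and TMCO1 (−1.13), each at an edgeR adjusted p of 0.0432. Without Ctrl replicate 3, 42 genes differed in EV and 68 in ZBTB18 Nte-SF, and without some other libraries 0 did, so single libraries decide these counts. ST7 kept its call with the transcript length trend removed (log2 fold change 2.41, adjusted p = 0.0189), with the GC content trend removed (2.40, 0.0195) and after thinning for library size (2.41, 0.0114), which argues against each as its whole cause. MT2A kept its call with the GC content trend removed (2.53, adjusted p = 0.0442) and after thinning (2.79, 0.0391), which argues against these 2 in the same way, and lost it with the length trend removed (2.43, 0.0695). Of the 4 genes in ZBTB18 Nte-SF, 2 kept their call with the transcript length trend removed (HSPB1 and NSD2), 0 with the GC content trend removed and 1 after thinning for library size (HSPB1). The log2 fold change of IER2 was 1.97 to 2.46 and that of BLVRA 2.31 to 2.52 under these settings. For HSPB1 the kept calls argue against transcript length (edgeR adjusted p = 0.0475) and library size (0.0376) as the whole cause. For NSD2 the kept call argues against transcript length (0.0475). Both genes were at the floor in Ctrl. Genes picked by p-values close to the threshold lose their call easily. Transcript length for MT2A, IER2 and BLVRA therefore cannot be told apart from an effect of the medium. The same holds for library size for IER2, BLVRA and NSD2, and for GC content for all 4 genes in ZBTB18 Nte-SF.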

How the results depend on the processing

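The trends with transcript length and GC content, the division by common factors, leaving single libraries out of the components, separations and clusters, and all settings for the labeled targets except the 10-count filter and thinning were chosen only after the result was seen. The lists of oxidative phosphorylation and TNF genes kept their direction in ZBTB18 FL against EV under every alternative and without any 1 library, and the TNF list in ZBTB18 Nte-SF against EV also kept its call in all of them. Where a value below crossed a threshold or changed sign, the cause was not tested unless stated.

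Counts of genes past the threshold moved most. In ZBTB18 FL against EV 8 genes passed. Library size alone gave 16, upper quartile factors 5, no filter 344, the filter of 10 counts in 3 libraries 23, the DESeq2 Wald test 247, limma-voom 77, limma-trend 57, only the groups compared 42 and the length trend removed 4. With log2 library size as a covariate 0 passed (836 at an unadjusted p under 0.05). This covariate is confounded with the group, since all ZBTB18 FL libraries were smaller than all EV libraries. The 6 fits that each left out 1 library gave 0 to 77. All 8 genes were among those called wherever 8 or more were. Between ZBTB18 Nte-SF and EV 0 genes passed, no filter gave 8, the DESeq2 Wald test 1 and limma-voom 2, and each of the other settings 0, with 166 to 475 at an unadjusted p under 0.05. In EV against Ctrl, where 2 passed, library size alone gave 1, upper quartile factors 0, no filter 275, the 10-count filter 5, the DESeq2 Wald test 115, limma-voom 28, limma-trend 10, only these groups 0, the covariate 1, the length trend removed 0, the GC content trend removed 5, division by the common factor 5, and leaving out 1 library 0 to 42. In ZBTB18 FL against Ctrl, where 1 passed, no filter gave 55, the DESeq2 Wald test 20, limma-voom 10, limma-trend 10, only these groups 0, the covariate 0, and leaving out 1 library 0 to 3. Between ZBTB18 Nte-SF and Ctrl, where 8 passed, no filter gave 332, the DESeq2 Wald test 150, limma-voom 57, limma-trend 16, only these groups 0, the covariate 0, thinning 5, the GC content trend removed 0, and leaving out 1 library 0 to 68. For genes changed, ZBTB18 Nte-SF vs ZBTB18 FL, where 8 passed, DESeq2 size factors gave 13, library size alone 12, no filter 368, the DESeq2 Wald test 286, limma-voom 38, limma-trend 17, only these groups 0, the covariate 0, thinning 15, the length trend removed 14, the GC content trend removed 3, division by the common factor 13, and leaving out 1 library 0 to 77. Settings with 0 genes had 843 to 1086 genes at an unadjusted p under 0.05 in EV against Ctrl, 455 to 615 in ZBTB18 FL against Ctrl, 821 to 1099 in ZBTB18 Nte-SF against Ctrl and 718 to 1283 in ZBTB18 Nte-SF against ZBTB18 FL. Among the fits that left out 1 library, the largest counts were those without Ctrl replicate 3 (42 and 68) or ZBTB18 FL replicate 3 (77 and 77).

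Neither the labels nor the paper say that a replicate number marks a shared batch, so the replicate block is an alternative only. Deviations of same-numbered libraries from their group means had correlations of −0.0158 to 0.115, above 0.1 in 4 of 18 pairs. With the replicate number as a block 128 genes passed in ZBTB18 FL against EV, 64 in EV against Ctrl, 45 in ZBTB18 Nte-SF against Ctrl and 47 in ZBTB18 Nte-SF against ZBTB18 FL, the median of the inflammatory response list was 0.018 and the log2 fold change of MEF2C 0.041.

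Lists in ZBTB18 FL against EV changed as follows. The inflammatory response list, at −0.09, was above 0 with library size alone (0.013), the 10-count filter (0.41), limma-voom (0.068), the covariate (0.17) and the length trend removed (0.068), and ran from −0.10 to 0.017 with 1 library left out. The DNA repair list (−0.23) lost its call with library size alone (−0.13), no filter (−0.10), the 10-count filter (−0.45), limma-trend (−0.25), thinning (−0.16), the length trend removed (−0.21), the GC content trend removed (−0.21), fry (−0.23) and an estimated correlation (−0.23), and ran from −0.54 to −0.19. The androgen response list (0.24) lost it with the 10-count filter (0.25), the covariate (0.062), thinning (0.22) and an estimated correlation (0.24), and ran from 0.12 to 0.38. The MYC targets (0.35) lost it with the covariate (0.46) and ran from 0.20 to 0.45. The hypoxia list (−0.45) lost it with no filter (−0.40), fry (−0.45) and an estimated correlation (−0.45), and ran from −0.57 to −0.35. The TNF list (0.30) lost it with the 10-count filter (0.33), and the oxidative phosphorylation list (−0.55) with an estimated correlation (−0.55). A higher correlation between genes widens the test by construction. The G2/M list, ZBTB18 FL vs EV (−0.07), was above 0 with library size alone (0.032), upper quartile factors (0.0052) and the length trend removed (0.018), and ran from −0.13 to 0.0093. The interferon-stimulated list (−0.12) was at 0.20 with the covariate and ran from −0.43 to 0.12.

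The DNA repair list, ZBTB18 Nte-SF vs EV (−0.04), was above 0 with DESeq2 size factors (0.0086), library size alone (0.057), limma-voom (0.0045), only these groups (4.1e-04), the covariate (0.045) and thinning (0.051), and ran from −0.068 to 0.054. In the same comparison the MHC class II list (−0.21) was at 0.053 with no filter, 0.18 with the 10-count filter and 0.091 with only these groups. The interferon-stimulated list (−0.20) was at 0.10 with the 10-count filter and 0.075 after thinning, and ran from −0.20 to 0.030. The MYC targets (0.10) were at −0.044 with limma-voom and −0.019 with limma-trend, and the hypoxia list (0.03) at −0.069 with the GC content trend removed, running from −0.11 to 0.28. None of these passed the threshold.

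Among single genes in ZBTB18 FL against EV, MEF2C (−0.07) changed sign with library size alone (0.033), upper quartile factors (0.022) and the covariate (0.92), and ran from −0.51 to 0.36. With the covariate SEMA3A was at 0.94, HLA-DMA at −0.27, TCF7L2 at 1.16, RUNX1 at 3.89 and RELA at 0.97. RUNX1 was at 0.047 with limma-voom and ran from −0.88 to 0.15 over 4 fits. HLA-DMA ran from −4.6e-04 to 1.67 (the last a bound that takes each count as 1 read) and TCF7L2 from −0.66 to 0.21. The labeled targets of TCF7L2 (1.01) had a median of 1.32 with limma-voom and 0.67 with the covariate and ran from 0.59 to 1.33. The labeled targets of MEF2C (labelled targets of MEF2C, ZBTB18 FL vs EV) had a fitted median of −2.26, −1.30 with limma-trend and −2.68 with the covariate, and ran from −2.78 to −1.73, all with 8 of the 10 genes at the floor in 1 group. NTS, BMP6 and some settings of other genes at the floor have no value.

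The first component (18.7%) held 22.5% with genes centred only and 25.25% with the 10-count filter, and 18.9 to 21.0% with 1 library left out. The second (10.4%) held 9.86, 11.1 and, after thinning, 10.0%, and 10.4 to 11.6% with 1 library left out. Fewer libraries or genes raise these shares by construction. Of the separations, EV against ZBTB18 Nte-SF ran from −0.40 to 2.92 and Ctrl against the conditioned libraries from 4.5 to 10.2 over 12 fits. Over 4 other settings these ran from 0.216 to 1.41 and from 5.00 to 7.21. The share of runs with Ctrl and ZBTB18 FL together (90.7%) was 77.15% with the 10-count filter and ran from 67.9 to 100%, that of EV and ZBTB18 Nte-SF from 99.94 to 100% and that across the clusters from 0 to 18.0%.

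For oxidative phosphorylation in ZBTB18 FL against Ctrl the median ran from −0.26 to 0.041 with 1 library left out. Over the alternatives set in advance and all results above, 272 values kept direction and call, 52 moved, 21 changed sign and 17 lost their call. Among lists of other comparisons 72 stayed and 19 lost their call, and among single genes 181 stayed, 10 changed sign, 6 gained and 5 lost a call. With 1 library left out, 172 of the main values stayed, 68 moved, 10 changed sign, 12 lost and 2 gained a call. In lists of other comparisons 35 stayed, 1 changed sign and 6 lost a call, and among single genes 72 stayed, 7 changed sign, 1 gained and 25 lost a call.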

Differences from the paper's values

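The removal of the length trend and the separations without 1 library, both named at the end, were chosen only after the result was seen. Values were compared with the paper's for 28 measures, of which 9 differed and 19 did not. A log2 fold change with a standard error counted as differing when it lay more than 1 standard error from the paper's value. This limit is narrow, so some counted differences are small. The shares of variance on the components have no error and were not held to it. The alternatives named are those set before the data were examined.

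For HLA-DMA in ZBTB18 FL against EV the log2 fold change was 0.62 (standard error 1.21), and the paper's value is 3.47. With limma-voom it was 2.47, and without EV replicate 1 the gene was at least 3.19-fold higher if each count is 1 read. Under these settings the value did not differ from the paper's by the criteria used, and under the other 16 it did. The bound would not hold if each read was counted 6 times. The p-value was 0.616, and the paper's is 0.0012. None of the 18 alternatives closed this gap (0.0053 to 0.999).

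The other values are read by eye from Fig. 6a. For S100A4 the log2 fold change was −2.35 against the paper's about −4.4 in Fig. 6a, and only without ZBTB18 FL replicate 2, where it was at least 3.41-fold lower, was the paper's value not excluded. For SEMA4C it was −0.75 against the paper's about −3.0 in Fig. 6a. With limma-voom it was −1.94, and without ZBTB18 FL replicate 2 SEMA4C was at least 1.46-fold lower, a bound that does not exclude the paper's value. For PRSS16 it was −3.61 against the paper's about −4.9 in Fig. 6a, not excluded only without ZBTB18 FL replicate 3, where it was at least 5.77-fold lower. For CDK5RAP3 it was −2.44 against the paper's about −5.7 in Fig. 6a, not excluded only without ZBTB18 FL replicate 3, where it was at least 10.9-fold lower.

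For FRG1 the log2 fold change was −1.67 against the paper's about −2.0 in Fig. 6a. The value moved to within 1 standard error of the paper's with limma-voom (−1.76), limma-trend (−1.76), a replicate block (−1.77), and without EV replicate 2 (−1.71) or ZBTB18 FL replicate 3 (−2.11). With the DESeq2 Wald test (−1.67), log2 library size as a covariate (−1.67) and without EV replicate 3 (−1.68) the value hardly moved and only the standard error was larger (0.339, 0.417 and 0.341 against 0.314). For SRP14 it was −1.28 against the paper's about −1.7 in Fig. 6a, closed with limma-voom (−1.43), limma-trend (−1.43) and without ZBTB18 FL replicate 3 (−1.88). For COX4I1 it was −1.5 against the paper's about −2.2 in Fig. 6a, closed with limma-voom (−1.77), limma-trend (−1.77) and without ZBTB18 FL replicate 3 (−2.38), while with log2 library size as a covariate (−1.53) it was within the error only because that was larger (0.684 against 0.519). No other alternative closed the gap for these 3 genes. In 9 of the 19 measures that did not differ the value here is a lower bound only.

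The paper states that the G2/M checkpoint set was higher in ZBTB18 FL-conditioned microglia. The list used here had a median log2 fold change of −0.07 (camera, adjusted p = 0.438) and was above 0 only with library size alone (0.03), upper quartile factors (0.01), the length trend removed (0.02), which was chosen after seeing the values, and without EV replicate 3 (0.01). The paper names CXCL8, INHBA, CCL7, NTS, STC1, SEMA4C, SEMA3A and BMP6 among the most significantly altered cytokine genes. None of these passed an adjusted p of 0.05 in edgeR's quasi-likelihood test. Among the alternatives for CXCL8, ZBTB18 FL vs EV, it passed with limma-voom (0.0161), limma-trend (0.0231) and no filter (0.00737), and CCL7 with the DESeq2 Wald test (0.0496). The paper places S100A4 among the most significantly deregulated genes, and its adjusted p here was 0.415 (edgeR), with 0.0827 the lowest over the alternatives. The paper reports all conditioned microglia as separate from Ctrl in the principal component analysis. Here the Ctrl libraries overlapped with ZBTB18 FL on the first component. On the third component all Ctrl libraries lay below all ZBTB18 FL libraries but overlapped with EV. The separation of Ctrl from the conditioned libraries had an exact permutation p of 0.0545 (one-sided). It was 0.0182 without ZBTB18 FL replicate 1, 0.0364 without ZBTB18 FL replicate 2 and up to 0.164 without another library, settings also chosen after seeing the values.
The paper describes an induction of inflammatory pathways by the medium of ZBTB18 FL cells. The inflammatory response list used here had a median of −0.09 (camera, adjusted p = 0.139), and only with the filter of 10 counts in 3 libraries did it pass (0.41, adjusted p = 0.0253). The TNF list, which the paper names among these pathways, was higher as in the paper (median 0.30, 69 of 100 genes, adjusted p = 0.00609), and of the alternatives only that same filter lost its call (0.0973). The paper labels COX4I1 in Fig. 6a. Its adjusted p was 0.254 (edgeR), and it passed with no filter (5.71e-06), with a replicate block (0.0432) and without ZBTB18 FL replicate 3 (0.0457).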

Other observations

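The tests of transcript length and GC content for DNA repair, of copies on alternate haplotypes or patches, of the position and transcript number of genes with multiples of 6, of another label for ZBTB18 FL and of a batch shared by replicate number were chosen only after the result was seen.

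Counts of some genes were all multiples of one number. Of 9083 genes with counts in at least 8 libraries, 390 (4.29%) had a common factor from 2 to 6, and 43 had 6. Genes with a single count off the multiple, such as TCF7L2, are not among them. Of these 43, 19 lie in the MHC region (chromosome 6, 28 to 34 Mb) and 24 elsewhere. Transcripts and copies were taken from GENCODE release 29, which was not used for counting, so the next 2 points hold for that annotation only. Counting a read once for each of several transcripts of its gene cannot be the whole cause, since 8 of the 43 genes have fewer than 6 annotated transcripts. Copies of a locus on alternate haplotypes of the assembly cannot be the whole cause either, since 17 of the 43 have no transcript on an alternate haplotype or patch in GENCODE release 29. The other 26 have one, all 19 of the MHC region and 7 of the 24 elsewhere, against 3.17% of other genes outside the MHC region (Fisher's exact test, two-sided, p = 7.46e-06), so copies stay open for these 7 too. By part, 22.9% of 83 MHC region genes had the factor 6 against 0.27% of genes elsewhere (Fisher's exact test, two-sided, p = 1.66e-28), which is consistent with haplotype copies there. Outside the MHC region 23 of 24 such genes have at least 6 annotated transcripts against 63.7% of genes without a factor (Fisher's exact test, two-sided, p = 4.2e-04), which is consistent with counting per transcript. For HLA-DMA, HLA-DPA1, RELA and BAG6, whose counts are multiples of 6, the number of reads may be 6 times lower than the counts. BAG6, labeled in Fig. 6a, was at least 6.92-fold higher in ZBTB18 FL than in EV (edgeR adjusted p = 0.0818), a bound of 1.15-fold if each read was counted 6 times.

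Oxidative phosphorylation genes were lower in ZBTB18 FL than in EV. Transcript length, GC content and library size were weighed as technical causes. The list kept an adjusted p (camera) of 0.00642 with each library's length trend removed, 2.44e-06 with the GC content trend removed and 1.26e-07 after thinning to the smallest library, which argues against each as the whole cause. Length accounts for part of the shift by this measure, since the median moved from −0.55 to −0.31. Among 10000 random lists matched on transcript length and mean expression together, the median lay at the 0.6 percentile (random median −0.17). This random median is therefore not a measure of length alone. Of the 9 other splits of the 6 libraries, 4 also passed for this list (smallest adjusted p = 8.25e-05), against 0 of 9 for the TNF list; each of these splits mixes the 2 groups and still holds part of any difference between them. They were higher in EV than in Ctrl by 0.28 (50 of 73 genes, camera, adjusted p = 5.7e-04), and by 0.52 without Ctrl replicate 3. With the length trend removed this was 0.07 (adjusted p = 0.161), and 3 of the 9 other splits passed. For the oxidative phosphorylation list, EV vs Ctrl, the call was also lost under fry (0.0964) and with an estimated correlation (0.275, the top of a range from 2.36e-06 over the alternatives). In ZBTB18 FL against Ctrl the median was −0.13 (50 of 73 genes lower, adjusted p = 0.0395), and without Ctrl replicate 3 it was 0.04 (adjusted p = 0.452). It was also lost without ZBTB18 FL replicate 1 (−0.10, 0.215) or 2 (−0.13, 0.244), and was −0.25 without Ctrl replicate 1, −0.19 without Ctrl replicate 2 and −0.26 without ZBTB18 FL replicate 3. For the oxidative phosphorylation list, ZBTB18 FL vs Ctrl, 7 of 13 other settings kept the call (adjusted p = 0.0121 to 0.699). It was lost with the length trend removed (0.0821), the GC content trend removed (0.0581), after thinning (0.051), with library size alone (0.065), limma-trend (0.124), only these groups (0.0738), fry (0.699) and an estimated correlation (0.685), and 7 of the 10 splits gave an adjusted p as small. An effect of the conditioned medium stays open as a hypothesis.

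DNA repair genes were lower in ZBTB18 FL than in EV. With the length trend removed the adjusted p of the list (camera) was 0.141, and its median moved only from −0.23 to −0.21. With the GC content trend removed the median was also −0.21 (camera, adjusted p = 0.0711). The median as deposited lay at the 8.93 percentile of random lists matched on length and mean expression. It lay at the 9.04 percentile of those matched on GC content and mean expression. Transcript length and GC content both stay open as contributors, and these values do not single out either. The medium remains an untested alternative.

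EV and ZBTB18 Nte-SF formed one of the 2 clusters and Ctrl and ZBTB18 FL the other. With the length trend removed 2.39% of the runs joined libraries across the clusters, and 3.97% after thinning, which argues against transcript length and library size as the whole cause. The paper's methods name 2 flow cells, and the sample table gives the flow cell of 0 libraries, so a flow cell effect and the conditions cannot be told apart. That ZBTB18 FL libraries are untreated microglia under another label was also considered. TNF genes were higher in ZBTB18 FL than in Ctrl by a median of 0.42 (73 of 100 genes, camera, adjusted p = 3.61e-05), the smallest adjusted p of the 10 splits of these libraries for this list (next 0.0389), and the library medians did not overlap (0.11 to 0.25 in ZBTB18 FL, −0.34 to −0.10 in Ctrl; 10% of splits by chance). The TNF call held in all 13 other settings and in all 6 fits without 1 library. The inflammatory response list, which shares 14 of its 24 genes with the TNF list, was also higher (camera, adjusted p = 2.8e-04). In the real split 5 lists passed, and at most 2 did in any other split. These values go against relabeled Ctrl libraries without excluding them. Over all genes the groups were no further apart than mixed libraries, since 5 of the 10 splits, the real one included, gave at least its 568 genes with an unadjusted p under 0.05, and 1 mixed split gave 49 genes past the adjusted threshold against 1 (ST7). The share of 1 of 10 for the TNF list is the smallest that 6 libraries can give. Relabeled Ctrl libraries and a treatment therefore cannot be told apart.

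Genes that differed between ZBTB18 FL and EV lay on the side of Ctrl. Of the 1228 genes with an unadjusted p under 0.05, 93.5% differed the same way in Ctrl against EV. Since both comparisons share the EV libraries, unchanged groups were simulated 20 times, which gave 87.9% (85.1 to 91.2). Across all genes, which are not independent replicates, ZBTB18 FL against EV and Ctrl against ZBTB18 Nte-SF, which share no library, had a Spearman's rho of 0.261 (simulated −7.49e-04). Shared EV libraries alone gave smaller values than those observed. ZBTB18 FL and ZBTB18 Nte-SF against EV had a rho of 0.373 against 0.46 (0.439 to 0.475) simulated. The simulated groups were unchanged, and effects specific to ZBTB18 FL can lower this rho. It therefore cannot show whether these media also share a response. A hypothesis is that the EV and ZBTB18 Nte-SF media shift microglia in a way that the ZBTB18 FL medium does not, and a batch common to EV and ZBTB18 Nte-SF could give the same values.

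Oxidative phosphorylation medians rose from replicate 1 to replicate 3 in Ctrl (0.675) and ZBTB18 FL (0.397), and less in EV (0.065) and ZBTB18 Nte-SF (0.102). If the replicate number marked a shared batch, same-numbered libraries would deviate together. Their deviations from the group means had a mean correlation of 0.04, and 2 of 216 relabelings of the replicates within groups, the real one included, gave a value as high (exact permutation p = 0.00926, one-sided, the smallest possible 0.00463). A batch shared by replicate number is thus a candidate explanation for part of the rise. A stricter criterion, a correlation above 0.1 in every pair, was applied first and was not met. No biological explanation was tested.

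RNA of the glioblastoma cells in the conditioned medium was considered as a source of counts. The highest share of a conditioned library on the 11 glioblastoma marker genes in the table was 0.00384% (EV replicate 2), and Ctrl libraries, which received no such medium, reached 0.00287%. With so few counts a small contribution cannot be told apart from expression by the microglia.

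Other splits of the libraries were counted for each comparison. For ZBTB18 FL against EV 1 of 10 splits, the real one, gave as many genes (8) and as many lists (6). With limma-voom the real split gave 77 genes and the others at most 2, and with the DESeq2 Wald test 247 and 0. For ZBTB18 Nte-SF against EV all 10 gave as many genes (0, with 372 at an unadjusted p under 0.05), and 2 as many lists. For EV against Ctrl 1 split gave as many genes and 4 as many lists. For ZBTB18 FL against Ctrl 2 gave as many genes and 1 as many lists. For ZBTB18 Nte-SF against Ctrl 1 gave as many genes and 1 as many lists. For ZBTB18 Nte-SF against ZBTB18 FL 1 gave as many genes and 3 as many lists. No share can fall under 1 of 10 in these designs.

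RUNX1 and RELA were near the floor. RUNX1 had 0, 9 and 0 counts in EV and 5, 0 and 0 in ZBTB18 FL (log2 fold change −0.44, standard error 1.37, edgeR adjusted p = 0.956), 0.15 and 0.14 without ZBTB18 FL replicate 2 and 3, and −0.88 without EV replicate 1 or 3. RELA had 6, 6 and 0 counts in EV and 0, 0 and 6 in ZBTB18 FL (log2 fold change −0.69, standard error 1.15, edgeR adjusted p = 0.883). This was −0.16, −0.45 and −1.20 without EV replicate 1, 2 and 3, and −0.12 and −0.11 without ZBTB18 FL replicate 1 and 2. IFITM1, labeled in Fig. 6a and a member of the interferon-stimulated list, had 231 ± 15.4 CPM (SD, n = 3) in EV and 20.1 ± 8.48 (SD, n = 3) in ZBTB18 FL (log2 fold change −3.50, standard error 0.68, edgeR adjusted p = 0.0734). The interferon-stimulated list had a median of −0.12 in ZBTB18 FL against EV (9 of 24 higher, camera, adjusted p = 0.139), and of 0.12 without ZBTB18 FL replicate 1, −0.19 without EV replicate 1, −0.18 without EV replicate 2, and −0.43 and −0.25 without ZBTB18 FL replicate 2 and 3. Of 20 microglia markers 5 were tested, with 3 higher in ZBTB18 FL than in EV and a median of 0.14. Of 15 fibroblast markers 4 were tested and 1 was higher, with a median of −2.08 with genes at the floor set to their bounds. Of 15 glioblastoma cell markers 1 was tested, with a log2 fold change of −1.14. None of the 13 listed mitochondrially encoded genes was tested.

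Lists that did not differ between ZBTB18 Nte-SF and EV were the inflammatory response (median 0.25, 14 of 24 higher, camera, adjusted p = 0.346), MYC targets (0.10, 27 of 50 higher, 0.562), G2/M (0.14, 50 of 86 higher, 0.562), interferon-stimulated genes (−0.20, 10 of 24 higher, 0.591) and MHC class II (−0.21, 4 of 8 higher, 0.596). With 1 library left out the inflammatory response ran from 0.09 (ZBTB18 Nte-SF replicate 3) to 0.45 (ZBTB18 Nte-SF replicate 2), MYC targets from 0.01 to 0.23 and G2/M from 0.03 to 0.18 (the lower without ZBTB18 Nte-SF replicate 3), and MHC class II from −0.32 (ZBTB18 Nte-SF replicate 3) to −0.02 (ZBTB18 Nte-SF replicate 1). The interferon-stimulated median was 0.03 without EV replicate 2, −0.03 without EV replicate 1 and −0.10 without ZBTB18 Nte-SF replicate 1.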
